# The nucleolus is the site for inflammatory RNA decay during infection

**DOI:** 10.1038/s41467-022-32856-2

**Published:** 2022-09-03

**Authors:** Taeyun A. Lee, Heonjong Han, Ahsan Polash, Seok Keun Cho, Ji Won Lee, Eun A. Ra, Eunhye Lee, Areum Park, Sujin Kang, Junhee L. Choi, Ji Hyun Kim, Ji Eun Lee, Kyung-Won Min, Seong Wook Yang, Markus Hafner, Insuk Lee, Je-Hyun Yoon, Sungwook Lee, Boyoun Park

**Keywords:** Innate immunity, Organelles, RNA decay

## Abstract

Inflammatory cytokines are key signaling molecules that can promote an immune response, thus their RNA turnover must be tightly controlled during infection. Most studies investigate the RNA decay pathways in the cytosol or nucleoplasm but never focused on the nucleolus. Although this organelle has well-studied roles in ribosome biogenesis and cellular stress sensing, the mechanism of RNA decay within the nucleolus is not completely understood. Here, we report that the nucleolus is an essential site of inflammatory pre-mRNA instability during infection. RNA-sequencing analysis reveals that not only do inflammatory genes have higher intronic read densities compared with non-inflammatory genes, but their pre-mRNAs are highly enriched in nucleoli during infection. Notably, nucleolin (NCL) acts as a guide factor for recruiting cytosine or uracil (C/U)-rich sequence-containing inflammatory pre-mRNAs and the Rrp6-exosome complex to the nucleolus through a physical interaction, thereby enabling targeted RNA delivery to Rrp6-exosomes and subsequent degradation. Consequently, *Ncl* depletion causes aberrant hyperinflammation, resulting in a severe lethality in response to LPS. Importantly, the dynamics of NCL post-translational modifications determine its functional activity in phases of LPS. This process represents a nucleolus-dependent pathway for maintaining inflammatory gene expression integrity and immunological homeostasis during infection.

## Abstract (web summary)

The nucleolus is the traditional site for ribosomal RNA biogenesis. Here, the authors find that the nucleolus is a site of inflammatory pre-mRNA turnover and elucidated how immune homeostasis can be maintained by controlling inflammatory gene expression.

## Introduction

Inflammatory cytokines are immune regulatory proteins that promote innate and adaptive immune responses to various pathogens^1,2^. Due to this role, high expression levels of inflammatory genes are associated with various autoimmune diseases and tumor growth^1,3–7^, and thus their RNA expression must be carefully controlled. Regnase-1 and Roquin have been known to be an essential protein involved in targeted inflammatory mRNA degradation in the cytoplasm^8–10^; however, the mechanisms underlying intact pre-mRNA decay in the nucleus remain to be elucidated. Although several findings suggest the mammalian RNA surveillance pathway rapidly degrades pre-mRNA in the nucleus^11–13^, most studies have observed the pre-mRNA turnover pathway in the entire nucleus but never focused on specific subcellular or subnuclear organelles or documented the process under infectious conditions.

The nucleolus, a well-known subnuclear body, is the traditional site for ribosomal RNA (rRNA) synthesis and ribosomal subunit assembly, controlling the critical downstream functions of protein synthesis, which can affect fundamental biological processes such as growth or survival^14–16^. Data also demonstrate the nucleolus has roles beyond ribosome biogenesis, including transmitting signals in response to genome instability and nutrient alteration, regulating lifespan, and responding to viral infection^17–21^. Recent studies suggest extracellular adhesive cues impact nucleolar structure and subsequent rRNA transcription, which is dependent on the cytoskeleton^22^. In particular, changes in nucleolar morphologies occur in *Caenorhabditis elegans* against bacterial infection^23^, implying that nucleolar structure and function may be linked to host immune response during infections.

Here, we report a role for the nucleolus as the essential subnuclear site of inflammatory pre-mRNA decay. In particular, inflammatory genes have higher intronic read densities compared with non-inflammatory genes and their pre-mRNAs are highly enriched within nucleoli during infection. Importantly, nucleolin (NCL) acts as a guide factor for recruiting cytosine or uracil (C/U)-rich sequence-containing pre-mRNAs and the Rrp6-exosome complex to the nucleolus through a physical interaction, thereby enabling targeted RNA delivery to Rrp6-exosomes and subsequent degradation. Consequently, *Ncl*-depleted mice show augmented inflammatory RNA levels, resulting in a severe lethality in response to bacterial lipopolysaccharide (LPS). Our study reveals why inflammatory pre-mRNAs accumulate in the nucleolus and how NCL- and Rrp6-dependent decay regulates inflammatory gene expression under infectious conditions in vitro and in vivo. These findings reinforce the novel concept that the nucleolus is an essential site of inflammatory pre-mRNA turnover and elucidated how immune homeostasis can be maintained by controlling inflammatory gene expression.

## Results

### Nucleoli are fused in later stages of infection

The morphological dynamics and plasticity that subcellular organelles exhibit in response to environmental stimuli reflect their underlying functional optimization. Thus, we initially examined whether infection affects subcellular organelle morphology in RAW 264.7 macrophages. While evaluating morphological changes of subcellular organelles in response to LPS-triggered Toll-like receptor 4 (TLR4) signaling, we intriguingly observed nucleoli, which are typically irregular in shape and multinucleolate under normal conditions, exhibited a fused morphology, increased size, and significantly decreased number at later time points (Supplementary Fig. 1a). Moreover, time-lapse monitoring of green fluorescent protein (GFP)-tagged fibrillarin (FBL), a nucleolus-specific marker for dense fibrillar components (DFCs), showed similar structural alterations of the nucleolus (Fig. 1a, b, and Supplementary Movie 1). This was confirmed by other nucleolar markers for fibrillar centers (FCs) and granular components (GCs) (Supplementary Fig. 1b). Following recovery from LPS treatment, the nucleoli reverted back to their typical shape and size with a multinucleolate phenotype similar to that in unstimulated RAW 264.7 cells (Fig. 1c and Supplementary Fig. 1c). These phenomena were also detected in LPS-stimulated bone marrow-derived macrophages (BMDMs) and dendritic cells (BMDCs), as well as in RAW 264.7 cells treated with Poly(I:C) or CpG-DNA, a ligand of TLR3 or TLR9 (Fig. 1d, e). Consistent with these results, infection by *Escherichia coli* (*E. coli*), a Gram-negative bacterium, also induced nucleolar fusion at the later stages of infection (Fig. 1f). These results indicate that infection is linked to changes in nucleolar morphology.

**Fig. 1:**
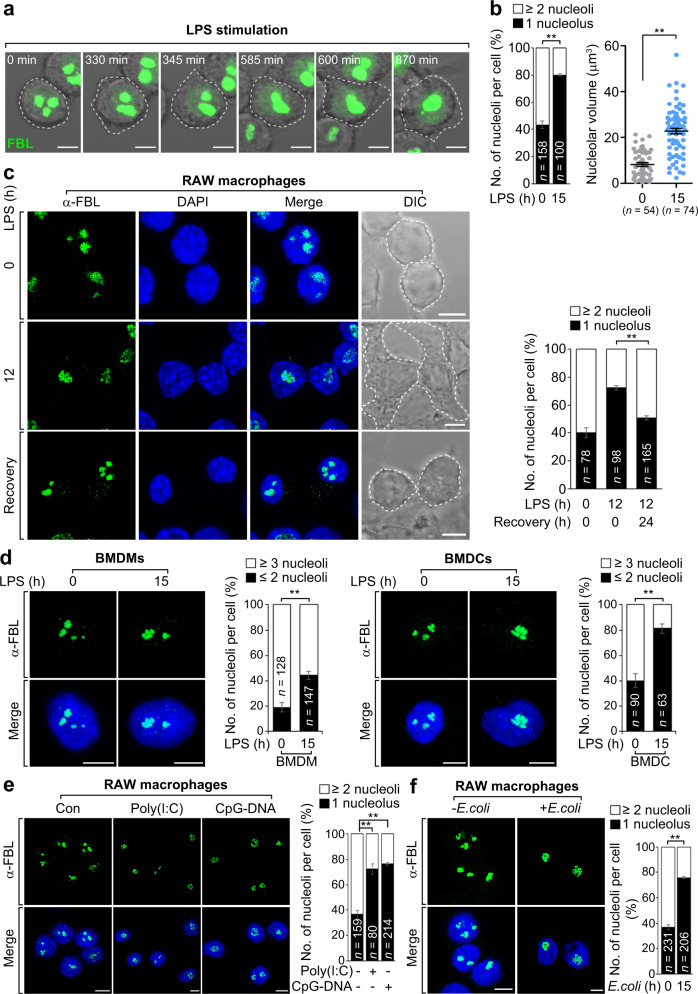
Nucleoli are fused in later stages of infection. **a** Still images from time-lapse sequences showing nucleolar fusion in FBL-GFP-expressing RAW 264.7 macrophages by analyzing patterns of FBL through LPS (80 ng ml^−1^) stimulation. Dashed lines delineate the borders of same cell for chasing nucleolar fusion in a cell. **b** Graphs showing the percentage of cells with one or more than two nucleoli (left) or the volume of nucleoli (right). Dot plot is presented as means ± s.e.m. **c** Images showing the nucleolar morphology in RAW 264.7 cells after 12 h LPS stimulation or recovery from LPS treatment. The dashed line delineates the borders of cells. Graphs showing the percentage of cells with one or more than two nucleoli. For details on experimental design of recovery from LPS stimulation, see Supplementary Fig. 1c or Methods. **d**–**f** Images showing nucleolar fusion at the indicated times of LPS stimulation in BMDMs or BMDCs (**d**), and in RAW 264.7 cells stimulated by CpG-DNA (1 μM) or Poly(I:C) (100 μg ml^−1^) for 18 h (**e**), or infected with *E. coli* for 15 h (**f**). Graphs representing the percentage of cells with indicated nucleoli numbers per cell. *n*, total cells counted. Green FBL, blue DAPI. Scale bars, 5 μm. *P* values are determined by unpaired two-tailed *t* test. **P < 0.01. All data are representative of three independent experiments and are presented as means ± s.d. in (**b**–**f**). Source data are provided as a Source Data file.

### Inflammatory pre-mRNAs are enriched in nucleoli during infection

To understand the relationship between changes in nucleolar structure and infection, we focused on nucleolar RNAs because nucleolus-enriched RNA polymerase II (Pol II) transcripts have been reported to affect nucleolar structure and eventually regulate rRNAs synthesis^24^. We first examined the expression level of rRNAs within the nucleolus during LPS stimulation. However, no considerable changes in 18S, 28S, or 47S rRNA levels were observed at any of the LPS treatment times examined (Supplementary Fig. 2a). We further investigated whether protein-coding transcripts are present in the nucleolus or whether their subcellular abundance and distribution are influenced by a time course of LPS stimulation. To test this, we purified cytoplasmic (CA), nucleoplasmic (NP), and nucleolar (NL) fractions from RAW 264.7 cells treated with LPS for 0, 2, 6, 12, or 15 h and then verified the purity of all fractions by immunoblotting with antibodies against specific protein markers (Supplementary Fig. 2b). To enable efficient protein-coding transcript detection, highly abundant rRNAs were removed from total RNA. 

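RNA-seq libraries were made from the CA, NP, and NL fractions of a mouse macrophage line at 0, 2, 6, 12, and 15 h of LPS stimulation, with 3 replicates of each fraction and time point and 45 libraries in all. The authors mapped the reads to mm10, calculated TPM with StringTie and split them into exon and intron values, and the deposited table lists both for 24506 genes. In each library the exon values and the intron values each sum to between 960740 and 999828, so exons and introns are scaled separately. They carry no information on the number of reads, and the depth of the libraries is unknown here. The copy of Supplementary Data 1 used here holds 1073 rows, where the paper's number of genes is 6928. In 100% of these rows and in each of its 30 columns, the paper's value equals the mean of replicates 2 and 3 as deposited, without quantile normalization. Replicate 1 is not in those values, and the paper's text gives no reason for leaving it out. Values below are therefore given over replicates 2 and 3 first and over all 3 replicates second. Across genes, the log2 exon values of replicates 2 and 3 in the nucleoplasm correlated at between 0.995 and 0.996, and those of replicates 1 and 2 at between 0.839 and 0.931. In nucleolar introns the replicates lay less far apart, at between 0.708 and 0.804 for replicates 2 and 3 and between 0.625 and 0.763 for replicates 1 and 2, and at 0 h the latter pair had the higher correlation, 0.763 against 0.752. The differences between replicates 2 and 3 were not shared between the fractions of a time point: the correlation across genes was over 0.1 in 0 of 15 pairs of fractions. The differences of replicate 1 from the other replicates were shared in 15 of 15 pairs, with a median correlation of 0.744. Genes are not independent replicates, so these correlations describe the libraries only. Protein-coding genes in the GENCODE M21 annotation, or under an older symbol in RefSeq, were kept at a mean of 5 TPM or more in exons and in introns of the nucleoplasm at 2, 6, 12, and 15 h. This left 7467 genes over all replicates and 7277 over replicates 2 and 3. Differences between groups were tested with limma on log2(TPM + 1), which understates the change of genes with low values, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p.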

We then analyzed the RNA-seq dataset by using the Integrative Genomics Viewer (IGV), which allowed us to determine the read density of exons and introns in each fraction. IGV displayed considerable reads of introns as well as exons of ubiquitously expressed protein-coding genes (e.g., *B2m*, *Actb*, *Ldha*, and *Pgk1*) in both the nucleoplasmic and nucleolar fractions, all of which were similar patterns of read density across time courses of LPS stimulation (Supplementary Fig. 2c). In addition, we selectively examined the read density of inflammatory genes (*Il6*, *Il1a*, or *Ccl2*) in each fraction. 

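Actb lies on chromosome 5 of mm10 from 142903115 to 142906754. Its introns in the nucleoplasm averaged 444 TPM at 0 h, 494 at 2 h, 228 at 6 h, 236 at 12 h, and 196 at 15 h over replicates 2 and 3. Over all replicates these values for Actb were 483 ± 67.7, 489 ± 29.6, 386 ± 275, 349 ± 195, and 184 ± 20.6 (SD, n = 3), and replicate 1 alone had 703 at 6 h. In the nucleolus the introns of Actb averaged 301 TPM at 0 h and 326 at 2 h over replicates 2 and 3, and 319 ± 46.6 and 336 ± 23.6 over all of them, with 355 at each of these times in replicate 1. Exons of Actb in the nucleoplasm rose from 6350 TPM at 0 h to 11813 at 2 h over replicates 2 and 3, and from 5522 ± 1435 to 11002 ± 1414 over all replicates (SD, n = 3), with 3865 and 9379 in replicate 1.
Pgk1, on chromosome X from 106187100 to 106203699, had 61.3 intron TPM in the nucleoplasm at 0 h, 23.0 at 6 h, and 76.7 at 12 h over replicates 2 and 3. Over all replicates the values of Pgk1 were 64.0 ± 4.70, 71.3 ± 83.7, and 81.7 ± 8.80, and the fall at 6 h was absent in replicate 1, with 69.4 at 0 h and 168 at 6 h. In the nucleolus Pgk1 introns went from 55.8 TPM at 0 h to 22.2 at 6 h over replicates 2 and 3, and from 70.9 to 113 in replicate 1.
Ldha, on chromosome 7 from 46841475 to 46855627, had 2686 intron TPM in the nucleoplasm at 0 h and 1566 at 2 h over replicates 2 and 3, and 4184 ± 2596 and 3123 ± 2697 over all replicates. Replicate 1 had 7180 and 6237. In the nucleolus the Ldha introns fell from 1715 to 966 TPM over replicates 2 and 3, and in replicate 1 they were at 3243 and 3160. In replicates 2 and 3 the Ldha introns took a larger share of the intron values in the cytoplasm, at 8094 TPM at 0 h, than in the nucleoplasm.
The introns of B2m, on chromosome 2 from 122147686 to 122153083, were listed at 0 in the nucleoplasm and the nucleolus in all libraries at 0 h. At 2 h they were listed at 0 in the nucleoplasm in replicates 2 and 3 and at 87.2 TPM in replicate 1, and in the nucleolus at 0 in replicate 2, 4.04 in replicate 3, and 136 in replicate 1. Exons of B2m in the nucleoplasm were at 1510 TPM at 0 h and 3078 at 15 h over replicates 2 and 3, and at 1337 ± 303 and 2650 ± 783 over all replicates, with 990.4 and 1794 in replicate 1.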

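Il6 (ENSMUSG00000025746.11) lies on chromosome 5 of mm10 from 30013114 to 30019981. Its introns were listed at 0 in every NP and NL library at 0 h. With replicates 2 and 3, the introns of Il6 in the nucleolus averaged 51.7 TPM at 2 h, 79.3 at 6 h, 50.5 at 12 h, and 39.3 at 15 h, and in the nucleoplasm 23.3, 57.1, 30.5, and 28.0. Over all replicates the values of Il6 were 42.3 ± 16.7, 85.3 ± 15.3, 51.0 ± 4.35, and 35.4 ± 6.78 in the nucleolus and 21.6 ± 3.22, 59.1 ± 4.38, 39.9 ± 16.4, and 29.5 ± 2.65 in the nucleoplasm (SD, n = 3). In replicate 1 the nucleolus was above the nucleoplasm at 2 h (23.4 against 18.2) and at 6 h (97.2 against 63.0), but below it at 12 h (52.0 against 58.7) and at 15 h (27.6 against 32.6). The log2 change of Il6 in nucleolar introns at 2 h against 0 h was 5.35 (standard error 0.31, adjusted p = 1.57e-06, limma).
Il1a (ENSMUSG00000027399.1) lies on chromosome 2 from 129299610 to 129309972. Over replicates 2 and 3 the introns of Il1a in the nucleolus were at 200.1 TPM at 2 h, 218 at 6 h, 23.0 at 12 h, and 25.7 at 15 h, and in the nucleoplasm at 109, 142, 16.9, and 16.8. Over all replicates the values of Il1a were 159 ± 72.1, 154 ± 114, 21.9 ± 10.7, and 23.7 ± 6.37 in the nucleolus and 87.1 ± 38.3, 103 ± 67.9, 16.9 ± 2.46, and 19.6 ± 5.09 in the nucleoplasm. Replicate 1 had 76.7, 26.8, 19.8, and 19.7 in the nucleolus and 43.5, 24.8, 16.9, and 25.3 in the nucleoplasm, so that in this replicate the introns of Il1a were already lower at 6 h than at 2 h. The log2 change of Il1a in nucleolar introns at 2 h against 0 h was 6.80 (standard error 0.73, adjusted p = 0.000177, limma), with an adjusted p between 3.85e-05 and 0.0514 over the alternatives, the highest with replicate 2 left out.
Ccl2 (ENSMUSG00000035385.5) lies on chromosome 11 from 82035571 to 82037453. The mean of its nucleolar introns over replicates 2 and 3 was 36.3 TPM at 2 h, 57.4 at 6 h, 14.5 at 12 h, and 14.9 at 15 h, but single libraries lay far apart. At 2 h replicate 2 had 72.6 TPM of Ccl2 and replicate 3 was listed at 0, at 12 h replicate 2 was listed at 0 and replicate 3 had 29.0, and at 15 h replicate 2 had 29.8 and replicate 3 was listed at 0. Replicate 1 had 30.9, 53.1, 26.8, and 26.7, which brought the means of Ccl2 over all replicates to 34.5, 55.9, 18.6, and 18.8. In the nucleoplasm Ccl2 introns averaged 14.5, 51.8, 21.2, and 20.8 TPM over replicates 2 and 3, and 15.5 ± 4.15, 49.4 ± 8.06, 27.9 ± 11.7, and 21.7 ± 2.53 over all replicates, with 17.4, 44.7, 41.3, and 23.6 in replicate 1. The log2 change of Ccl2 in nucleolar introns at 2 h against 0 h was 3.73 (standard error 1.70, adjusted p = 0.233, limma), with an adjusted p between 0.00239 and 0.763 over the alternatives. The lowest came from replicates 2 and 3 averaged as 1, an alternative chosen after seeing the data.
Set against the nucleoplasm at 2 h over all replicates, the log2 difference of nucleolar introns was 0.86 for Il6 (standard error 0.26, adjusted p = 0.161, limma), 0.85 for Il1a (standard error 0.67, adjusted p = 0.616), and -0.27 for Ccl2 (standard error 1.29, adjusted p = 0.937), none past the threshold. With replicates 2 and 3 alone it was 1.12 for Il6 (adjusted p = 0.000187, limma), and over all alternatives the adjusted p for Il6 lay between 0.000187 and 0.982.

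**Figure D1:**
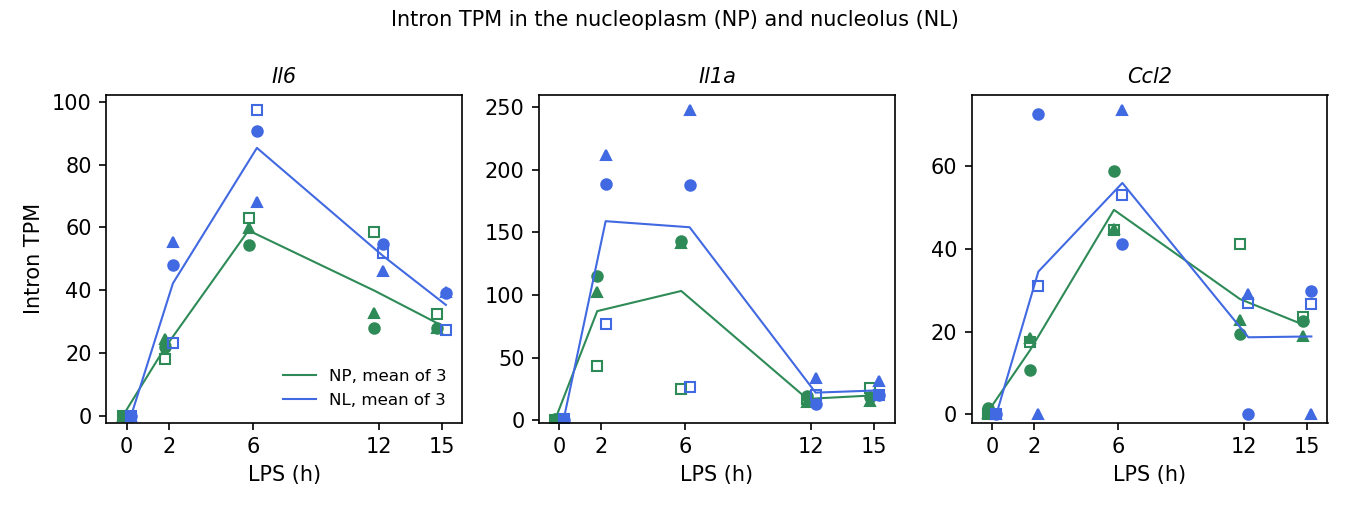
Intron TPM of Il6, Il1a, and Ccl2 in the nucleoplasm (NP, green) and the nucleolus (NL, blue) against hours of LPS. Each symbol is 1 library, set slightly aside of its time (open squares replicate 1, circles replicate 2, triangles replicate 3), and lines join the means of the 3 replicates. NL values of Ccl2 are at 0 in single libraries at 2, 12, and 15 h.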

Intriguingly, we observed that the intact *Il6*, *Il1a*, or *Ccl2* pre-mRNAs, not intron remnants after splicing, were substantially enriched in the nucleolus after LPS stimulation, with high levels occurring at 2 or 6 h and a gradual decline after 12 h (Fig. 2a).

**Fig. 2:**
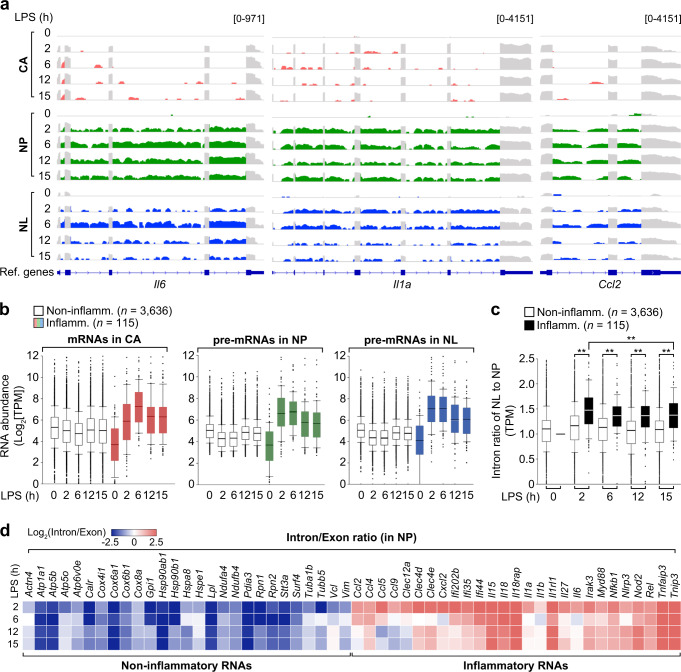
Nucleoli contain inflammatory pre-mRNAs during infection. **a** IGV displaying the read density of inflammatory genes (*Il6*, *Il1a*, and *Ccl2*) in CA, NP, and NL fractions at 0, 2, 6, 12, or 15 h of LPS stimulation. Read coverage tracks in red, green, and blue indicate inflammatory intronic reads in the CA, NP, and NL, respectively. Grays denote inflammatory exonic read coverage in all fractions. **b** Comparison of changes in mRNA and pre-mRNA levels of non-inflammatory (Non-inflamm., *n* = 3636) and inflammatory (Inflamm., *n* = 115) genes in CA, NP, and NL fractions at 0, 2, 6, 12, or 15 h of LPS stimulation. For RNA-seq analysis, StringTie, exon-intron split analysis, and quantile normalization was applied to each fraction. For details on RNA-seq, see Methods. **c** Time-course changes in the NL/NP ratio (nucleolar enrichment) of intronic reads between non-inflammatory and inflammatory genes. For (**b**, **c**), box plots represented 5th, 25th, 50th, 75th and 95th percentiles, with median values labeled. **P < 0.01 (Two-tailed Mann–Whitney *U* test). **d** Heat map representing the ratio of individual intronic to exonic reads between non-inflammatory (*n* = 27) and inflammatory (*n* = 27) genes in NP fractions from RAW 264.7 macrophages stimulated with LPS at the indicated times. Red or blue colors represents high or low proportion of intron to exon reads, respectively. All data are representative of three independent experiments. Source data are provided as a Source Data file.

To accurately assess global changes in distributions or expression levels of non-inflammatory or inflammatory pre-mRNAs across different samples of each fraction, the RNA-seq data was subject to quantile normalization after conducting exon-intron split analysis. 

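Genes were sorted by the fold change (FC) of nucleoplasmic introns at 2 h, calculated as the ratio of TPM + 1 at 2 h to TPM + 1 at 0 h. Genes whose cytoplasmic intron TPM was at or above their cytoplasmic exon TPM at any time point were left out as anomalous. Exon and intron TPM are scaled separately, so this rule does not compare numbers of reads. The paper's text names no threshold for such genes. The rule used here was chosen, before the deposited table was opened, among 14 candidate rules compared on the 1073 rows of Supplementary Data 1. Those rows equal means of deposited values, so the choice was not blind to the data. It keeps 76.0% of them, near the paper's 73.6%, so the number of genes left is not independent of the paper. The paper's methods can be read as applying the 5 TPM minimum and the exclusion together. In that case 73.6% is not the share left by the exclusion alone. In replicates 2 and 3, 5534 of 7277 genes were left, of which 3970 were non-inducible (FC at or below 1), 1119 moderately inducible (FC above 1 and up to 2), and 445 highly inducible (FC above 2). Over all replicates 5682 of 7467 genes were left, with 4339 non-inducible, 976 moderately inducible, and 367 highly inducible. All 25 genes of the inflammatory list in Fig. 2d that were left over replicates 2 and 3 were highly inducible, and 24 of 26 over all replicates. The number of highly inducible genes was 602 when the largest FC over the 4 time points after LPS was taken, and moved most, to 679, with quantile normalization and replicate 1 left out, an alternative chosen after seeing the data. In the test of nucleoplasmic introns at 2 h against 0 h with limma, 3093 of 7467 genes were past the threshold, 485 higher and 2608 lower, and the median log2 change over all genes was -0.46. With replicates 2 and 3 alone 5360 of 7277 genes were past it, 1348 higher and 4012 lower, and with replicate 2 or 3 left out 1070 and 996 were. With quantile normalization over the libraries of the fraction the median was 0.06, and 1274 genes were higher and 980 lower.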

We further applied more stringent selection criteria to determine a significant pattern of genes induced by LPS and independently sorted protein-coding genes (*n* = 5097) into constitutive and non-inducible (0 < fold-change [FC] ≤ 1, *n* = 3636), moderately inducible (1 < FC ≤ 2, *n* = 1023), and highly inducible (FC > 2, *n* = 438) gene categories. Based on gene ontology biological process, we classified 115 genes belonging to the category of highly inducible genes as inflammatory genes, prompting us to examine the spatiotemporal dynamics of intron and exon reads between non-inflammatory (constitutive and non-inducible, *n* = 3636) and inflammatory genes (*n* = 115) (Supplementary Data 1). Notably, in the nucleolus, high amounts of inflammatory pre-mRNAs were observed after 2 h of LPS stimulation, whereas non-inflammatory pre-mRNAs were relatively low and unchanged throughout the LPS time course (Fig. 2b). Moreover, inflammatory pre-mRNAs were more enriched in the nucleolus compared to the nucleoplasm; however, this difference was not observed in non-inflammatory pre-mRNAs (Fig. 2c). This nucleolar enrichment of inflammatory pre-mRNAs peaked at 2 and 6 h of LPS exposure and gradually decreased, which was similar to the phased pattern of nucleoplasmic pre-mRNAs and cytoplasmic mRNAs (Fig. 2b). 

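The paper's full list of inflammatory genes is not used here, and the 27 inflammatory genes named in Fig. 2d stand in for it. The study chose them from these libraries. Their median log2(TPM + 1) in nucleolar introns was 3.84 at 0 h, 7.39 at 2 h, 7.92 at 6 h, 6.20 at 12 h, and 6.46 at 15 h as the mean of replicates 2 and 3. Over all replicates it was 3.72 ± 0.23, 6.99 ± 0.70, 7.31 ± 1.06, 6.04 ± 0.27, and 6.08 ± 0.68 (SD, n = 3), and replicate 1 had 3.48, 6.18, 6.08, 5.73, and 5.30, with its highest value at 2 h instead of 6 h. The median was higher at 2 h than at 0 h in each replicate, and a permutation of 3 libraries against 3 cannot give a p below 0.1. The 4339 non-inducible genes had a median of 4.93 in nucleolar introns at 0 h, 4.30 at 2 h, 4.22 at 6 h, 4.75 at 12 h, and 4.67 at 15 h over replicates 2 and 3. Over all replicates these were 4.86 ± 0.11, 4.35 ± 0.09, 4.11 ± 0.20, 4.45 ± 0.52, and 4.46 ± 0.37, and replicate 1 had 4.74, 4.45, 3.88, 3.85, and 4.03. The fall of the non-inducible genes from 0 to 2 h was thus present in each replicate, and the class itself was defined by an FC at or below 1 in the nucleoplasm at that time. Across all genes tested with limma, 613 were past the threshold in nucleolar introns at 2 h against 0 h, 284 higher and 329 lower, and over replicates 2 and 3 alone 1910 were, 666 higher and 1244 lower. With replicate 2 or 3 left out 27 and 19 were. With quantile normalization 590 were higher and 344 lower, since the median log2 change over all genes moved from -0.24 to 0.07.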

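Nucleolar enrichment was calculated per gene as [NL + 1]/[NP + 1] of intron TPM. Over replicates 2 and 3, the median ratio of the 27 inflammatory genes of Fig. 2d was 1.35 at 2 h, 1.24 at 6 h, 1.29 at 12 h, and 1.26 at 15 h. The 3970 non-inducible genes had 1.12, 1.08, 1.04, and 1.04. The difference of the medians in log2 was 0.27 (p = 0.00012), 0.20 (p = 0.00497), 0.31 (p = 5e-05), and 0.28 (p = 0.00052) in a two-sided permutation test of the rank sum across genes with 100000 resamples. Adjusted over the 4 time points, the largest p was 0.00497. Over all replicates the inflammatory genes had 1.36, 1.10, 1.09, and 1.05 and the 4339 non-inducible genes 1.18, 0.910, 0.926, and 0.901. The differences were 0.21 (p = 0.00098), 0.28 (p = 1e-05, the smallest that the resamples can give), 0.23 (p = 0.00181), and 0.22 (p = 0.00042) in the same permutation test, with a largest adjusted p of 0.00181. In replicate 1 alone, with 25 of the inflammatory genes above the TPM minimum, both lists lay above 1 at 2 h, at 1.30 and 1.30, and below 1 afterwards, and the difference in log2 was 0.00 at 2 h, 0.26 at 6 h, 0.05 at 12 h, and 0.02 at 15 h. In this replicate Snhg3 alone held 8.30% of the nucleolar intron values at 2 h, and 22.2%, 29.7%, and 25.1% at 6, 12, and 15 h. The largest gene of replicates 2 and 3, Taf1d, held between 3.93% and 6.17% at these times. With a fixed total, a larger share of Snhg3 lowers the ratios of all other genes. How much of the fall below 1 this accounts for was not tested. With replicate 2 left out the difference at 2 h was 0.01 (p = 0.0526, permutation test).
Genes share libraries and are not independent replicates, so the list was also tested across libraries. Over all replicates limma's camera with its preset correlation gave p = 0.0297 at 2 h, 0.00457 at 6 h, 0.0133 at 12 h, and 0.0172 at 15 h, but none of these calls held under an estimated correlation (p = 0.426, 0.302, 0.366, and 0.384) or under fry (p = 0.160, 0.818, 0.982, and 0.906). With replicate 1 left out camera gave p = 0.00168, 0.0127, 0.00102, and 0.00303, and none of these calls held under an estimated correlation (p = 0.0822, 0.157, 0.0711, and 0.0984). By limma's fry, which tests a list against no change instead of against other genes, the inflammatory genes were under 0.05 at each of these times. The 27 non-inflammatory genes of Fig. 2d were so at 2, 6, and 15 h, but with smaller changes. With replicate 1 left out, the median log2 at 2, 6, 12, and 15 h was 0.36, 0.31, 0.31, and 0.33 in the inflammatory genes. In the non-inflammatory genes it was 0.0067, 0.02, -0.12, and 0.04. Among single genes of the list, 0 of 27 were past the threshold over all replicates at 2 h, with 1 at an unadjusted p under 0.05, and 0 were when adjusted over the list alone. With replicates 2 and 3 alone 9 of 27 were higher in the nucleolus at 2 h, and 10 adjusted over the list alone. The study chose the list on these samples, so the latter count is not independent evidence. Across all genes 43 of 7467 were past the threshold at 2 h over all replicates, 27 higher and 16 lower in the nucleolus, and 1930 of 7277 over replicates 2 and 3, 1355 higher and 575 lower. With replicate 2 or 3 left out, 0 and 1 were, with 276 and 305 at an unadjusted p under 0.05. From this ratio, the paper concludes that inflammatory pre-mRNAs were more enriched in the nucleolus than in the nucleoplasm and that non-inflammatory pre-mRNAs were not (Fig. 2c).

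**Figure D2:**
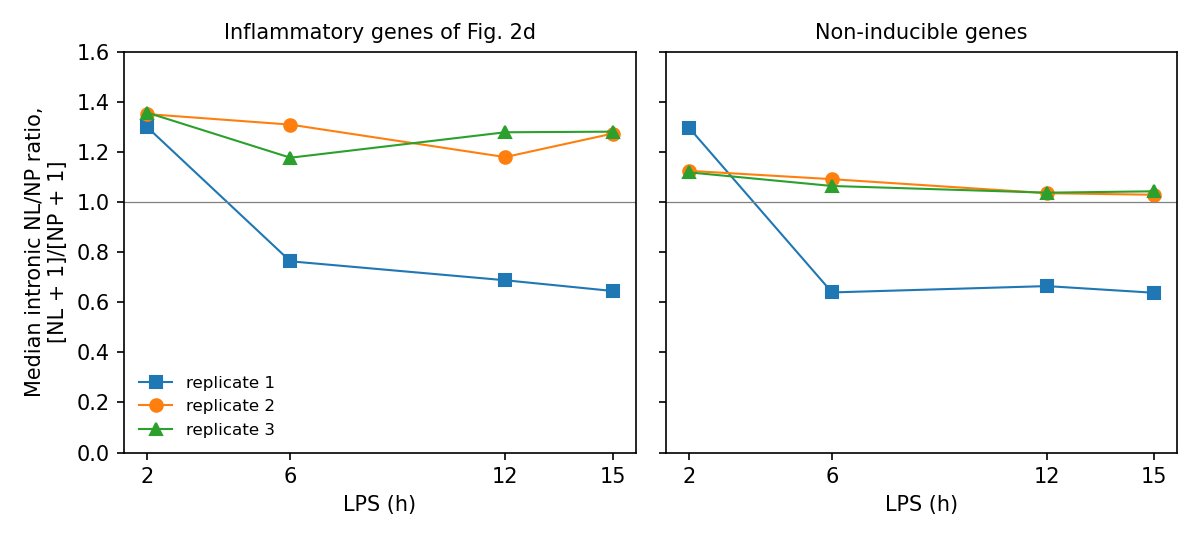
Median intronic NL/NP ratio of the 27 inflammatory genes of Fig. 2d (left) and of the non-inducible genes (right) against hours of LPS, with 1 line per replicate and the vertical axis from 0. Replicates 2 and 3 stay above 1 in both lists, and replicate 1 falls below 1 from 6 h on in both. In replicate 1 Snhg3 took a larger share of the nucleolar intron total from 6 h on, which lowers the ratios of other genes.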

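The change of the NL/NP ratio with time was tested per gene as the difference between its log2 value at the later time and at 2 h. Over replicates 2 and 3, the median change of the 27 inflammatory genes of Fig. 2d was -0.13 at 6 h, -0.14 at 12 h, and -0.13 at 15 h, and that of the non-inducible genes was -0.06, -0.11, and -0.11. The lists did not differ in this change (p = 0.0824, 0.808, and 0.41, two-sided permutation test of the rank sum across genes, 0.247, 0.808, and 0.615 adjusted over the 3 times). Over all replicates the inflammatory genes changed by -0.26, -0.32, and -0.40 and the non-inducible genes by -0.37, -0.35, and -0.39 (p = 0.0396, 0.992, and 0.787, permutation test, 0.119, 0.992, and 0.992 adjusted), and in replicate 1 alone by -0.76, -0.97, and -0.99 against -1.03, -0.98, and -1.02. In replicate 1 the 2 lists differed at 6 h (p = 0.00015, permutation test, 0.00045 adjusted), where the inflammatory genes fell less. Across all genes, the change of the ratio from 2 to 12 h was past the limma threshold in 0 of 7467 over all replicates, with 210 at an unadjusted p under 0.05, and in 58 of 7277 over replicates 2 and 3, 17 higher and 41 lower at 12 h. The levels behind the ratio changed more. The median log2(TPM + 1) of the inflammatory genes in nucleoplasmic introns was 3.82 at 0 h, 6.84 at 2 h, 7.52 at 6 h, 5.95 at 12 h, and 6.01 at 15 h over replicates 2 and 3, and 3.85 ± 0.06, 6.50 ± 0.59, 7.02 ± 0.88, 5.94 ± 0.03, and 5.95 ± 0.12 over all replicates (SD, n = 3), with 3.90, 5.83, 6.00, 5.90, and 5.82 in replicate 1. In cytoplasmic exons it was 3.02, 5.79, 7.63, 6.65, and 6.64 over replicates 2 and 3 and 3.03 ± 0.18, 5.87 ± 0.14, 7.24 ± 0.67, 6.78 ± 0.21, and 6.61 ± 0.06 over all replicates. Replicate 1 had its highest cytoplasmic value at 12 h, 7.02, where replicates 2 and 3 had theirs at 6 h.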

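The intron to exon ratio was calculated per gene in the nucleoplasm as the ratio of intron TPM + 1 to exon TPM + 1. Exons and introns are scaled separately, so its level is not a ratio of reads. Within a library the scaling is the same for all genes compared. In replicates 2 and 3, the 27 inflammatory genes of Fig. 2d had a median ratio of 0.787 at 2 h, 0.444 at 6 h, 0.388 at 12 h, and 0.366 at 15 h, and the 27 non-inflammatory genes had 0.0483, 0.0608, 0.0828, and 0.0764, a difference of 4.03, 2.87, 2.23, and 2.26 in log2. Over all replicates these were 0.722, 0.341, 0.405, and 0.380 against 0.0543, 0.0790, 0.0817, and 0.0847, a difference of 3.73, 2.11, 2.31, and 2.17 in log2 (p = 1e-05 at each time point, the smallest that the 100000 resamples of the two-sided permutation test can give). The direction held in each replicate, with a difference of 3.26, 1.73, 2.09, and 2.66 in replicate 1. The result depended on the genes it was set against, which was tested over all replicates only. The 27 non-inflammatory genes, of which 24 were non-inducible over all replicates, lay below most non-inducible genes outside their list. The median ratio of those outside it over all replicates was 0.519 at 2 h, 0.588 at 6 h, 0.614 at 12 h, and 0.614 at 15 h. Against all non-inducible genes the difference of the inflammatory genes was 0.49 at 2 h (p = 0.00133, permutation test) and was reversed at the later times, at -0.78 (p = 0.00157), -0.59 (p = 0.00256), and -0.68 (p = 0.0091), with a largest adjusted p of 0.0091. Against non-inducible genes matched on exon TPM it was 1.53 (p = 0.0002, the smallest that a permutation of 10000 matched lists can give), 0.73 (p = 0.004), 0.35 (p = 0.207), and 0.34 (p = 0.307), and adjusted over the times p was 0.0008, 0.008, 0.276, and 0.307.

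**Figure D3:**
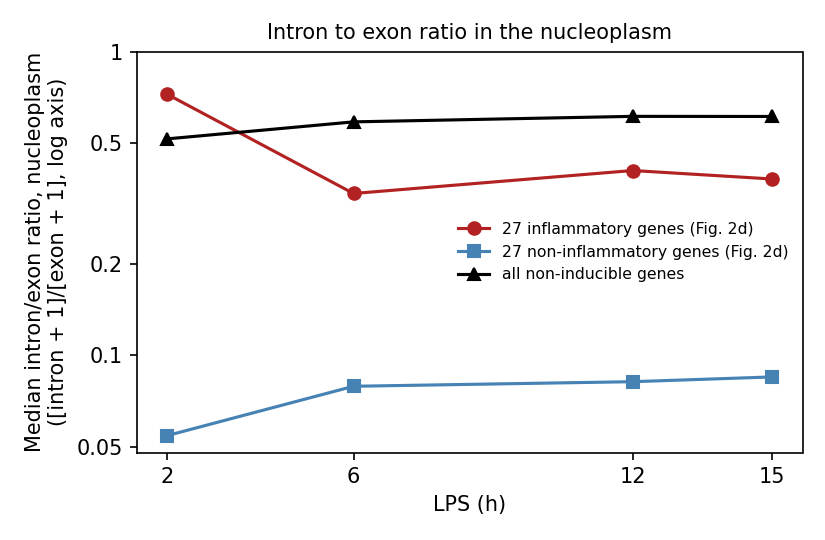
Median intron to exon ratio in the nucleoplasm over all replicates (log axis) against hours of LPS for the 27 inflammatory and the 27 non-inflammatory genes of Fig. 2d and for all non-inducible genes. The inflammatory genes lie above the 27 non-inflammatory genes at each time and below all non-inducible genes from 6 h on.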

Of note, a higher percentage of intron reads were found in inflammatory RNA libraries from the nucleoplasmic fractions throughout LPS stimulation relative to non-inflammatory RNA libraries, demonstrating the proportion of intron to exon reads in inflammatory genes was much higher than in non-inflammatory genes (Fig. 2d). These findings indicate that the intronic region of inflammatory genes may be involved in its nucleolar transport and function.

### Nucleolar localization of inflammatory pre-mRNAs is linked to their gene expression

To verify the nucleolar enrichment of inflammatory pre-mRNAs, we performed RNA-fluorescence in situ hybridization (RNA-FISH) analysis on cells stimulated with LPS for 12 h using RNA probes that specifically recognize the intronic region of inflammatory RNAs. We found that the inflammatory *Il1b*, *Il6*, *Ccl2*, and *Cxcl2* pre-mRNA foci were preferentially positioned close to nucleoli or overlapped with the rim of the nucleolus, whereas non-inflammatory *Hmga1* pre-mRNA foci were positioned away from the nucleolus (Fig. 3a, white arrows). To confirm this, we measured the distance between the centers of nucleolus and the pre-mRNA foci of *Hmga1*, *Il1b*, *Il6*, *Ccl2*, and *Cxcl2*. We observed that the inflammatory pre-mRNA foci were much closer to nucleoli than non-inflammatory pre-mRNA foci (Fig. 3b). To further exclude any potential artifacts from passive streaming due to robust inflammatory RNA production in response to LPS, we generated RAW 264.7 cells stably expressing a 5′-*Myc*-tagged *Il1b* or *Cox6a2* minigene composed of intron and exon regions corresponding to an inflammatory or non-inflammatory gene, respectively (Fig. 3c, top). Quantitative reverse transcription-PCR (RT-qPCR) using primer pairs that specifically recognize the 5′-*Myc* tag or intron region was performed to assess RNA levels in nucleolar fractions and thus exclude endogenous inflammatory RNAs induced by LPS. Indeed, the RNA level of *Myc*-tagged *Il1b*, but not that of *Myc*-tagged *Cox6a2*, was increased in the nucleolar fraction of LPS-exposed RAW 264.7 cells (Fig. 3c, bottom).

**Fig. 3:**
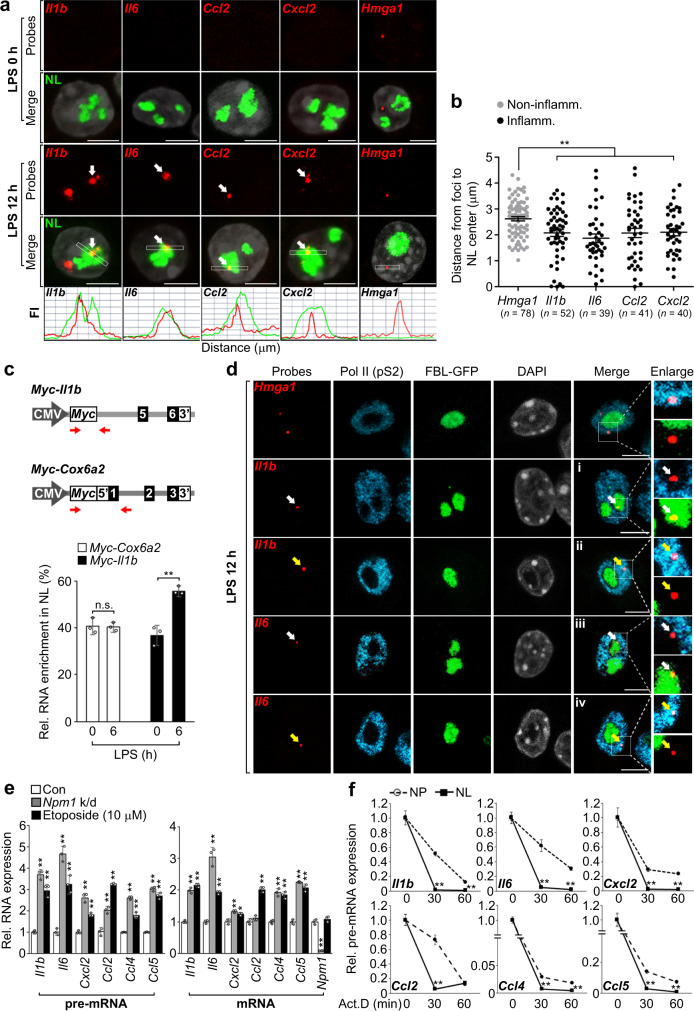
Nucleolar localization of inflammatory pre-mRNAs is involved in their gene expression. **a** RNA-FISH showing nucleolar enrichment of inflammatory pre-mRNAs in 12 h LPS-stimulated RAW 264.7 cells. Graphs represent quantification of colocalization of 47S rRNA (green; unprocessed rRNA as a specific nucleolar RNA marker) with indicated inflammatory or non-inflammatory pre-mRNAs (red). Arrows indicate nucleolar enrichment of inflammatory pre-mRNAs. DAPI, gray. Scale bars, 5 μm. **b** Graphs showing the distance between the centers of nucleolus and the pre-mRNA foci of *Hmga1*, *Il1b*, *Il6*, *Ccl2*, and *Cxcl2*. *n*, total foci counted. Data are presented as means ± s.e.m. **c** Top, schematic representation showing the 5′-*Myc*-tagged *Il1b* and *Cox6a2* minigene constructs. Closed or open boxes represent exons or untranslated regions in 3′ or 5′, respectively, and connecting lines indicate introns. Red arrows depicting primer pairs recognizing either *Myc* or intron region. CMV CMV promoter, *Myc* *Myc* sequence. Bottom, graph plotting RNA levels transcribed from minigenes in nucleolar fractions of LPS-stimulated RAW 264.7 cells. **d** RNA-FISH showing the spatial preferences of inflammatory pre-mRNAs between the nucleolus and active transcription sites in FBL-GFP-expressing RAW 264.7 cells under 12 h LPS stimulation. White or yellow arrows indicate inflammatory pre-mRNAs located in the nucleolus or active RNA-pol II regions (Pol II [pS2]), respectively. White boxes delineate the area of enlargement showing localization of pre-mRNA foci. DAPI, gray. Scale bars, 5 μm. **e** qPCR showing inflammatory RNA levels in *Npm1*-depleted or etoposide-treated RAW 264.7 cells during 12 h LPS stimulation. **f** Graphs showing the half-life of inflammatory pre-mRNAs in nucleoplasmic or nucleolar fractions from 12 h LPS-stimulated RAW 264.7 cells after Act.D treatment for indicated time points. This is measured by qPCR using intra-intron primer pairs. *P* values are determined by unpaired two-tailed *t* test. *P < 0.05; **P < 0.01. n.s. not significant. All data are representative of three independent experiments and are presented as means ± s.d. in (**c**, **e**, **f**). Source data are provided as a Source Data file.

Previous reports suggest specific sites located closer to the nucleolus tend to be transcriptionally inactive^25–27^. Thus, we examined the spatial preferences of inflammatory pre-mRNA foci with RNA polymerase II (RNA-pol II) during LPS stimulation. To test this, we combined the FISH signals for inflammatory or non-inflammatory pre-mRNAs with immunofluorescence for nucleoli (FBL-GFP) and active RNA-pol II (anti-pS2; Ser-2 phosphorylation of RNA-pol II is a marker of active RNA-pol II). Intriguingly, inflammatory *Il1b* and *Il6* pre-mRNA foci overlapped with nucleoli but were positioned away from active RNA-pol II regions, while non-inflammatory *Hmga1* pre-mRNA foci were preferentially positioned in active RNA-pol II regions and excluded from the nucleolar compartment (white arrows in Fig. 3d, i and iii). We also observed inflammatory pre-mRNA foci-pS2 contacts in the nucleoplasm, but none of which were positioned in the nucleolus (yellow arrows in Fig. 3d, ii and iv). In addition, TDP-43, a protein marker for the *Il6* RNA splicing activating compartment (InSAC)^28^, was found to be separated from the nucleolus (Supplementary Fig. 3a, white arrows). Consistent with the confocal microscopy results, TDP-43 was detectable in the nucleoplasmic fraction, but not in the nucleolar fraction (Supplementary Fig. 3b). These results indicate that the nucleolus-enriched inflammatory pre-mRNAs are unlikely to be involved in transcription or splicing.

We further investigated whether the destruction of nucleolar structure affects inflammatory RNA expression. Notably, nucleolar disruption induced by depletion of nucleophosmin 1 (*Npm1*) or treatment with etoposide, which is often used to cause nucleolar destruction or distortion^29,30^, resulted in a significant increase in LPS-induced inflammatory RNA levels (*Il1b*, *Il6*, *Cxcl2*, *Ccl2*, *Ccl4*, and *Ccl5*) (Fig. 3e). This was not due to any effect on transcription as no differences were observed in the promoter activity of *Il6* in *Npm1*-depleted or etoposide-treated RAW 264.7 cells (Supplementary Fig. 3c). Moreover, inflammatory *Il6* pre-mRNA foci were away from active RNA-pol II (Supplementary Fig. 3d, white arrows) and their size and fluorescence intensity were significantly increased in *Npm1*-depleted cells compared to control cells (Supplementary Fig. 3e). This indicates the nucleolus is involved in regulating inflammatory pre-mRNA stability rather than transcription. To support these results, we separated nucleoplasmic and nucleolar fractions from 12 h LPS-stimulated RAW 264.7 cells and then examined the half-life of inflammatory pre-mRNAs by using primers for intra-intronic regions after treatment with the transcription inhibitor, actinomycin D (Act.D). Importantly, the turnover rate of *Il1b*, *Il6*, *Cxcl2*, *Ccl2, Ccl4*, and *Ccl5* pre-mRNAs was much faster in the nucleolar fraction than in the nucleoplasmic fraction (Fig. 3f). This was also confirmed by using primers for intron-exon regions of *Il1b* and *Il6* (Supplementary Fig. 3f). Taken together, our findings suggest that inflammatory pre-mRNAs are transported to the nucleolus, which is involved in their RNA destabilization and gene expression.

### NCL is essential for inflammatory pre-mRNA decay

To next explore how the inflammatory pre-mRNAs are located to the nucleolus during LPS stimulation, we screened for potential RNA-binding proteins that enable the transport of these RNAs to the nucleolus using nucleolar proteome datasets^31–33^. Three independent studies revealed that pumilio RNA-binding family member 3 (PUM3), partner of NOB1 (PNO1), nucleolar protein 6 (NOL6), and nucleolin (NCL) are RNA-binding proteins that not only reside primarily in nucleoli but are also able to translocate to different subcellular locations in response to alterations in environmental condition or nucleolar structure^34–37^ (Supplementary Fig. 4a). This prompted us to investigate the effect of loss of *Pum3*, *Pno1*, *Nol6*, or *Ncl* expression on inflammatory RNA expression levels. Interestingly, inflammatory pre-mRNA expression level of *Il1b*, *Il6*, *Cxcl2*, *Ccl2*, and *Ccl5*, but not *Ccl4*, elicited by 12 h LPS stimulation was significantly increased only in *Ncl*-depleted RAW 264.7 cells (Supplementary Fig. 4b). Moreover, their mRNA levels were highly increased in *Ncl*-depleted cells, an effect that was reversible by overexpression of GFP-tagged NCL (NCL-GFP) (Fig. 4a). As a result, the secretion level of *Il1b*, *Il6*, *Ccl5*, but not *Ccl4*, was increased in *Ncl*-depleted cells (Supplementary Fig. 4c). These effects were not due to transcriptional activities because of similar *Il6* promoter activity in *Ncl*-depleted or NCL-GFP-overexpressing RAW 264.7 cells (Supplementary Fig. 4d). In addition, although most studies have showed the role of NCL for rRNA processing in epithelial, endothelial cells, or fibroblasts but not in immune cells^38–40^, we found no significant difference in the level of rRNA species between control and *Ncl*-depleted RAW 264.7 cells following 12 h LPS stimulation (Supplementary Fig. 4e). The RT-PCR results with the indicated primer pairs demonstrate that *Ncl* depletion induced both pre-mRNA and mRNA level of *Il1b*, *Il6*, *Cxcl2*, and *Ccl2*, while northern blot analysis showed a similar increase in both types of *Il1b* and *Il6* RNA (Fig. 4b and Supplementary Fig. 5a). Consistent with these in vitro results, mice depleted of *Ncl* in liver- or lung-resident cells exhibited a significant increase in *Il1b*, *Il6*, or *Ccl5* pre-mRNA and mRNA levels in liver or lung tissues (Fig. 4c and Supplementary Fig. 5b), which in turn led to higher total serum levels of IL-6 and CCL5 and susceptibility to LPS-induced lethality (Fig. 4d and Supplementary Fig. 5c). Similar to the previous results, no differences in *Ccl4* expression were observed (Fig. 4c and Supplementary Fig. 5c). These data suggest that NCL is linked to the instability of inflammatory pre-mRNAs rather than to attenuation of RNA splicing. To support these results, we examined the half-life of inflammatory pre-mRNAs after treatment with Act.D, in *Ncl*-depleted RAW 264.7 cells after 12 h LPS stimulation. The turnover rate of *Il1b*, *Il6*, *Cxcl2*, *Ccl2*, and *Ccl5*, but not *Ccl4*, was much slower in *Ncl*-depleted cells, whereas the corresponding pre-mRNAs destabilized rapidly in control cells (Fig. 4e). Thus, our findings raise the possibility that NCL may modulate the stability of *Il1b*, *Il6*, *Cxcl2*, *Ccl2*, and *Ccl5* during late-stage LPS stimulation by binding RNA substrates that possess specific core sequences located within their intronic regions.

**Fig. 4:**
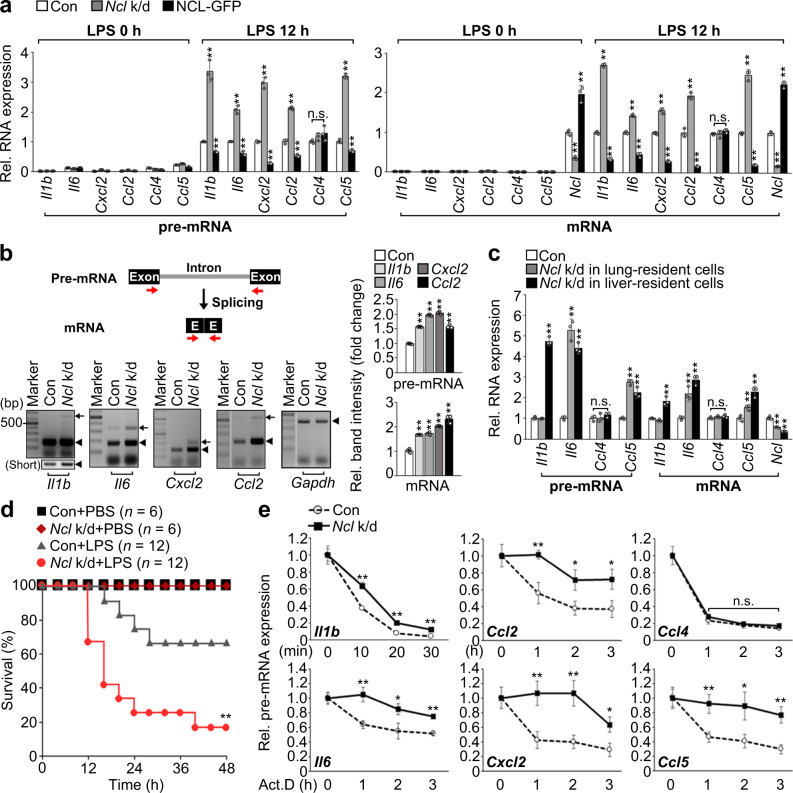
NCL is a key factor essential for inflammatory RNA decay. **a** Results of qPCR for inflammatory RNA levels in *Ncl*-depleted or overexpressed RAW 264.7 cells under normal condition or 12 h LPS stimulation. **b** Schematic representation showing the strategy of RT-PCR primer design to detect exon-intron junction (red arrows). Bottom gels, RT-PCR showing effects of *Ncl* depletion on pre-mRNA or mRNA levels of indicated inflammatory genes in 12 h LPS-stimulated RAW 264.7 cells. Black arrows or arrowheads indicate pre-mRNA or mRNA, respectively. Short indicates short-term exposure of the upper image. Right graphs representing quantification of RT-PCR results. **c** Analysis of inflammatory RNA levels in lung- or liver-resident cells from control or *Ncl*-depleted mice after 10 h of LPS challenge. **d** Survival rate between control and lung-specific *Ncl*-depleted mice after LPS challenge. *n* represents the number of mice. **P < 0.001 (Two-tailed log-rank test). For details on experimental design of in vivo experiments, see Supplementary Fig. 5b or Methods. **e** Analyzing pre-mRNA half-life of indicated inflammatory genes at three time points after Act.D treatment in 12 h LPS-stimulated RAW 264.7 cells. *P* values are determined by unpaired two-tailed *t* test. *P < 0.05; **P < 0.01 (Student’s *t* test). n.s. not significant. All data are representative of three independent experiments and are presented as means ± s.d. in (**a–c**, **e**). Source data are provided as a Source Data file.

### NCL binding through a C/U-rich sequence determines nucleolar targeting and instability of inflammatory pre-mRNAs

To thus identify the consensus RNA-binding motif(s) (RBM) of NCL capable of determining its functional specificities in an unbiased manner, we subjected LPS-treated RAW 264.7 cells to photoactivatable ribonucleoside-enhanced crosslinking and immunoprecipitation (PAR-CLIP) using an anti-NCL antibody followed by genome-aligned reads after deep-sequencing of the recovered RNAs with PARalyzer^41,42^ (Supplementary Fig. 6a). This analysis identified 10,548 NCL-binding sites, of which 46% were mapped to protein-coding RNAs and 82.6% originated from intron sequences (Fig. 5a and Supplementary Data 2). Intriguingly, our motif analysis revealed that a pyrimidine (cytosine or uracil; C/U)-rich consensus sequence consisting of over 20 nucleotides is present within the intronic regions of various inflammatory pre-mRNAs (42 of 115 inflammatory genes), but not in *Ccl4* (Fig. 5b and Supplementary Data 1). We also observed NCL binding to the *Il1b*, *Il6*, *Cxcl2*, *Ccl2*, and *Ccl5* pre-mRNAs, but not to the *Ccl4* or non-inflammatory *Cox6a2* or *Gapdh* pre-mRNAs (Supplementary Fig. 6b). These patterns were reminiscent of prior results from *Ncl* depletion studies showing the expression and stability of *Il1b*, *Il6*, *Cxcl2*, *Ccl2*, and *Ccl5*, but not *Ccl4* pre-mRNA (Fig. 4a, c, e). Indeed, analyzing the RNA-seq dataset with LPS-inducible genes (*n* = 438), which were > 2 fold higher after LPS stimulation, and sorting 106 NCL-targeted and 332 non-targeted genes based on the presence or absence of C/U-rich sequences in their introns demonstrated that C/U-rich inflammatory pre-mRNAs were much more highly enriched in the nucleolus at 2 h post-LPS stimulation (1.25 compared to 1.1), but eventually decreased after 6 h (Supplementary Fig. 6c and Supplementary Data 1). We also confirmed the binding ability of NCL with this C/U-rich sequence by performing RNA electrophoretic mobility shift assay (EMSA) using *Il6* or *Il1b* RNA probes with a 48-nucleotide oligo possessing 20 or 21 repeats of a C/U-rich sequence positioned in introns 2 or 6 corresponding to *Il6*-[C/U]_20_ or *Il1b*-[C/U]_21_, respectively (Fig. 5c). NCL bound to *Il6*-[C/U]_20_ or *Il1b*-[C/U]_21_ with high affinity and the *K*_d_ value of both RNAs was similar to that of the NCL recognition element (NRE), a known strong binding sequence of NCL^43^ (Fig. 5d, e). An alternative method using a fluorescence anisotropy-based RNA-binding assay^44^, which is useful for evaluating protein-RNA-binding affinity, also showed that NCL-bound *Il1b* and *Il6* RNAs with high affinity, as characterized by a low *K*_d_ value (Supplementary Fig. 6d). Importantly, mutational analysis of core consensus sequences demonstrated that reducing the number of C/U motifs within the 48-nt *Il1b* RNA segments by substitution of four or eight C/Us with adenine (A), which is one of the purines (*Il1b*-[C/U]_17_ and *Il1b*-[C/U]_13_), resulted in a significant reduction in NCL-binding affinity (Fig. 5c–e). We also found that the *K*_d_ value of *Il1b*-[C/U]_13_ was ~40-fold higher on average compared to wild-type *Il1b*-[C/U]_21_, suggesting that NCL binding depends on the number of C or U.

**Fig. 5:**
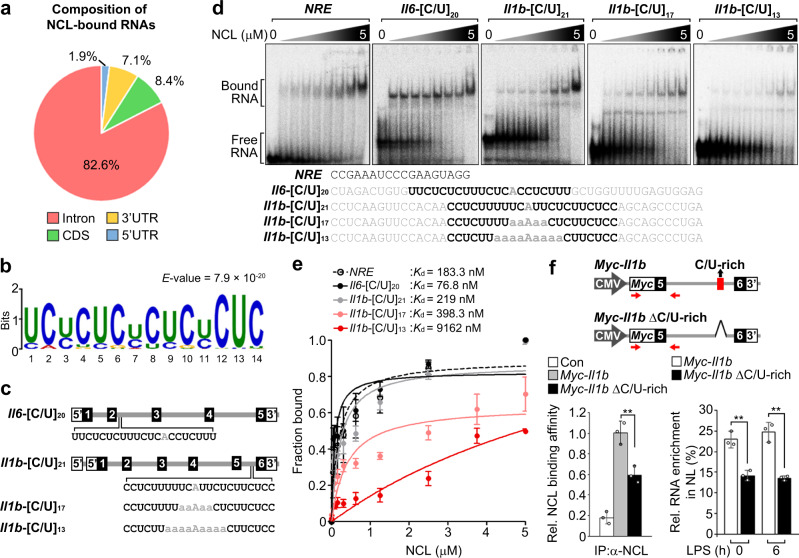
NCL binding ability of inflammatory RNAs through a C/U-rich sequence determines its nucleolar targeting and instability. **a** Pie chart presenting percentages of nucleolar RNA reads capable of binding NCL mapped to the indicated features based on PAR-CLIP analysis with nucleolar fractions of 12 h LPS-stimulated RAW 264.7 cells. For details on PAR-CLIP, see Methods. **b** Identification of a NCL-binding consensus motif analyzed by PAR-CLIP. **c** Schematic representation of wild-type or mutant *Il1b* or *Il6* RNA probes with reduced number of C or U for RNA EMSA. Numbers outside parentheses indicate the number of C or U positioning in the C/U-rich motif. Closed or open boxes represent exons or UTR in 3′ or 5′, respectively, and connecting lines indicate introns. **d**, **e** Gels for RNA EMSA showing NCL-binding affinity to the indicated RNA probes (**d**) and graphs showing *K*_d_ values for the NCL-binding affinity to *Il1b* and *Il6* RNA probes (**e**). NRE is used as a positive control for assessing a strong binding affinity of NCL. **f** Top, schematic representation of wild-type or mutant *Myc*-tagged *Il1b* minigene lacking the C/U-rich sequences (*Myc-Il1b* ΔC/U-rich). Red box indicates C/U-rich sequences. Bottom, NCL-binding capacity (left) or nucleolar enrichment (right) of wild-type or *Myc-Il1b* ΔC/U-rich minigene. The NCL-binding capacity of *Myc-Il1b* or *-*ΔC/U-rich minigene was performed by RNA-IP-qPCR (RIP-qPCR) experiment. *P* values are determined by unpaired two-tailed *t* test. **P < 0.01 (Student’s *t* test). All data are representative of three independent experiments and are presented as means ± s.d. in (**e**, **f**). Source data are provided as a Source Data file.

Given that NCL-bound inflammatory pre-mRNAs possessing a C/U-rich RBM within intronic regions exhibit nucleolar enrichment in response to LPS, we next investigated whether these pre-mRNAs are able to bind NCL and subsequently transported to the nucleolus. To test this, we generated a deletion mutant of the 5′-*Myc*-tagged *Il1b* minigene which lacks a C/U-rich RBM positioned within intron 6 (*Myc*-*Il1b* ΔC/U-rich) and examined its ability to bind NCL and RNA levels in nuclear fractions (Fig. 5f, top). Unlike the wild-type *Myc*-*Il1b* minigene, *Myc*-*Il1b* ΔC/U-rich exhibited reduced NCL binding and RNA level in nucleolar fractions, supporting the hypothesis that NCL binding of inflammatory pre-mRNAs is essential for nucleolar targeting (Fig. 5f, bottom).

### NCL delivers inflammatory pre-mRNAs to the Rrp6-exosome for their degradation

Our findings demonstrate that NCL is capable of binding inflammatory pre-mRNAs through a C/U-rich RBM in introns, thus enabling them to translocate to the nucleolus and possibly facilitate instability. This led us to consider the contribution of NCL in directly regulating the instability of nucleolar inflammatory pre-mRNAs. As NCL itself does not possess RNase activity, we tried to identify the exonuclease that is involved in degradation of NCL-bound inflammatory pre-mRNAs. To do this, we conducted a large-scale purification with RAW 264.7 cells stably expressing GFP-tagged full-length NCL (FL-NCL-GFP) using a retroviral system to achieve maximal pull-down efficacy. However, ectopic expression of full-length NCL results in relatively lower expression levels of NCL possibly due to disruption of viral assembly through the acidic region^45,46^. We thus used a deletion mutant of NCL that lacked acidic domains (NCLΔAS-GFP) for identifying the exonuclease, since this deletion mutant considerably affected nucleolar enrichment and instability of *Il1b* and *Il6* pre-mRNAs, although to a lesser extent than full-length NCL (Supplementary Fig. 7a–d). Mass spectrometric analysis showed that a significant number of polypeptides, including the nucleus-specific exosome component Rrp6 and RNA helicases (DDX5 and DHX36, DEAD-Box Helicase 5 and DEAH-Box Helicase 36) were associated with NCL in response to LPS exposure (Fig. 6a). Particularly, since Rrp6 is capable of binding the core exosomes in the nucleus, thus facilitating RNA degradation^13,47,48^, we explored the roles of the Rrp6 in decay of NCL-bound inflammatory pre-mRNAs. Consistent with the results from large-scale purification, endogenous NCL associated with Rrp6 as well as the core exosome components, Rrp43 and Rrp46, and these interactions were detectable only in LPS-stimulated RAW 264.7 cells (Fig. 6b and Supplementary Fig. 8a). Moreover, depletion of each exosome component resulted in a significant increase in both RNA levels of *Il1b* and *Il6* that was reversible by Rrp6 overexpression (Fig. 6c and Supplementary Fig. 8b). In a line with previous reports showing that Rrp6-exosomes require RNA-binding proteins for RNA degradation because Rrp6 itself is not capable of binding RNAs stably^49–53^, we also found that the level of *Ccl4* RNA, which did not exhibit NCL binding or NCL-mediated instability, was affected by *Rrp6* overexpression or depletion (Supplementary Fig. 8b, c, compared with Fig. 4a, c, e). This raised the hypothesis that NCL may be a guide factor essential for delivering NCL-bound inflammatory RNA substrates to the Rrp6-exosomes for degradation in the nucleolus. Although Rrp6-exosomes have been known to be mostly localized throughout the nucleoplasm under normal physiological conditions^47,54^, we found that Rrp6, Rrp43, and Rrp46 predominantly translocated into the nucleolus from the nucleoplasm and colocalized with NCL following LPS stimulation, which was specifically observed in RAW 264.7 macrophages and BMDMs, but not in HeLa or NIH3T3 cells (Fig. 6d and Supplementary Fig. 8d, e). Of note, *Ncl*-depleted RAW 264.7 cells showed a failure in Rrp6 binding capability of *Il1b* and *Il6* pre-mRNAs as well as its translocation into the nucleolus even after LPS treatment (Fig. 6e, f). Taken together, our findings suggest that NCL is critical for not only targeting Rrp6-exosomes and inflammatory pre-mRNAs to the nucleolus via a physical interaction at later phases of LPS stimulation but also for guiding those pre-mRNAs to the Rrp6-exosome complex for degradation.

**Fig. 6:**
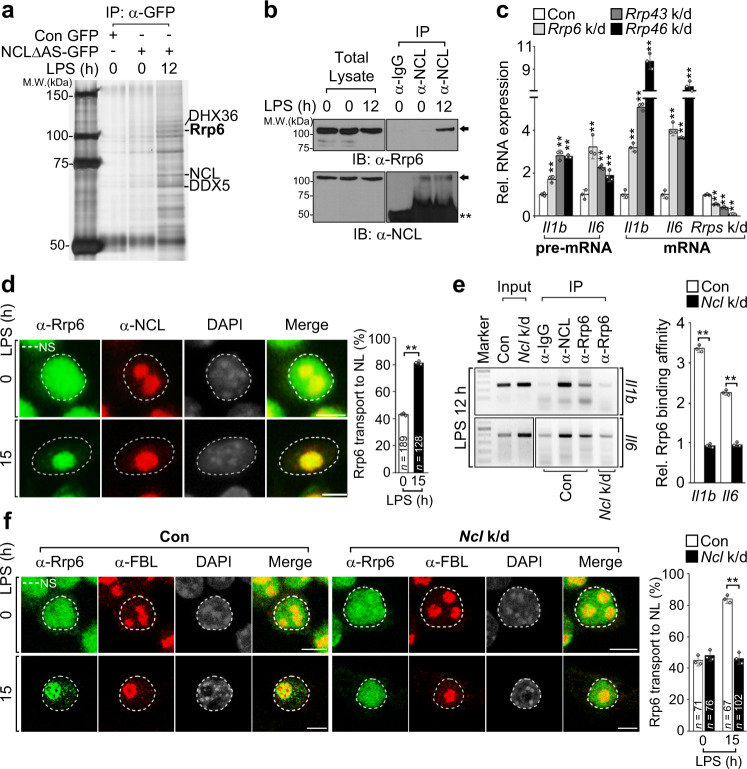
NCL acts as a guide factor for delivering targeted inflammatory RNAs to the Rrp6-exosome and subsequent degradation in the nucleolus. **a** Silver staining images showing NCL-binding proteins appeared only in LPS-stimulated NCL∆AS-GFP-expressing RAW 264.7 cells. **b** Interaction of NCL with Rrp6 occurred only by 12 h LPS stimulation. Arrows or asterisks represent the corresponding proteins immunoblotted by the indicated antibodies or IgG heavy chain, respectively. **c**, **d** Quantification of *Il1b* or *Il6* RNA levels in *Rrp6*, *Rrp43*, or *Rrp46*-depleted cells after 12 h LPS stimulation (**c**) or of nucleolar enrichment of Rrp6 in LPS-stimulated RAW 264.7 cells (**d**). The white dashed line delineates the border of nucleus (NS) based on DAPI. Graphs on right of the images representing percentage of cells with Rrp6 nucleolar enrichment. *n*, total cells counted. Scale bars, 5 μm. **e**, **f** Effect of *Ncl* depletion on Rrp6 binding ability to *Il1b* or *Il6* pre-mRNA (**e**) and its nucleolar translocation (**f**) in 15 h LPS-stimulated RAW 264.7 cells. RNA-IP and images are quantified in right graph of each figure. Scale bars, 5 μm. *n*, total cells counted. For details of quantitative measurement of band intensity or colocalization, see Methods. *P* values are determined by unpaired two-tailed *t* test. **P < 0.01 (Student’s *t* test). All data are representative of three independent experiments and are presented as means ± s.d. in (**c**–**f**). Source data are provided as a Source Data file.

### Dynamics of NCL PTMs determines its functional activity during infection

Based on our data showing NCL association with Rrp6 and core exosomes only occurs after LPS exposure, we hypothesized NCL may undergo post-translational modifications (PTMs) during infection. In the same context, NCL has been reported to be affected by PTMs in response to various stimuli^55–57^. In particular, NCL localizes exclusively to the nucleus when threonine 76 (Thr76) is dephosphorylated; however, NCL exhibits enhanced cytoplasmic localization when this site is phosphorylated (pNCL-Thr76)^58^ (Fig. 7a). These observations led us to investigate whether the phosphorylation status of NCL changes based on the duration of LPS exposure. Although a relatively small amount of NCL was detectable in the cytoplasm of RAW 264.7 cells, the level of pNCL-Thr76 was significantly reduced in cytoplasmic fractions at 12 h of LPS treatment despite a slight increase in the level of total NCL (Fig. 7b, first, second panel, and second graph). Moreover, okadaic acid (OA), a protein phosphatase 2A (PP2A) inhibitor, restored pNCL-Thr76 localization in the cytoplasm, suggesting that NCL dephosphorylation occurred at 12 h of LPS stimulation (Fig. 7b, second panel and graph). Depletion of *Ppp2cb*, a catalytic subunit of PP2A, confirmed this result as a significant increase in the level of phosphorylated NCL was observed in LPS-stimulated RAW 264.7 cells lacking *Ppp2cb* (Supplementary Fig. 9a). Given that NCL is essential for translocating Rrp6-exosomes to the nucleolus through a physical interaction during late-stage LPS stimulation, we next examined the effect of LPS-induced NCL phosphorylation status on Rrp6 localization and its interaction with NCL. The nucleolar transport of Rrp6 was observed in 12 h LPS-stimulated cells but neither Rrp6 nor Rrp46 exhibited LPS-mediated nucleolar translocation in the presence of OA but instead retained their original nucleoplasmic localization (Fig. 7b, third panel and graph, Supplementary Fig. 9b, c). Moreover, interactions of NCL with Rrp6 were barely detectable in OA-treated cells even after 12 h LPS stimulation (Fig. 7c, first panels). We also noted that PP2A bound to NCL at 12 h of LPS stimulation and these interactions were disrupted in OA-treated cells, even with prolonged LPS stimulation (Fig. 7c, second panels).

**Fig. 7:**
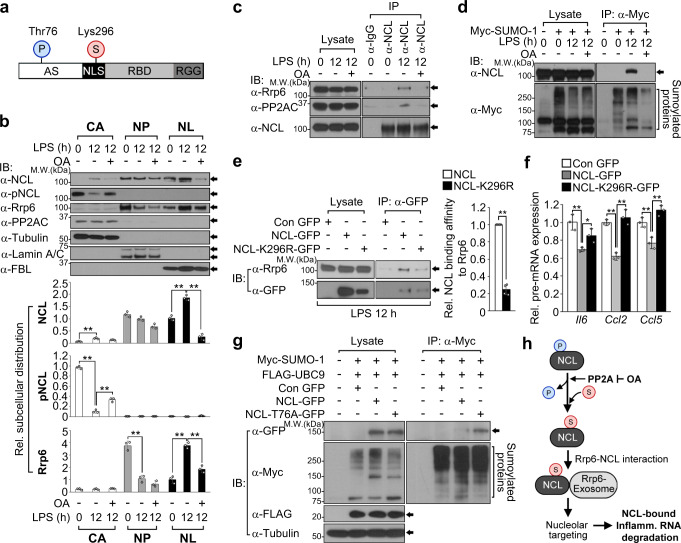
Dynamics of NCL PTMs determines its functional activity during infection. **a** Domain architecture and PTM sites of mouse NCL. AS acidic stretches, NLS nuclear localization signal, RBD RNA-binding domain, RGG arginine/glycine-rich region, P phosphorylation, S sumoylation. **b** Subcellular distribution of NCL and Rrp6 or NCL phosphorylation status in 12 h LPS-stimulated RAW 264.7 cells with or without 20 nM OA treatment for 12 h. All bands are quantified in bottom graphs. **c**, **d** Effect of LPS or OA on Rrp6-NCL or Rrp6-PP2A interaction (**c**) or NCL sumoylation (**d**) in LPS-stimulated RAW 264.7 cells. **e** Influence of GFP-tagged wild-type or mutant NCL (NCL-GFP or NCL-K296R-GFP) on Rrp6 binding ability in wild-type NCL- or NCL-K296R-GFP-expressing MEFs under LPS stimulation. **f** Comparison of inflammatory pre-mRNA expression levels between NCL-GFP and NCL-K296R-GFP-expressing MEFs under 12 h LPS stimulation. **g** Analysis of NCL sumoylation in Myc-SUMO−1- and FLAG-UBC9-expressing MEFs that transiently expressed wild-type NCL- or NCL-T76A-GFP under normal conditions. **h** A model illustrating functional crosstalk between NCL phosphorylation and sumoylation in response to LPS. LPS-induced PP2A-mediated NCL dephosphorylation is critical for its subsequent sumoylation, resulting in nucleolar targeting of Rrp6 for NCL-bound inflammatory pre-mRNA decay. Arrows represent the corresponding proteins immunoblotted by the indicated antibodies. *P* values are determined by unpaired two-tailed *t* test. *P < 0.05; **P < 0.01 (Student’s *t* test). All data are representative of three independent experiments and are presented as means ± s.d. in (**b**, **e**, **f**). Source data are provided as a Source Data file.

Since NCL is sumoylated at lysine 296 (Lys296) within the NLS region, which maintains its nuclear localization^57^ (Fig. 7a), we further examined the involvement of its sumoylation in response to LPS stimulation. We found that NCL sumoylation only occurred at 12 h of LPS stimulation, but was clearly limited in OA-treated cells even in the presence of LPS (Fig. 7d). Unlike wild-type NCL-GFP, the mutation of Lys296 to arginine (NCL-K296R-GFP) failed to be sumoylated even in LPS stimulation (Supplementary Fig. 9d). This mutant was also observed in the cytoplasm but with decreasing intensity in the nuclear fractions, which was confirmed by confocal microscopy (Supplementary Fig. 9e, f). Moreover, the interaction between Rrp6 and NCL-K296R-GFP was disrupted, even in the presence of LPS (Fig. 7e). As a result, *Il6*, *Ccl2*, and *Ccl5* pre-mRNA expression levels were decreased only by overexpression of wild-type NCL-GFP, but not NCL-K296R-GFP (Fig. 7f). We also observed that substitution of Thr76 to alanine (NCL-T76A-GFP), a constitutively dephosphorylated status, maintained its sumoylation status even in unstimulated cells (Fig. 7g), suggesting that LPS-induced NCL dephosphorylation is critical for its subsequent sumoylation. In line with this result, the level of NCL-bound inflammatory pre-mRNAs was increased in OA-treated cells, which exhibited a high level of phosphorylated NCL as well as NCL overexpression failed to reduce *Il6* expression levels in OA-treated cells even in the presence of LPS (Supplementary Fig. 9g, h). Taken together, our results demonstrate that NCL PTMs occurs differently during LPS stimulation, which is required for nucleolar targeting of Rrp6 through NCL interaction and NCL-binding target RNA expression (Fig. 7h).

## Discussion

Inflammatory cytokines play an important protective role by promoting both innate and adaptive immune responses to various infections; however, they can also be harmful if their expression and stability are dysregulated. Accordingly, failure of inflammatory cytokine RNA decay is closely associated with severe autoimmune diseases, including sepsis^8,59–61^. In addition, since inhibition of pre-mRNA degradation leads to increased mRNA production, it is important to discover the underlying mechanisms that regulate pre-mRNA metabolism and homeostasis. Here, we propose that the nucleolus is an essential organelle with functions beyond rRNA biogenesis, including playing a critical role in modulating the instability of inflammatory pre-mRNAs (Supplementary Fig. 10). Our results suggest that inflammatory pre-mRNAs are preferentially targeted and accumulate in the nucleolus at later times of infection and their expression is tightly controlled by NCL-Rrp6-exosome-dependent pre-mRNA decay occurred in the nucleolus. In particular, NCL is a critical guide factor that selectively binds inflammatory pre-mRNAs containing C/U-rich sequences within intronic regions, resulting in nucleolar targeting (Figs. 4, 5). Moreover, NCL is capable of associating with Rrp6-exosomes, subsequently facilitating their nucleolar targeting to promote decay of targeted inflammatory pre-mRNAs in the nucleolus (Fig. 6).

Importantly, our study provides insight into how inflammatory pre-mRNA instability is mediated by the dynamics of NCL PTMs during infection (Fig. 7). NCL undergoes PP2A-mediated dephosphorylation followed by sumoylation and both modifications are essential for recruiting Rrp6-exosomes to NCL-bound inflammatory pre-mRNAs and tightly regulating their expression, possibly via nucleolar sequestration of robust inflammatory pre-mRNAs, to maintain immunological homeostasis at later stages of infection (Supplementary Fig. 10). Unlike our findings with the role of NCL in inflammatory pre-mRNA destabilization, several groups have shown NCL is involved in mRNA stability and binds to G-quadruplex or AU-rich sequences^62–70^. In line with previous reports supporting that NCL phosphorylation at different sites regulates its interaction with target mRNAs in response to various cellular stresses^55,71^, we also showed that NCL dephosphorylation and sumoylation only occurs at later times following LPS treatment that coincide with nucleolar fusion (Figs. 1, 7). This implies that PTM dynamics of NCL at multiple sites or various times following infection might be involved in mediating a diversity of subcellular localizations, RNA-binding specificities, or functions (e.g., stability vs. decay) to produce the maximum defensive response against infection.

Interestingly, we found that nucleoli develop fused morphologies along with increased size in later stages of infection (Fig. 1a, b). Since mitochondrial fusion is selectively induced by increased energy demand and stress, thus maximizing its functional ability^72–74^, it is possible that the capacity of nucleolar fusion might be correlated with the maximal ability of inflammatory pre-mRNA degradation. In the same manner, bacterial infection may evoke microtubule rearrangement-mediated nucleolar fusion at later times, possibly maximizing the effectiveness of inflammatory pre-mRNA decay in preventing hyperinflammation and maintaining immune homeostasis. Because the LPS- or CpG-DNA-evoked TLR signaling pathway is likely to influence microtubule organization^75–77^, it may provide a starting point for nucleolar fusion. In addition, macrophages are well known to be phagocytic cells with cytoskeletal dynamics that, compared with those of fibroblasts, are especially suited for active circular ruffling and delivery of extracellular components^78^. Thus, LPS-mediated nucleolar fusion and Rrp6 nucleolar translocation may be correlated with the differences in cytoskeletal dynamics between macrophages and other cells. In favor of this possibility, nucleolar translocation of Rrp6-exosome components in response to LPS treatment only occurred in RAW 264.7 macrophages and was not observed in HeLa or NIH3T3 cells (Supplementary Fig. 8e). Further studies are needed to better understand how the dynamics of nucleolar fusion can maximize the capacity for inflammatory RNA decay under infectious conditions.

Our findings suggest that NCL specifically binds to the C/U-rich sequences positioned in intronic regions, which is responsible for nucleolar targeting and instability of inflammatory pre-mRNAs (Fig. 5). The C/U-rich sequences recognized by NCL look similar to the polypyrimidine tract, which is especially rich with uracil and typically shorter than 20 nucleotides in length^79,80^. In addition, these sequences are often located 5-40 base pairs before the 3’-end of the intron being spliced and promotes association with various RNA-binding proteins, such as hnRNP, U2AF, or polypyrimidine tract binding protein (PTB), leading to RNA splicing^81–83^. However, unlike the polypyrimidine tract, the C/U-rich motif of inflammatory RNAs contains nearly an even number of cytosines and uracils, is over 20 nucleotides in length, and located at various intronic positions (Fig. 5b). Indeed, we did not observe any defects in inflammatory RNA splicing in *Ncl*-knockdown cells (Fig. 4b and Supplementary Fig. 5a). Nevertheless, it remains possible that NCL could bind to the polypyrimidine tract, regulating inflammatory RNA splicing or stability, positively or negatively, through association or competition with U2AF and PTB. Interestingly, we found that *Ccl4* pre-mRNA also accumulated in the nucleolus, and its degradation was significantly decreased in *Rrp6*-depleted RAW 264.7 cells, but not in *Ncl*-depleted cells. These results indicate that another delivery protein may act as a translocation guide by associating with the target substrate and recruiting the Rrp6-exosome complex to the nucleolus for its selective degradation. It has long been suggested that intron density plays an important role in governing alternative splicing, thus raising the probability of exon creation with increasing intron length^84–86^. Consistent with these studies, we showed that the intron to exon ratio of inflammatory genes is much higher than that of non-inflammatory genes which are essential for maintaining immune homeostasis. This implies the intron may be an important causal factor that determines functional diversity in response to different environmental conditions, and might also explain why primate evolution is more prevalent at longer intron lengths. In addition, nucleolar enrichment of intron-containing protein-coding RNAs indicate the nucleolus might be involved in different biological functions beyond the currently known functions.

Based on our findings, autoimmune diseases, septic reaction, or cancers may have defects in nucleolar function, and the down-regulation or mutation of NCL or the Rrp6-exosome complex may contribute to these conditions. Such insights into the molecular pathology of inflammation-associated diseases might serve as a way to restore immune homeostasis and contribute to the development of improved therapies.

## Methods

### Plasmids, antibodies, and reagents

Mouse NCL constructs were subcloned into a pEGFP-N3 (Clontech), pMSCV (Clontech), and pGEX-6P-1 (Cytiva) vectors. Mouse *Fbl*, *Il1b, Il1b* ∆C/U-rich, *Cox6a2, Rrp43, Rrp46, Ubc9*, and *Sumo1* were subcloned into the pMSCV vector from mouse cDNA library or genomic DNA. pCI-FLAG-*mRrp6* was a gift from Zissimos Mourelatos (Addgene plasmid #60045). NCL-T76A-GFP and NCL-K296R-GFP were generated by site-directed mutagenesis. The small hairpin RNA (shRNA) oligonucleotides against *Gfp*, *Ncl*, 3’UTR of *Ncl*, *Pum3*, *Pno1*, *Nol6*, *Npm1*, *Rrp6*, *Rrp43*, *Rrp46,* or *Ppp2cb* were annealed and inserted into modified pSUPER retroviral vector (Oligoengine) containing the U6 promoter. All constructs were verified by DNA sequencing. Information about antibodies, reagents, and primers is listed in Supplementary Data 3.

### Mice and cell lines

C57BL/6N mice (4‒8 weeks) were purchased from the OrientBio. All mice were maintained in the specific pathogen-free facility of the Yonsei Laboratory Animal Research Center at Yonsei University according to Korean Food and Drug Administration guidelines. All animal experiments were reviewed and approved by the Institutional Animal Care and Use Committee of the Yonsei University (YLARC, No. IACUC-A-201712-467-02). Mouse RAW 264.7 macrophages (TIB-71, ATCC), mouse embryonic fibroblasts (MEFs) (CRL-2907, ATCC), human embryonic kidney 293T cells (HEK293T) (CRL-11268, ATCC), and HeLa cells (CCL-2, ATCC) were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) supplemented with penicillin-streptomycin (HyClone) and 10% heat-inactivated fetal bovine serum (HyClone). Mouse NIH3T3 fibroblasts (CRL-1658, ATCC) were cultured in DMEM with 10% bovine calf serum (HyClone). Cells were grown at 37 °C in humidified air with 5% CO_2_. For generation of bone marrow-derived macrophages (BMDMs) or dendritic cells (BMDCs), mouse bone marrow cells were obtained from the femurs and tibiae of wild-type C57BL/6N mice at 6‒8 weeks old. BMDMs or BMDCs were cultured in medium containing macrophage colony-stimulating factor (25 ng ml^−1^, BioLegend) or granulocyte macrophage colony-stimulating factor (10 ng ml^−1^; BioLegend), respectively. Fresh medium was replenished every 2 or 3 days. BMDMs or BMDCs were fully differentiated after 7 days of culture.

### Transfection and retroviral transduction

RAW 264.7 macrophages, MEFs, and HEK293T cells were transfected with the indicated plasmids using Lipofectamine 3000 (Invitrogen) or OmicsFect (Omics Biotechnology) in serum-free and antibiotic-free DMEM for 24–36 h. For producing retroviral particles, HEK293T cells were transfected with plasmids encoding VSV-G and Gag-Pol, as well as the target construct subcloned into a retroviral vector. After 36–48 h post-transfection, supernatants containing viral particles were filtered through a 0.45 μm syringe filter. Cells were transduced with retroviruses and then incubated with polybrene (4 μg ml^−1^) for 4 h to achieve maximum knockdown efficiency, followed by selection in medium with puromycin (6 μg ml^−1^).

### Immunofluorescence assay (IFA)

For immunofluorescent staining, cells were fixed with 3.7% formaldehyde for 10 min and permeabilized with 0.2% Triton X-100 for 10 min. After blocking with 2% bovine serum albumin (BSA) in PBS (PBA) for 30 min, the samples were incubated with the appropriate primary antibody in 2% PBA at room temperature for 1 h or at 4 °C for overnight. Bound antibody was visualized with an Alexa Fluor 488- or Alexa Fluor 568-conjugated secondary antibody (Invitrogen). DAPI (4’, 6-diamidino-2-phenylindole, Sigma-Aldrich) was used as a nuclear counterstain. All images were collected using a LSM 900 confocal microscope (Carl Zeiss) and the nucleolar size and the intensity profiles of each cell on the microscopic images were analyzed by the ZEN blue software. For details on measurement of the volume of nucleoli, we calculated nucleolar volume assuming an ellipsoid shape, *V* = 4πabc/3, where a, b, and c are the lengths of all three semi-axes of the ellipsoid. 3D image stacks reconstructed from a 2D stack of confocal images by Zen blue were used to measure each length of ellipsoid. To quantify the fluorescence of intensity of pre-mRNA foci (RNA-FISH) and nucleolar enrichment (Rrp proteins), different fluorescence signal bandwidth images were combined and then the fluorescence intensity profile in the cross-sectional lines were plotted as a function of X–Y distance across the cell.

### Live cell microscopy

RAW 264.7 cells that stably expressing FBL-GFP were seeded into 35-mm glass-bottom culture dishes (SPL Life Science) and maintained in a microscope stage incubator at 37 °C in humidified air with 5% CO_2_ throughout the experiment. Confocal microscopy was performed using Zeiss LSM 900 confocal microscope with a ×40/1.2 numerical aperture (NA) water immersion objective. After LPS treatment, images were acquired at 10 to 15 min intervals for 15 h using DIC/GFP channels.

### Bacterial infection and recovery model

*E. coli* strain DH5α was used for in vitro infection and were grown in LB broth at 37 °C overnight. RAW 264.7 cells cultured in 10% FBS supplemented DMEM without penicillin and streptomycin were infected by 50 multiplicity of infection (MOI) bacteria diluted in serum-free DMEM. Infected cells were further incubated at 37 °C for 2 h after centrifuging at 600 × *g* for 5 min and then washed with phosphate-buffered saline (PBS) followed by supplementing the complete cell culture medium. For cell recovery from the resolution of inflammation, 12 h LPS-stimulated RAW 264.7 cells were transferred into a new plate after washing with PBS twice and incubated with fresh media for 24 h.

### Nucleolar fractionation

Nucleoli were isolated from LPS-stimulated RAW 264.7 cells (2 × 10^7^) as previously described^31^. The cells were suspended with 3 ml cold hypotonic buffer (10 mM HEPES, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, 0.5 mM dithiothreitol [DTT], 0.05% nonyl phenoxypolyethoxylethanol [NP-40], and protease inhibitor cocktail [PIC]) on ice for 10 min, vortexed vigorously for 10 s, and centrifuged at 218 × *g* for 5 min. The nuclear pellets were suspended in 3 ml S1 solution (0.25 M sucrose, 10 mM MgCl_2_, and PIC) and layered over 3 ml S2 solution (0.35 M sucrose, 0.5 mM MgCl_2_, and PIC) followed by centrifugation at 1430 × *g* for 5 min. Purified nuclei were suspended in 3 ml S2 solution and sonicated on ice for 10 s pulses with 15 s intervals between each pulse for 1 min using a VCX 500 sonicator with a 3-mm tapered microtip (Sonics and Materials) at 40% amplitude. Extracted nucleoli were layered over 3 ml S3 solution (0.88 M sucrose, 0.5 mM MgCl_2_, and PIC) and centrifuged at 3000 × *g* at 4 °C for 10 min. Isolated nucleoli were washed in 500 μl S2 solution followed by a centrifugal force of 1430 × *g* at 4 °C for 5 min.

### RNA-sequencing (RNA-seq) analysis

Total RNAs were isolated using TRIzol reagent (Invitrogen) from cytoplasmic, nucleoplasmic, and nucleolar fractions in LPS-stimulated RAW 264.7 cells for the indicated time points. To exclude potential DNA contamination, the isolated RNAs were cleaned up using RNeasy mini kit (Qiagen) and validated for RNA integrity via running on 1% agarose gels in Tris-borate-EDTA buffer^87^. For Illumina sequencing, rRNAs were removed from total RNAs twice with a Ribo-zero rRNA removal kit (Illumina) and then synthesized cDNA libraries according to the manufacturer’s instructions (TruSeq Stranded Total RNA Library Prep kit, Illumina). PCR products of about 200 base pair (bp) were excised for size selection. After determining the concentration and quality of products by Bioanalyzer, RNA-seq was performed by Illumina HiSeq2000 using 50-bp paired-end readings. Raw data were analyzed by the FastQC tool for quality control (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and mapped to the Mus musculus reference genome (mm10) using Tophat2 (v.2.1.1) or Bowtie2 (v.2.2.9) with default parameter settings. For visualization of aligned reads in subcellular fractions by Integrative Genomics Viewer (IGV) v.2.3.93^88^, the sequencing data in bam format were converted to sequencing coverage tracks in bigwig format normalized to 1× depth of coverage as reads per genomic content using deeptools bamCoverage^89^. To evaluate the RNA abundance and distribution of inflammatory or non-inflammatory genes across different samples of each fraction, RNA-seq data was subjected to StringTie to calculate TPM values from sorted Bam files and then to exon-intron split analysis to quantify pre-mRNA levels. Finally, the datasets applied quantile normalization to compare between subcellular fractions^90–92^. Among total protein-coding genes (*n* = 6928) yielded from the nucleoplasmic fractions at each time point after LPS stimulation, we selected protein-coding genes (*n* = 5097) expressed above 5 TPM value with the exception of anomalous genes with higher intronic read counts in the cytoplasm. We further sorted protein-coding genes (*n* = 5097) into non-inducible (3636 genes, 0 < FC ≤ 1), moderately inducible (1023 genes, 1 < FC ≤ 2), and highly inducible (438 genes, FC > 2) categories. Inflammatory genes (115 genes) were further sorted from highly inducible genes based on immune-related gene ontology terms (GO:0006955, GO:0002376, GO:0006952, and GO:0034097). To quantify nucleolar intronic enrichment of specific genes, the intronic TPM in nucleolar fractions was divided by that in nucleoplasmic fractions at 0, 2, 6, 12, or 15 h LPS stimulation except non-stimulation as LPS-inducible genes were barely expressed under normal conditions ([NL + 1]/[NP + 1]). Heat map was generated by multiple experiment viewer (v.4.9.0) with the log-transformed intron/exon ratio of inflammatory or non-inflammatory genes in nucleoplasmic fraction^93^.

### RNA fluorescence in situ hybridization (RNA-FISH)

RNA-FISH probes designed from LGC Biosearch Technology’s Stellaris Designer program (https://www.biosearchtech.com/stellaris-designer). LPS-stimulated RAW 264.7 cells were fixed with 3.7% formaldehyde and permeabilized with 70% ethanol at 4 °C for at least 1 h. RNA probes were incubated with hybridization buffer (10% formamide, 2× saline sodium citrate [SSC], and 100 mg ml^−1^ dextran sulfate) in a dark humidified incubator at 37 °C for 4 h. Unbound probe was removed with washing buffer (10% formamide, 2× SSC, and DAPI) and samples were mounted with the antifade reagent. For analyzing the spatial preferences of inflammatory pre-mRNA foci with RNA polymerase II (RNA-pol II), nucleoli, or InSAC, the pre-mRNA FISH signals with immunofluorescence for anti-pS2, FBL-GFP/anti-FBL, or GFP-TDP-43, respectively, in hybridization buffer. Subcellular distributions were visualized by Alexa Fluor 647-conjugated secondary antibody (Invitrogen) and the fluorescence intensity and size of pre-mRNA foci were quantified by ZEN blue software. For quantitative measurement of colocalization, two cross-sections through the center of each cell were selected, and the red (inflammatory or non-inflammatory pre-mRNAs) and green (nucleolus) signal intensities in the cross-sectional lines were plotted as a function of X–Y distance across the cell. The probe sequence and antibody information are listed in Supplementary Data 3.

### RT-PCR and RT-qPCR

Total RNAs were extracted from nuclei or from mouse lung- or liver-resident cells lacking *Ncl* using RNA-prep kit (GeneAll) or TRIzol reagent (Invitrogen) according to the manufacturers’ instructions. Complementary DNA (cDNA) was synthesized from 2.0 μg RNA using random hexamers, oligo (dT), and reverse transcriptase (Enzynomics) at 42 °C for 1 h. The PCR reaction was generally performed with gene-specific primers under the following cycling conditions: 25 to 35 cycles of 95 °C for 20 s, proper annealing temperature for 20 s, and 72 °C for 30 s. PCR products were detected in agarose gels containing ethidium bromide. The qPCR reaction was performed with the Applied Biosystems QuantStudio3 Real-Time PCR System (Life Technologies). Relative values were quantified by the change-in-threshold method compared with control, and glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) mRNA was used for normalization. For measuring the relative nucleolar pre-mRNA levels of *Myc*-*Il1b*, *Myc*-*Il1b* ∆C/U-rich and *Myc*-*Cox6a2*, total RNAs were isolated from the nucleoplasm and nucleoli in unstimulated or LPS-stimulated RAW 264.7 cells, and the percentage of pre-mRNAs were calculated by dividing nucleolar pre-mRNA levels by the sum of nucleoplasmic and nucleolar pre-mRNA levels. All primer sequences and product sizes are listed in Supplementary Data 3.

### Northern blot analysis

Total RNAs isolated from nuclei were resolved in 50% formamide, boiled at 95 °C for 5 min, and separated on 1.8% formaldehyde agarose gel in MOPS (3-[N-morpholino] propanesulfonic acid) buffer. By utilizing downward alkaline capillary transfer, RNAs were transferred to positively charged nylon membrane (Amersham Hybond-XL) with alkaline transfer buffer (0.01 N NaOH and 3 M NaCl) for 4 h. The membrane was prehybridized with ultrasensitive hybridization buffer (Invitrogen) for 30 min and the 20 pmol of [γ-^32^P]-labeled DNA probes were applied for hybridization of blots at 42 °C for overnight. Membrane was washed three times with 2× sodium chloride-sodium phosphate-EDTA (SSPE) containing 0.1% sodium dodecyl sulfate (SDS) and hybridization signals were detected with Typhoon Biomolecular imager. The band intensity was quantified using densitometry and normalized by 18S rRNA. The probe sequence information is listed in Supplementary Data 3.

### RNA decay assay

RAW 264.7 cells were stimulated with LPS for 12 h, followed by treating 6 μg ml^−1^ Act.D, and then were further incubated for the indicated time points. Total RNAs were extracted from the nuclear, nucleoplasmic, or nucleolar fractions of RAW 264.7 cells and then quantified by qPCR analysis with the specific primer pairs. All primer sequences are listed in Supplementary Data 3.

### Luciferase assay

RAW 264.7 cells that stably expressing NCL-GFP or shRNA against *Gfp*, *Npm1*, or *Ncl* were seeded to a 12-well plate and transfected with the Renilla reporter and the *Il6* promoter luciferase reporter as previously described^94^. After 24 h, cells were stimulated with LPS alone or along with etoposide (10 μM) for 12 h and lysed with lysis buffer according to manufacturer’s instructions (Promega). The luciferase activity was determined by using the Dual-luciferase reporter assay system to measure firefly luciferase activity, which was normalized to Renilla luciferase activity.

### In vivo RNA interference experiment

*Ncl* depletion in mouse lung- or liver-resident cells was mediated by siRNA against NCL with in vivo-jetpei (Polyplus) or Invivofectamine 3.0 (Invitrogen), respectively. According to the manufacturer’s instructions, the siRNA-in vivo-jetpei complex (120 μg siRNA) was injected twice or siRNA-Invivofectamine complex (50 μg siRNA) was injected intravenously into the tail veins of 4-week-old C57BL/6N mice. Two days later, LPS (300 μg kg^−1^) was intravenously injected to the tail veins of mice for 10 h, and then the level of inflammatory RNAs, proteins, or *Ncl* knockdown was evaluated by qPCR or ELISA. We monitored control or lung-specific *Ncl*-depleted mice survival every 4 h for 2 days after intravenous administration of PBS or LPS (6 mg kg^−1^).

### Enzyme-linked immunosorbent assay (ELISA)

RAW 264.7 cells expressing shRNA against *Gfp*, *Ncl* or *Rrp6* were stimulated with LPS for 12 h. IL-1β, IL-6, CCL4, and CCL5 levels in the culture supernatant were measured by ELISA according to the manufacturer’s instructions (R&D Systems). After mice were challenged by LPS for 10 h, blood was obtained from the retro-orbital plexus with the use of heparinized micro-hematocrit tubes in deep anesthesia. Heparin-anticoagulated plasma was used to perform ELISA.

### PAR-CLIP analysis

For identifying NCL-binding consensus motif(s), PAR-CLIP was performed as described previously^41,42^. 1 × 10^8^ RAW 264.7 cells were incubated in medium supplemented with 100 μM 4-thiouridine (4SU) for 16 h, in the presence of LPS for 12 h. The cells were washed with PBS, and irradiated with 0.15 mJ cm^−2^ and 365 nm ultraviolet (UV) light in a UV crosslinker (Spectrolinker XL-1500) to crosslink the labeled RNA to RNA-binding proteins. After isolation of nucleoli from cell lysates, nucleolar extracts were treated with 1 U ml^−1^ RNase T1 (Fermentas) and NCL proteins were immunoprecipitated with anti-NCL antibodies and Protein A/G-sepharose beads. The immunoprecipitates were further digested with 100 U ml^−1^ RNase T1 and the beads were washed in lysis buffer and suspended in one bead volume of dephosphorylation buffer. RNAs were dephosphorylated and radioactively labeled with [γ -^32^P]-ATP. The protein-RNA complexes were separated by SDS-PAGE and visualized by autoradiography. The radioactive bands migrated as a 110 kDa were eluted from the gel and all proteins in eluted bands were removed by digestion with 0.2 mg ml^−1^ proteinase K. The RNAs were isolated by acidic phenol/chloroform extraction and ethanol precipitation, converted into a cDNA library, and sequenced using an Illumina platform (HiSeq2500). Processed reads were aligned to the reference genome (mm10) by the Bowtie algorithm, allowing for two alignment errors (mutation, insertion, or deletion). For each read, only the best mapping was reported out of a maximum of 10 genomic matches. After the conversion subtraction, reads that mapped to only one genomic location were retained for further analysis.

The PAR-CLIP data were analyzed by using the PARpipe analysis, which is a pipeline wrapper for PARalyzer (v.1.5) (https://ohlerlab.mdc-berlin.de/software/PARpipe_119/). Raw sequencing reads were aligned to the mouse genome (mm10) and overlapped, and uniquely aligned reads were assembled into groups. Those groups with greater read kernel density estimates than the background, a read depth of at least three, and at least two independent diagnostic T-to-C mutations indicating crosslinking were considered high-confidence binding sites or clusters and annotated using the following database (gencode.v24.chr_patch_hapl_scaff_fixed.annotation.gtf). To identify the NCL-binding motifs, MEME-ChIP (v.5.0.4) was used with 4899 NCL-crosslinked sequence reads in intronic regions from PAR-CLIP library (Supplementary Data 2). 106 NCL target genes containing the C/U-rich motif in their introns were sorted from LPS-inducible genes (438 genes) based on the PAR-CLIP dataset (Supplementary Data 1). The problem of PCR amplification bias was avoided by limiting the number of PCR cycles.

### RNA immunoprecipitation (RIP) assay

LPS-stimulated RAW 264.7 cells were washed with cold PBS twice and then fractionated by hypotonic buffer containing PIC and recombinant RNase inhibitor (TaKaRa). Isolated nuclei were suspended in RIP buffer (50 mM Tris-HCl pH 7.4, 0.05% NP-40, 100 mM NaCl, RNase inhibitor, and PIC) and sonicated for 2 s with 3 s intervals 10 times at 20% amplitude. Nuclear extracts were incubated with anti-NCL antibodies for 5 h, followed by protein G-Sepharose beads (Sigma-Aldrich) for 1 h and the beads were washed three times with RIP buffer. NCL-bound RNAs were isolated by RNA purification kit and detected by RT-PCR or qPCR assay with the indicated primers described in Supplementary Data 3. For evaluating the NCL-binding affinity for the *Myc*-tagged minigenes, nuclear extracts from LPS-stimulated RAW 264.7 cells were incubated with anti-NCL antibodies. Purified NCL-bound RNAs were detected by qPCR with the primers recognizing *Myc* and intronic regions of *Il1b* or *Cox6a2*. Relative values were quantified by the change-in-threshold method compared with control, and *Gapdh* pre-mRNA was used for normalization.

### Recombinant protein purification

*E. coli* strain BL21 (DE3) competent cells were transformed with plasmids encoding GST-tagged NCLΔAS and grown in LB medium to an OD600 of 0.6–0.8 at 37 °C. Protein production was induced by addition of 0.5 mM isopropyl-β-D-1-thiogalactopyranoside (IPTG) and cells were further grown at 37 °C for 3 h. Collected bacterial pellets were disrupted by the sonicator for 2 s pulses with 3 s intervals in ice-cold lysis buffer (20 mM Tris-HCl pH 7.4, 300 mM NaCl, 0.1% NP-40, 20 mM EDTA, and 10% glycerol) and centrifuged at 15,928 × *g* for 10 min. The supernatant was incubated with glutathione (GSH) agarose beads (Elpis Biotech) for 3 h, and non-specific proteins were cleared with lysis buffer 5 times. Proteins were eluted with elution buffer (50 mM Tris-HCl pH 8.0 and 20 mM GSH). Eluted proteins were desalted by PD MidiTrap G-25 column (Cytiva), concentrated by Amicon Ultra-4 centrifugal filter unit (Sigma-Aldrich), and stored in storage buffer (25 mM Tris-HCl pH 7.4, 100 mM glycine, and 10% glycerol). The size and concentration of purified proteins were confirmed by the Bradford protein assay (Bio-Rad) and Coomassie blue staining.

### RNA electrophoretic mobility shift assay (EMSA)

All RNA probes were labeled with [γ-^32^P]-ATP (1 μCi) by T4 Polynucleotide kinases (Fermentas) at 37 °C for 1 h, and T4 Polynucleotide kinases and free ATP were removed by QIAquick nucleotide removal kit (Qiagen). ^32^P-labeled probes (0.5 nM) were incubated with concentration gradients of recombinant NCL (0–5 μM) in reaction buffer (20 mM Tris-HCl pH 7.4, 150 mM NaCl, 4 mM MgCl_2_, 5% glycerol, 6 mM DTT, 0.1% NP-40, and RNase inhibitor) at room temperature for 20 min. Sample mixtures were separated by native PAGE using 12% (bottom)/6% (top) step-gradient gels at 150 V for 45 min and dried at 60 °C for 1 h. The radioactive signals were detected using the Amersham Typhoon biomolecular imager and quantified using densitometry. Dissociation constants (*K*_d_) and curves were analyzed from the band intensity of free RNA and bound RNA by Prism software.

### Anisotropy analysis

Binding of GST-NCL to 3′-fluorescein (Fl)-tagged *Il1b*-[C/U]_21_ or *Il6*-[C/U]_20_ probes was evaluated by changes in the fluorescence anisotropy of the substrates as a function of protein concentration. Limiting concentrations of Fl-tagged substrates (20 nM) were incubated with varying concentrations of purified NCL in 20 mM Tris-HCl (pH 7.4), 150 mM NaCl, 4 mM MgCl_2_, 10 mM DTT, 1% NP-40, 0.5% glycerol, and 1 U/μl RiboLock RNase inhibitor. The assay was performed in 96-well non-binding black plates (Corning), with fluorescence polarization measured using a Spectramax iD5 microplate reader (Molecular Device) with the excitation and emission wavelengths 490 nm and 530 nm, respectively. Millipolarization units (mP) were used to express fluorescence polarization values defined by the equation mP = 1000 × ([*I*_II_ − G*I*_⊥_]/[*I*_II_ + G*I*_⊥_]), where *I*_II_ and *I*_⊥_ are parallel and perpendicular emission intensity measurements. The data was corrected for background (RNA sample alone), and G-factor, then fitted by a one-site binding model using the Equation, *y* = *y*_0_ + (*y*_max_ * *x*/*K*_*d*_ + *x*), where *y* is the corrected fluorescence polarization, *y*_0_ is polarization value without NCL, *y*_max_ is maximum binding fluorescence polarization signal, *x* is the purified NCL concentration, and *K*_*d*_ is the dissociation constant. *x* and *y*_max_ were used as fitting parameters and nonlinear regression was performed using Prism. Measurements were taken after 5 min incubation between NCL and RNA at room temperature.

### Co-immunoprecipitation (Co-IP) and immunoblot analysis

Cells were stimulated with LPS in the absence or presence of OA for 12 h and lysed with 1% NP-40 (for the interaction of NCL with Rrp6 or PP2AC) or 1% digitonin (for the interaction of NCL with Rrp43 or Rrp46) with PIC. The lysates were incubated with primary antibodies followed by protein G-Sepharose beads at 4 °C and the beads were washed twice with 0.1% NP-40 or 0.1% digitonin. Proteins eluted by boiling in denaturing buffer (50 mM Tris-HCl, pH 6.8, 2% SDS, and 5% β-mercaptoethanol) were separated by SDS-PAGE, transferred to polyvinylidene fluoride (PVDF) membranes (Millipore), and probed with the primary antibodies. Proteins were detected using HRP-conjugated secondary antibodies and enhanced chemiluminescence (Advansta). For details on NCL sumoylation, we firstly generated RAW 264.7 cells or MEFs cells stably expressed Myc-SUMO1 with or without a SUMO-conjugating enzyme, FLAG-UBC9, to maximize cellular sumoylation levels. The isolated nuclei (RAW 264.7 macrophages) or whole cells (MEFs) were lysed with SUMO lysis buffer (50 mM HEPES, 1% NP-40, 150 mM NaCl, 2.5 mM MgCl_2_, 0.01% SDS, 0.1 mM EDTA, 0.05% sodium deoxycholate, 10 mM N-Ethylmaleimide, and PIC) and sonicated at 20% amplitude for 30 s. Samples were incubated with anti-Myc antibodies followed by protein A-Sepharose (Sigma-Aldrich) at 4 °C and then immunoblot with the indicated antibodies. Antibody concentrations are described in Supplementary Data 3.

### Liquid chromatography-tandem mass spectrometry (LC-MS/MS)

After Co-IP with NCLΔAS-GFP-expressing RAW 264.7 cells stimulated with LPS for 12 h, eluted samples were separated by 8% SDS-PAGE and visualized by silver staining. The bands of interest were excised from the gel and polypeptides were digested by trypsin proteases in 50 mM ammonium bicarbonate on ice for 45 min followed by incubation at 37 °C for 12 h. Tryptic peptides were analyzed by Agilent 6530 Accurate-Mass Q-TOF with a nanochip column (Agilent, 150 mm × 0.075 mm) as previously described^95^. MASCOT (Matrix Science, London, U.K.; v.2.2.04) was used to identify peptide sequences in the protein sequence database (nr_mouse). Database search parameters for LC-MS/MS were as follows: fixed modification, carboxyamidomethylated at cysteine residues; variable modification, oxidized at methionine residues; maximum allowed missed cleavage, 1; peptide MS tolerance, 100 ppm; and fragment MS tolerance (LC-MS/MS), 0.1 Da. Individual ion scores showing greater than 42 for LC-MS/MS were regarded as significant (*P* < 0.05).

### Nuclear and cytoplasmic fractionation

MEFs were transiently transfected with plasmids encoding control GFP, wild-type NCL-GFP, or NCL-K296R-GFP for 24 h followed by 12 h LPS stimulation and the cytoplasm from these cells was fractionated using hypotonic buffer. Nuclear pellets were rinsed with hypotonic buffer, suspended in nuclear lysis buffer (50 mM Tris-HCl pH 7.4, 0.05% NP-40, 100 mM NaCl, and PIC), and sonicated for 5 cycles of 1 s pulses with 3 s intervals at 20% amplitude on ice.

### Statistical analysis

All experiments were repeated at least three times with consistent results. Data are presented as means, standard deviation (s.d.), and standard error of mean (s.e.m.) as noted in the figure legends. Statistical analyses were performed using Graphpad Prism 8.0 or Microsoft Excel 2016 software. Statistical differences between two means were evaluated with the two-tailed, unpaired Student’s *t* test, Mann–Whitney *U* Test, or log-rank test. Differences with *P* values below 0.05 were considered significant. No samples were excluded from the analysis. The data were normally distributed, and the variance was similar between groups. No statistical method was used to predetermine sample sizes. Instead, sample size determinations were based on previous experiences with experimental variability. The investigators were not blinded to allocation during experiments or outcome assessments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Movie 1

Reporting Summary

## Data Availability

The RNA-seq and PAR-CLIP data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE159346 and GSE211163, respectively. The Mass spectrometry data are available in the ProteomeXchange Consortium via the jPOST partner repository with the accession code identifier PXD030716. The remaining data are available within this published article and its Supplementary Information files. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: The nucleolus is the site for inflammatory RNA decay during infection
**Source:** Nat Commun. 2022 Sep 3;13:5203. doi: 10.1038/s41467-022-32856-2
**Supplement:** Supplementary file 1 — Supplementary Information

# **The nucleolus is the site for inflammatory RNA decay during infection**

Taeyun A. Lee<sup>1</sup>, Heonjong Han<sup>1,2</sup>, Ahsan Polash<sup>3</sup>, Seok Keun Cho<sup>1</sup>, Ji Won Lee<sup>4</sup>, Eun A. Ra<sup>1</sup>, Eunhye Lee<sup>1</sup>, Areum Park<sup>1</sup>, Sujin Kang<sup>1</sup>, Junhee L. Choi<sup>1</sup>, Ji Hyun Kim<sup>5</sup>, Ji Eun Lee<sup>5,6</sup>, Kyung-Won Min<sup>4,7</sup>, Seong Wook Yang<sup>1</sup>, Markus Hafner<sup>3</sup>, Insuk Lee<sup>2</sup>, Je-Hyun Yoon<sup>7</sup>, Sungwook Lee<sup>8</sup>, Boyoun Park<sup>1</sup>

## **Supplementary Information**

### **Supplementary Figures**

### **Supplementary Figure legends**

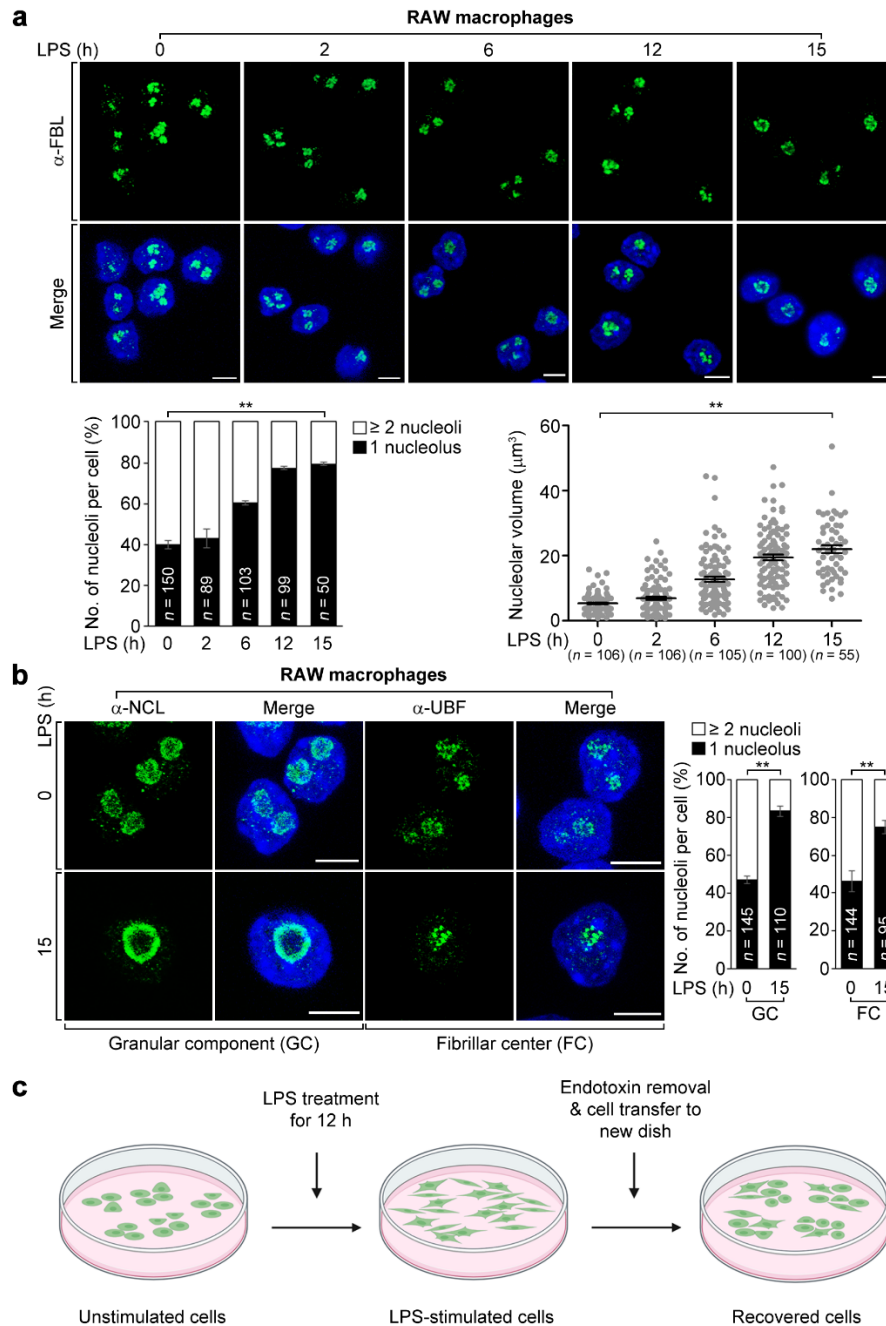

**Supplementary Figure 1 | LPS induces nucleolar fusion.** **a**, **b**, Images showing nucleolar fusion at the indicated times of LPS ( $80 \text{ ng ml}^{-1}$ ) stimulation in RAW 264.7 macrophages. NCL, FBL, and UBF indicate three nucleolar compartments, the granular component (GC), dense fibrillar component (DFC), and fibrillar center (FC), respectively. Graphs representing the percentage of cells with indicated nucleoli numbers per cell or the volume of nucleoli. *n*, total cells counted. Blue, DAPI. Scale bars,  $5 \mu\text{m}$ . *P* values are determined by unpaired two-tailed *t*-test. **\*\*** $P < 0.01$  (Student's *t*-test). **c**, Schematic outline of experimental design for recovery from LPS stimulation. LPS-stimulated RAW 264.7 cells were transferred to a new plate with fresh media after endotoxin washout. After incubation for 24 h, the recovered cells were subjected to IF assay to observe their nucleolar morphology. Schematic diagrams were created with BioRender.com. All data are representative of three independent experiments and bar graphs (**a** and **b**) or dot plot (**a**) are presented as means  $\pm$  s.d. or s.e.m., respectively. Source data are provided as a Source Data file.

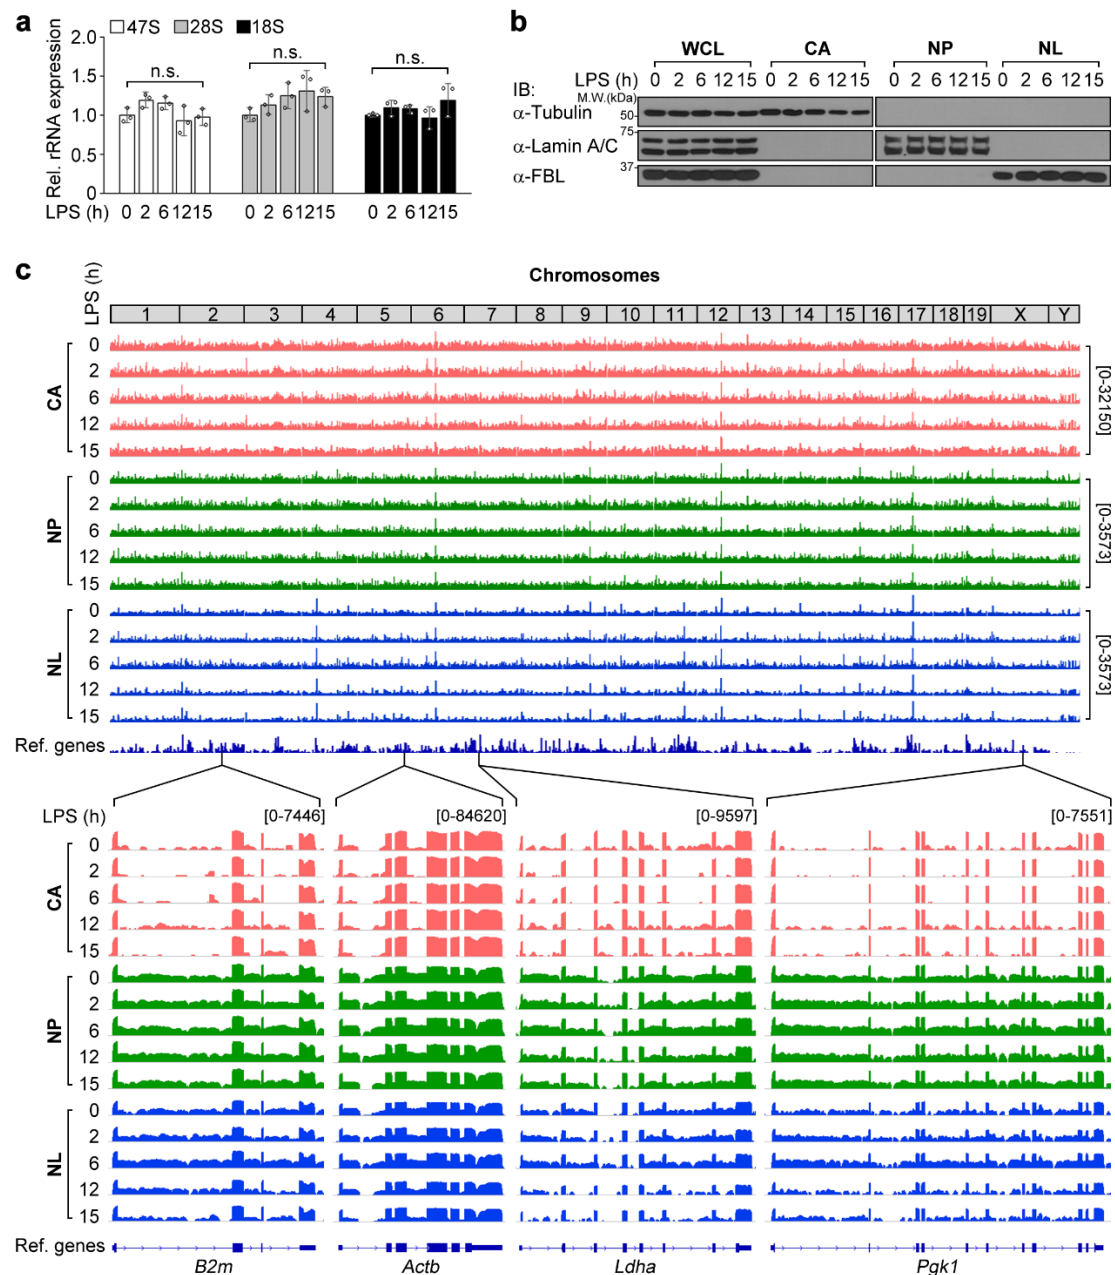

**Supplementary Figure 2 | Nucleoli contain a large number of introns and exons of protein-coding genes.** **a**, Graph showing 47S, 28S, and 18S rRNA levels in macrophages following the time course of LPS stimulation. *Gapdh* mRNA was used for normalization. *P* values are determined by unpaired two-tailed *t*-test with multiple comparisons. n.s., not significant. **b**, High-purity of cytoplasmic (CA), nucleoplasmic (NP), or nucleolar (NL) fractions from macrophages stimulated by LPS during the indicated times is analyzed by immunoblots with antibodies recognizing specific marker proteins, tubulin (CA), lamin A/C (NP), or FBL (NL). These fractions were used for RNA-seq results in Figs. 2a-d and Supplementary Fig. 2c. WCL, whole cell lysates. **c**, IGV displaying the read alignment to mouse reference genes in each fraction and the intronic and exonic read density of housekeeping genes (*B2m*, *Actb*, *Ldha*, and *Pgk1*). Coverage tracks in red, green, and blue indicate intronic or exonic read density in the CA, NP, and NL fractions, respectively. Data are representative of three independent experiments and are presented as mean  $\pm$  s.d. in **a**. Source data are provided as a Source Data file.

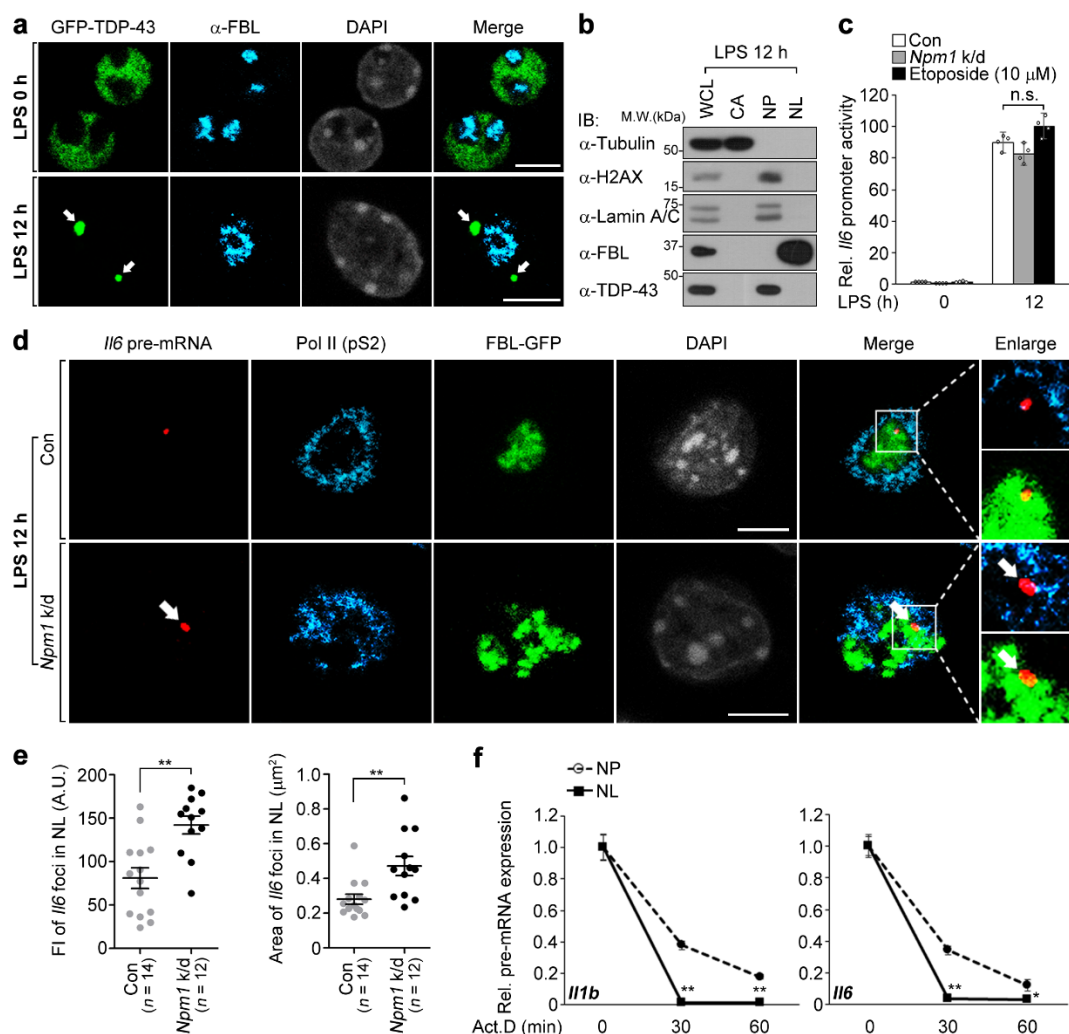

**Supplementary Figure 3 | The nucleolus is related to modulate inflammatory pre-mRNA stability rather than transcription or splicing.** **a**, Images showing that InSAC is separated from the nucleolus in GFP-TDP-43-expressing RAW 264.7 cells in response to 12 h LPS. White arrows indicate the InSAC. DAPI, gray. Scale bars, 5 μm. **b**, Immunoblots showing the spatial preference of InSAC that is detectable in the nucleoplasmic fraction, but not in nucleolar fraction in 12 h LPS-stimulated RAW 264.7 cells. This is analyzed with antibodies recognizing specific marker proteins, tubulin (CA), H2AX (NP), lamin A/C (NP), or FBL (NL). **c**, Luciferase assay showing the *Il6* promoter activity in *Npm1*-depleted or etoposide-treated RAW 264.7 macrophages with or without 12 h LPS stimulation. n.s., not significant. **d**, RNA-FISH showing the effect of *Npm1* depletion on the spatial preference of *Il6* pre-mRNAs between the nucleolus and active transcription sites in *Npm1*-depleted RAW 264.7 cells expressing FBL-GFP under 12 h LPS stimulation. White arrows indicate that inflammatory *Il6* pre-mRNAs foci were overlapped with the nucleolus. White boxes delineate the area of enlargement showing localization of *Il6* pre-mRNA foci. DAPI, gray. Scale bars, 5 μm. **e**, Graphs showing the fluorescence intensity and area of *Il6* pre-mRNA foci in the nucleolus. *n*, total foci counted. **f**, Graphs showing the half-life of *Il1b* and *Il6* inflammatory pre-mRNAs in the nucleoplasmic or nucleolar fractions from 12 h LPS-stimulated RAW 264.7 cells after Act.D treatment by performing RT-qPCR using intron-exon primer pairs. *P* values are determined by unpaired two-tailed *t*-test. \**P*<0.05; \*\**P*<0.01 (Student's *t*-test). Data are representative of three independent experiments and are presented as mean ± s.d. (**c** and **f**) or ± s.e.m. (**e**). Source data are provided as a Source Data file.

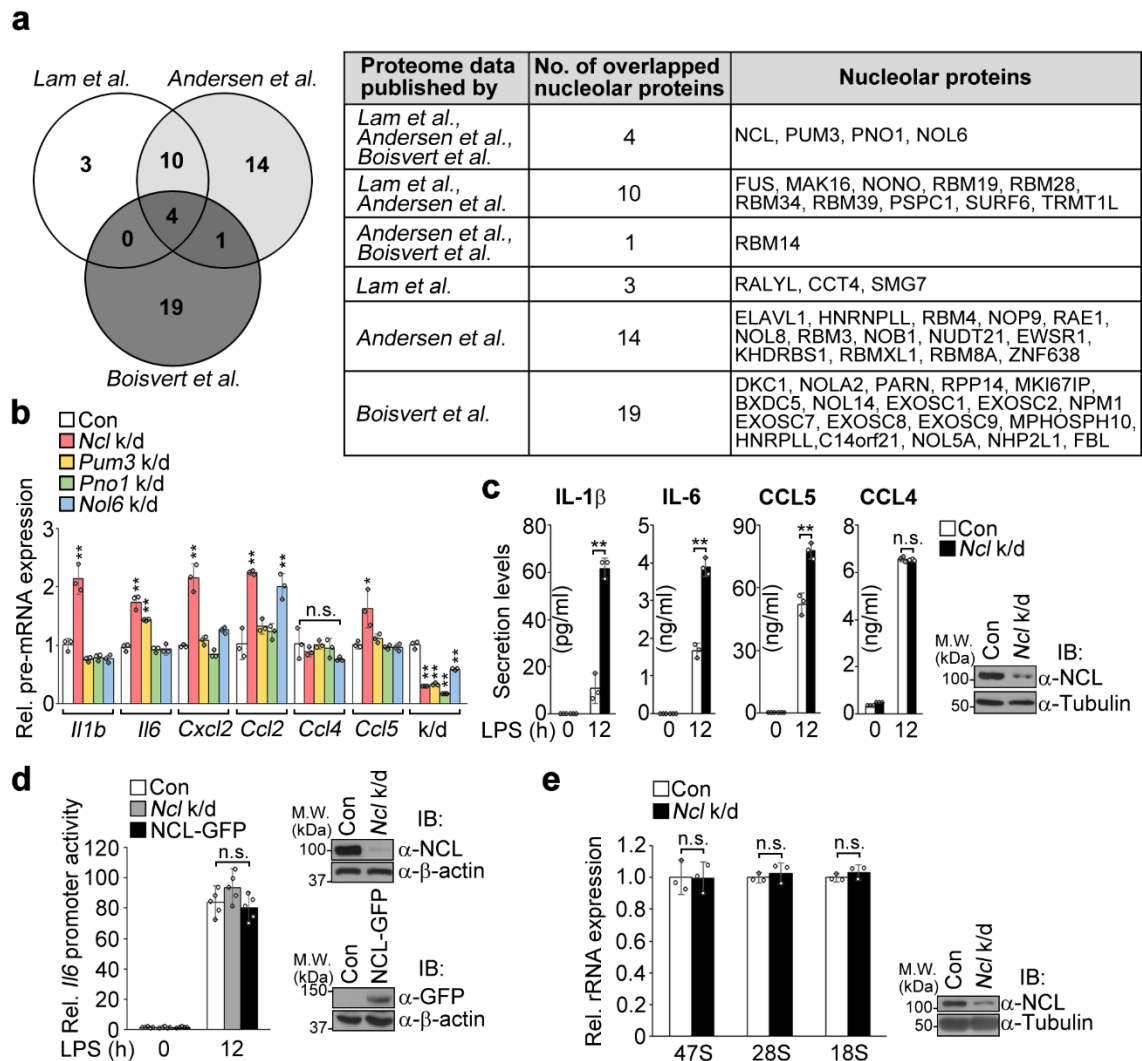

**Supplementary Figure 4 | NCL levels are related to inflammatory gene expression.** **a**, Venn diagram visualizing the overlapping nucleolar proteins capable of both binding RNAs and translocating to various subcellular locations between three public nucleolar proteome datasets (*Lam et al.*, *Andersen et al.*, and *Boisvert et al.*). **b**, Graphs showing inflammatory RNA levels and knockdown efficiency of target genes in *Ncl*-, *Pum3*-, *Pno1*-, or *Nol6*-depleted RAW 264.7 macrophages under 12 h LPS stimulation. **c**, Effect of *Ncl* depletion on levels of the secreted inflammatory proteins in 12 h LPS-stimulated RAW 264.7 macrophages. **d**, Influence of *Ncl* levels on *I/6* promoter activity measured by luciferase assay of *Ncl*-depleted or NCL-GFP-overexpressing RAW 264.7 cells under 12 h LPS stimulation. **e**, Effect of *Ncl* depletion on levels of rRNAs in 12 h LPS-stimulated RAW 264.7 cells. All experiments of *Ncl* depletion were performed upon 2 days of retroviral transduction. *Gapdh* mRNA was used for normalization of rRNA levels. Immunoblots showing the protein expression level of endogenous or GFP-tagged NCL in RAW 264.7 cells (**c-e**). *P* values are determined by unpaired two-tailed *t*-test. \**P*<0.05, \*\**P*<0.01 (Student's *t*-test). n.s., not significant. Data are representative of three independent experiments and are presented as mean ± s.d. in **b-e**. Source data are provided as a Source Data file.

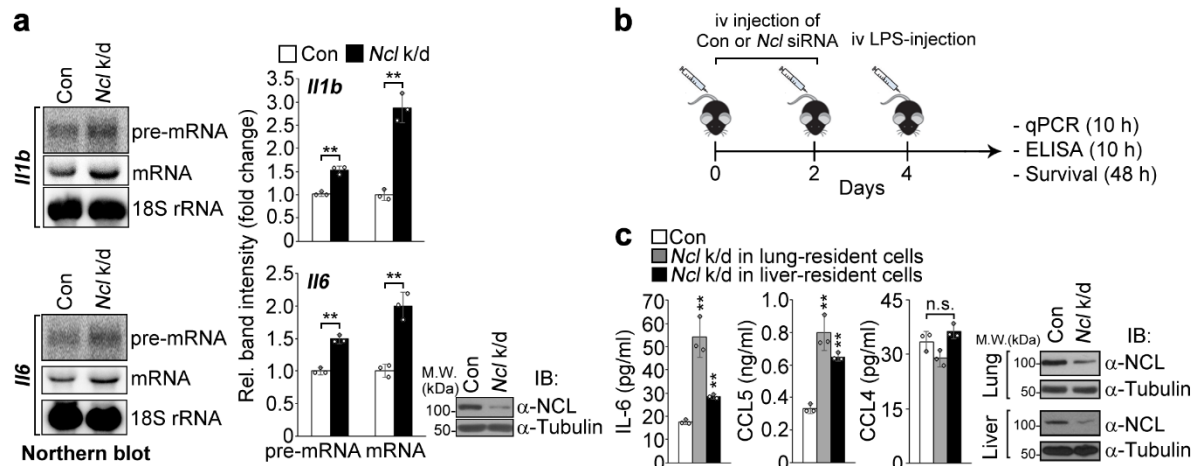

**Supplementary Figure 5 | NCL promotes inflammatory RNA instability.** **a**, Northern blot analysis showing both pre-mRNA and mRNA levels of *Il1b* or *Il6* in *Ncl*-depleted RAW 264.7 macrophages under 12 h LPS stimulation. Right graph plotting quantification of northern blot data. **b**, Schematic outline of experimental design for *in vivo* experiments. For details on *in vivo* experiment, see Methods. iv, intravenous. **c**, Graphs or immunoblots showing protein secretion levels of inflammatory genes or *Ncl* knockdown efficiency in lung- or liver-resident cells of wild-type or *Ncl*-depleted mice after LPS challenge. *P* values are determined by unpaired two-tailed *t*-test. \*\**P*<0.01 (Student's *t*-test). n.s., not significant. Data are representative of three independent experiments and are presented as means ± s.d. in **a** and **c**. Source data are provided as a Source Data file.

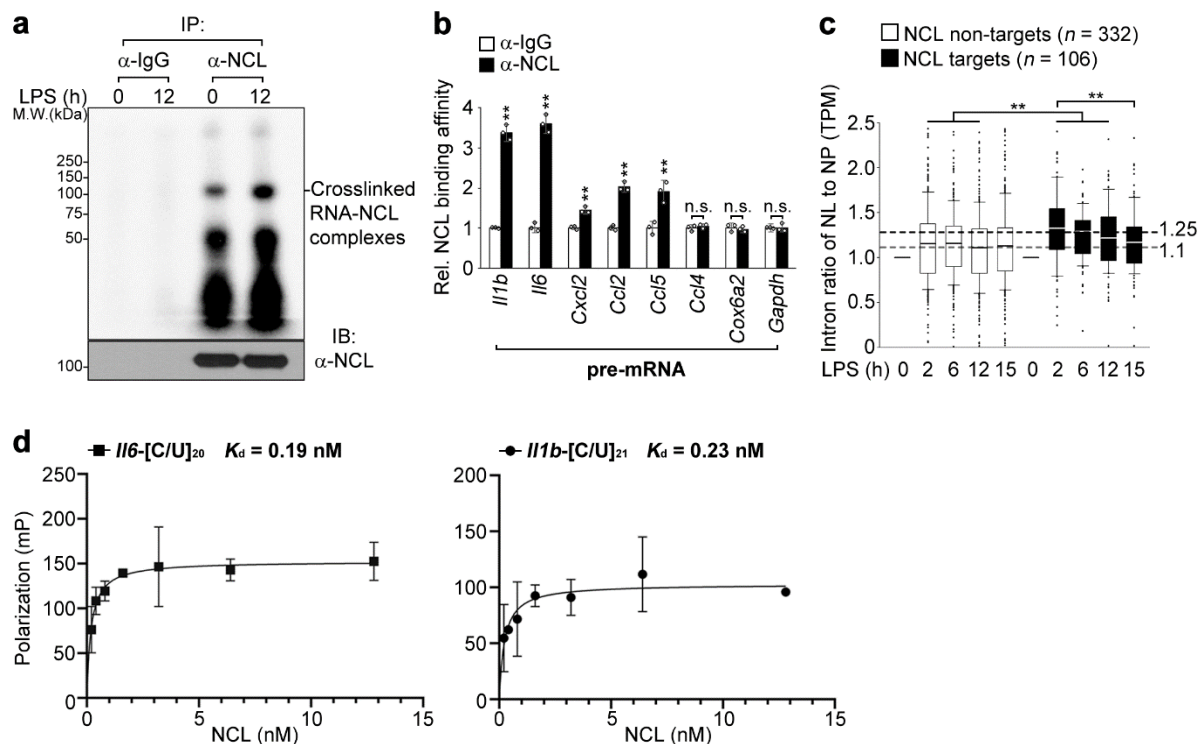

**Supplementary Figure 6 | NCL directly binds the C/U-rich sequence in the intronic regions of inflammatory RNAs.** **a**, Phosphorimage showing crosslinked RNA-NCL complexes in unstimulated or LPS-stimulated RAW 264.7 macrophages. For details on PAR-CLIP experiment, see Methods. **b**, RIP-qPCR showing the interaction of NCL with inflammatory pre-mRNAs, but not *Ccl4*, in 12 h LPS-stimulated RAW 264.7 cells. *Gapdh* pre-mRNA was used for normalization of inflammatory and non-inflammatory pre-mRNAs. *P* values are determined by unpaired two-tailed *t*-test. \*\**P* < 0.01 (Student's *t*-test). n.s., not significant. **c**, Time-course changes in nucleolar enrichment of intronic reads between NCL-targeted ( $n = 106$ ) and non-targeted ( $n = 332$ ) genes based on presence or absence of C/U-rich sequences in their intronic regions. Dotted lines and numbers represent average TPM values from samples of 2, 6, 12, and 15 h of LPS stimulation. The box plot represented 5th, 25th, 50th, 75th and 95th percentiles, with median values labeled. \*\**P* < 0.01 (Two-tailed Mann-Whitney *U* test). **d**, Anisotropy analysis graphs represent the binding affinity of GST-NCL to *Il1b* or *Il6* RNA probes and are presented as means  $\pm$  s.d. of two independent experiments. PAR-CLIP experiment is representative of three independent experiments and are presented as means  $\pm$  s.d. in **b**. Source data are provided as a Source Data file.

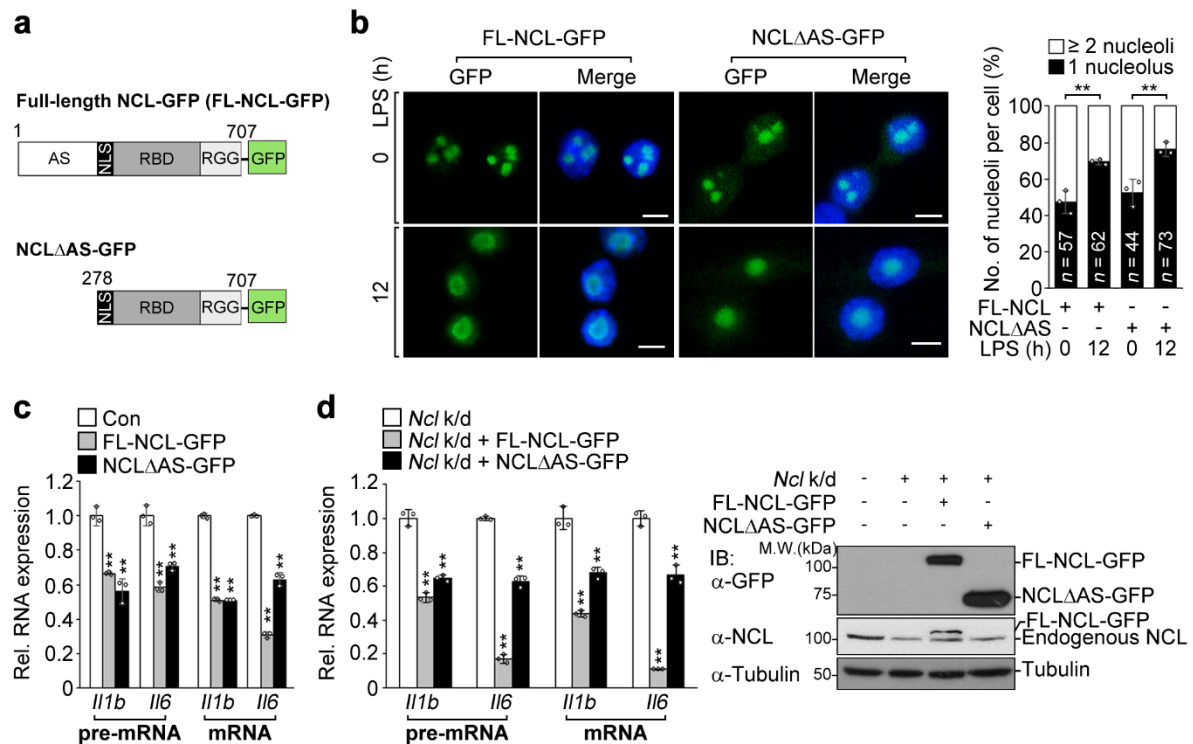

**Supplementary Figure 7 | The N-terminal domain of NCL containing acidic stretches is dispensable for its activity on LPS-mediated nucleolar fusion or inflammatory RNA instability.** **a**, Domain architecture of mouse NCL. AS, acidic stretches; NLS, nuclear localization signal; RBD, RNA-binding domain; RGG, arginine/glycine-rich region. **b, c**, Effects of GFP-tagged wild-type (FL-NCL-GFP) or mutant NCL lacking acidic regions (NCL $\Delta$ AS-GFP) on nucleolar fusion (**b**) or inflammatory RNA levels (**c**) in 12 h LPS-stimulated RAW 264.7 macrophages. Graphs on right of the IF images representing the percentage of cells with indicated nucleoli numbers per cell. *n*, total cells counted. DAPI, blue. Scale bars, 5  $\mu$ m. **d**, Graphs representing influence of FL-NCL-GFP or NCL $\Delta$ AS-GFP overexpression on inflammatory RNA levels in *Ncl*-depleted RAW 264.7 cells after 12 h of LPS stimulation. Overexpression of NCL constructs was assessed by immunoblot with anti-GFP or anti-NCL antibodies. *P* values are determined by unpaired two-tailed *t*-test. \*\**P* < 0.01 (Student's *t*-test). Data are representative of three independent experiments and are presented as means  $\pm$  s.d. in **b-d**. Source data are provided as a Source Data file.

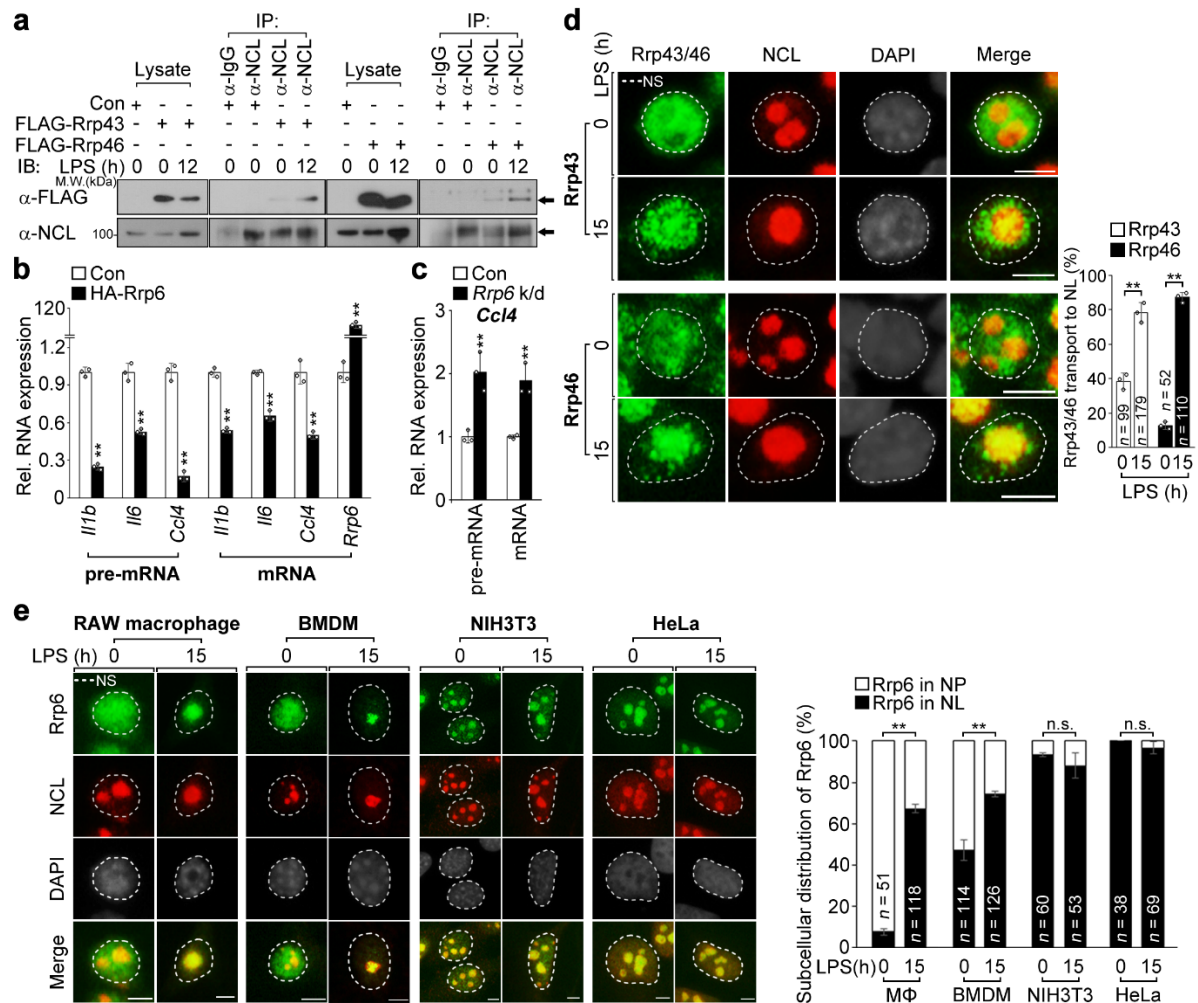

**Supplementary Figure 8 | Both binding activity of NCL and nucleolar targeting properties of Rrp43 and Rrp46 are only occurred by LPS stimulation.** **a**, Interaction of NCL with Rrp43 or Rrp46 occurred only in LPS-stimulated RAW 264.7 macrophages expressing FLAG-tagged Rrp43 or Rrp46. Arrows represent the corresponding proteins detected by indicated antibodies. **b**, **c**, Effects of HA-tagged Rrp6 overexpression (**b**) or *Rrp6* depletion (**c**) on inflammatory RNA expression levels in 12 h LPS-stimulated RAW 264.7 macrophages. **d**, Imaging showing nucleolar enrichment of Rrp43 or Rrp46 in LPS-stimulated FLAG-Rrp43/46-expressing RAW 264.7 macrophages. FLAG-Rrp43/46 and NCL were detected by anti-FLAG and anti-NCL antibodies, respectively. The white dashed lines delineate the borders of nucleus (NS) based on DAPI. Graphs on right of the images representing quantification of cells appearing nucleolar enrichment of Rrp proteins. *n*, total cells counted. Scale bars, 5  $\mu$ m. **e**, Nucleolar enrichment of Rrp6 and NCL in LPS-stimulated RAW 264.7 macrophages (M $\Phi$ ) (80 ng ml<sup>-1</sup>), BMDMs (80 ng ml<sup>-1</sup>), NIH3T3 (80 ng ml<sup>-1</sup>), and HeLa (1  $\mu$ g ml<sup>-1</sup>). Subcellular localization of Rrp6 or NCL was observed by anti-Rrp6 or anti-NCL antibody, respectively. Scale bars, 5  $\mu$ m. Quantification of Rrp6 nucleolar enrichment for images is shown in right graphs. For details of quantitative measurement of colocalization, see Methods. *P* values are determined by unpaired two-tailed *t*-test. \*\**P* < 0.01 (Student's *t*-test). n.s., not significant. Data are representative of three independent experiments and are presented as means  $\pm$  s.d. in **b-e**. Source data are provided as a Source Data file.

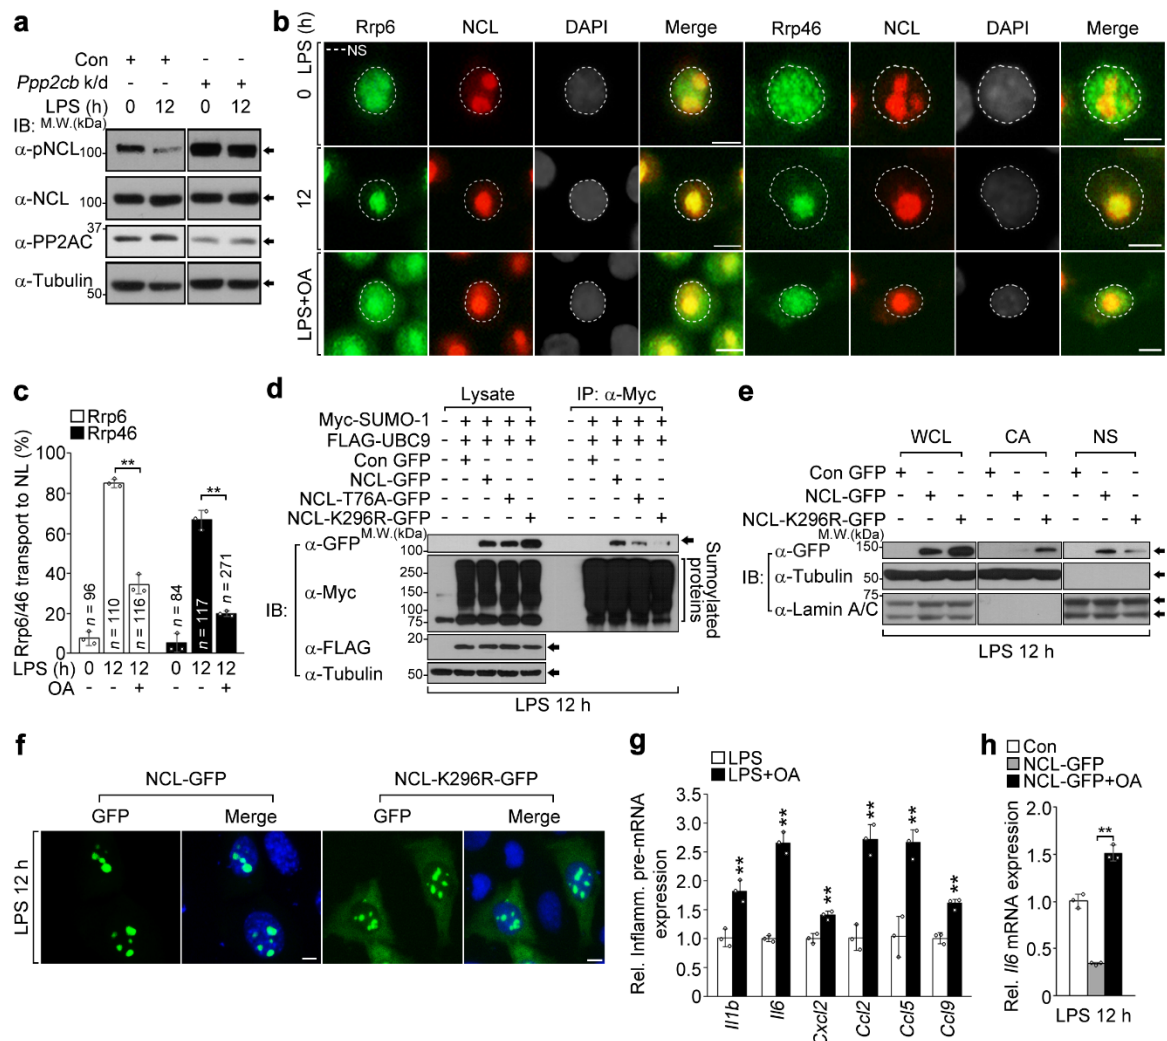

**Supplementary Figure 9 | Dephosphorylated and sumoylated NCL promotes nucleolar targeting of Rrp6 and inflammatory RNA instability.** **a**, Immunoblots showing restoration of NCL phosphorylation levels in *Ppp2cb*-depleted RAW264.7 cells under LPS stimulation. **b**, Imaging showing effects of OA on nucleolar translocation of Rrp6 or Rrp46 in macrophages expressing mock or FLAG-Rrp46 under 12 h LPS stimulation with or without OA. Subcellular localization of Rrp6 or Rrp46 was detected by anti-Rrp6 or anti-FLAG antibody, respectively. The white dashed lines delineate the borders of nucleus (NS) based on DAPI. Scale bars, 5  $\mu$ m. **c**, Graphs representing the percentage of cells exhibiting nucleolar enrichment of Rrp6 or Rrp46 in 20 nM OA-treated macrophages under 12 h LPS stimulation. *n*, total cells counted. **d**, Analysis of NCL sumoylation in Myc-SUMO-1- and FLAG-UBC9-expressing MEFs that transiently expressed wild-type NCL-, NCL-T76A- or NCL-K296R-GFP in the presence of LPS. **e**, **f**, Influence of GFP-tagged wild-type or mutant NCL (NCL-GFP or NCL-K296R-GFP) on its subcellular localization in wild-type NCL- or NCL-K296R-GFP-expressing MEFs under 12 h LPS stimulation. WCL, whole cell lysates; CA, cytoplasmic fractions; NS, nuclear fractions. DAPI, blue. Scale bars, 5  $\mu$ m. **g**, **h**, Graphs showing effects of OA on inflammatory pre-mRNAs in 12 h LPS-stimulated RAW 264.7 macrophages (**g**) or on *Il6* levels in NCL-GFP overexpressing RAW 264.7 cells under 12 h LPS stimulation (**h**). Arrows represent the corresponding proteins detected by indicated antibodies. *P* values are determined by unpaired two-tailed *t*-test. \*\**P*<0.01 (Student's *t*-test). Data are representative of three independent experiments and are presented as mean  $\pm$  s.d. in **c** and **g-h**. Source data are provided as a Source Data file.

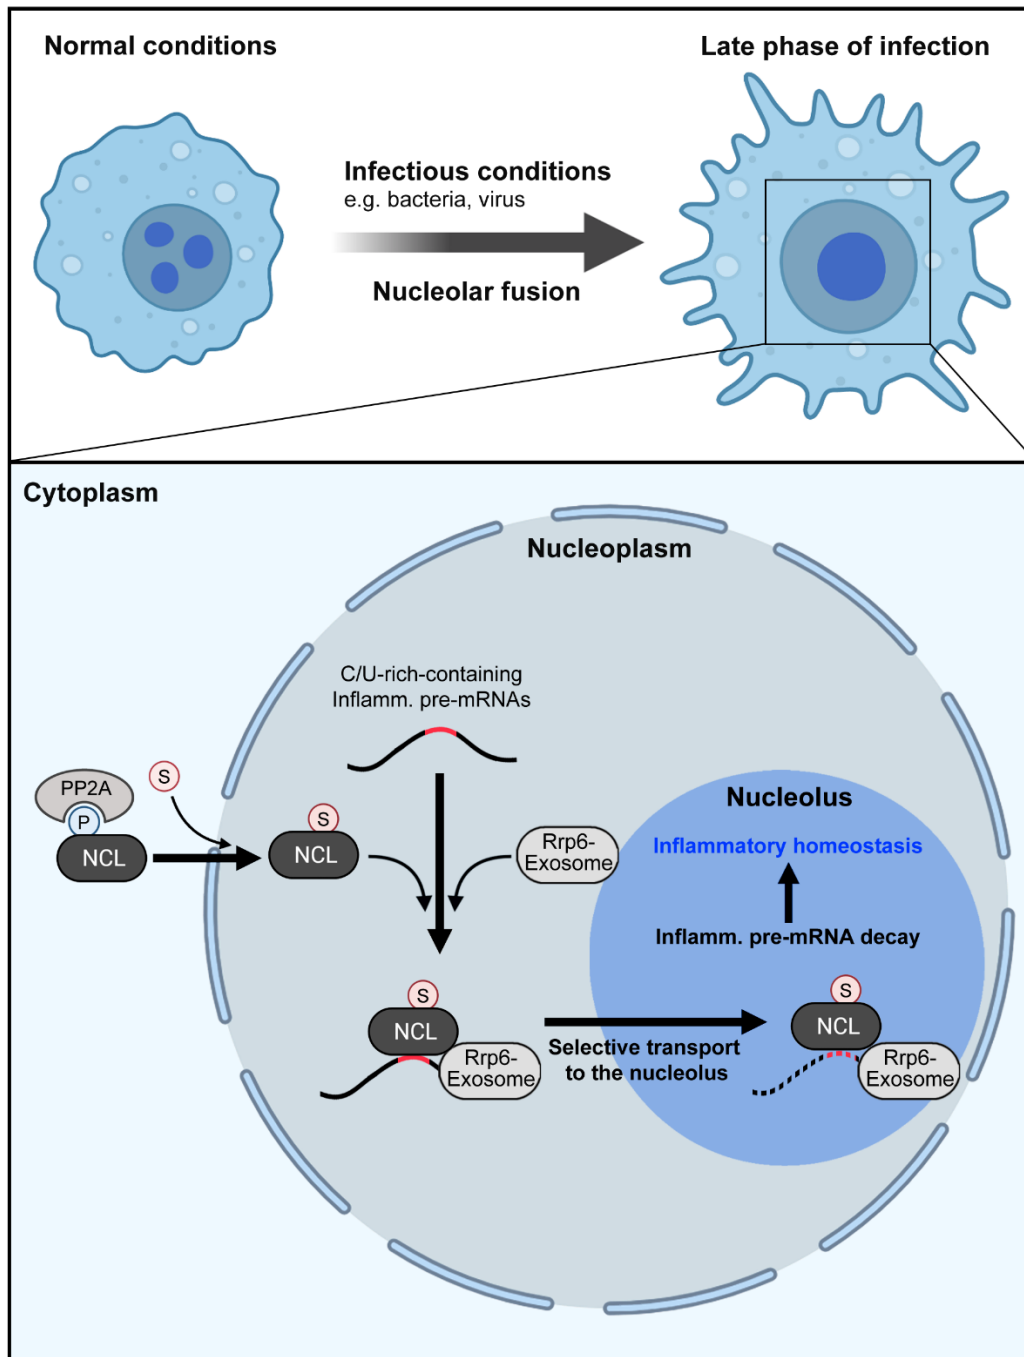

**Supplementary Figure 10 | A proposed model depicting the nucleolus as an essential organelle for the instability of inflammatory pre-mRNAs.** The nucleolus plays a critical role in modulating the instability of inflammatory pre-mRNAs. At later times of infection, inflammatory pre-mRNAs are preferentially targeted and accumulate in the nucleolus and their expression is tightly controlled by NCL-Rp6-exosome-dependent pre-mRNA decay occurred in the nucleolus. NCL is dephosphorylated by PP2A and subsequently sumoylated, which is crucial for not only binding Rp6-exosomes as well as C/U-rich-containing inflammatory pre-mRNAs, but transporting them to the nucleolus. This PTM dynamics eventually leads to degradation of NCL-bound inflammatory pre-mRNAs in the nucleolus, thereby maintaining immune homeostasis. The proposed model was created with BioRender.com.

# Supplementary material for: The nucleolus is the site for inflammatory RNA decay during infection
**Source:** Nat Commun. 2022 Sep 3;13:5203. doi: 10.1038/s41467-022-32856-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: **Supplementary Data 1**

Description: Inflammatory and non-inflammatory genes in the cytoplasm (CA), nucleoplasm (NP), and nucleoli (NL) for 0, 2, 6, 12, and 15 h of LPS stimulation (Sheet #1-6). List of NCL targets and non-targets analyzed by PAR-CLIP (Sheet #7-8).

File Name: **Supplementary Data 2**

Description: NCL-binding sites and sequences analyzed by PAR-CLIP.

File Name: **Supplementary Data 3**

Description: Reagents, antibodies, primer sequences, RNA-FISH probes, northern blot probes, EMSA probes, and siRNA sequences used in this study.

File Name: **Supplementary Movie 1**

Description: Time-lapse monitoring of green fluorescence protein (GFP)-tagged fibrillarin (FBL).

# Supplementary material for: The nucleolus is the site for inflammatory RNA decay during infection
**Source:** Nat Commun. 2022 Sep 3;13:5203. doi: 10.1038/s41467-022-32856-2
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used for data collection

Data analysis Zen blue, MS Excel 2016, photoshop CS5, ExpressionSuite Software, GraphPad Prism 8.0, Multiple experiment viewer (v.4.9.0), Tophat2 (v.2.1.1), Bowtie2 (v.2.2.9), Integrative Genomics Viewer (IGV) v.2.3.93, PARpipe, PARalyzer (v.1.5), MEME-ChIP (v.5.0.4), MASCOOT (v.2.2.04).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data generated or analyzed during this study are included in this published article (and its supplementary information files).

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to predetermine sample sizes. Sample sizes are based on the number of replicates necessary to achieve statistical significance derived from previous studies and our experiences. |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                         |
| Replication     | Results were consistently replicated across experiments as indicated in figure legends                                                                                                                           |
| Randomization   | Mice were assigned randomly to experimental and control groups. Other experiments were not relevant as there were not grouping used in this study.                                                               |
| Blinding        | Investigators were not blinded to allocation during experiments and outcome assessment.                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>All antibodies used in the study have been listed in supplementay table 3 (Manufacturer, catalog number).</p> <p>Anti-nucleolin (NCL) Santa Cruz Biotechnology #sc-13057 IP (0.6 µg), WB (1:2000), IFA (1:200)</p> <p>Anti-nucleolin (NCL) Abcam #ab22758 IP (0.4 µg), WB (1:2000), IFA (1:200)</p> <p>Anti-phospho-NCL (Thr76) Abcam #ab168363 WB (1:1000)</p> <p>Anti-Rrp6 Santa Cruz Biotechnology #sc-374595 WB (1:1000), IFA (1:200)</p> <p>Anti-Fibrillarin (FBL) Abcam #ab5821 RNA-FISH (1:200)</p> <p>Anti-Fibrillarin (FBL) Novus biologicals #NB300-269 WB (1:1000), IFA (1:200)</p> <p>Anti-β-actin Santa Cruz Biotechnology #sc-8432 WB (1:2000)</p> <p>Anti-Tubulin Applied Biological Materials #G094 WB (1:3000)</p> <p>Anti-PP2AC Merck Millipore #05-421 WB (1:2000)</p> <p>Anti-Lamin A/C Cell Signaling Technology #2032 WB (1:1000)</p> <p>Anti-H2AX Abcam #ab11175 WB (1:2000)</p> <p>Anti-TDP-43 Bethyl #A303-223A WB (1:2000)</p> <p>Anti-UBF Santa Cruz Biotechnology #sc-13125 IFA (1:200)</p> <p>Anti-RNA Pol II Phosphorylation at serine 2 (anti-pS2) Abcam #ab5095 RNA-FISH (1:200)</p> <p>Anti-FLAG Applied Biological Materials #G191 WB (1:1000), IFA (1:200)</p> <p>Anti-Myc Cell Signaling Technology #9B11 WB (1:1000)</p> <p>Anti-GFP Roche #11814460001 IP (0.6 µg)</p> <p>Anti-GFP Santa Cruz Biotechnology #sc-9996 WB (1:2000)</p> |
| Validation      | <p>All commercial antibodies were tested by the supplier.</p> <p>Rabbit anti-Nucleolin – Santa Cruz Biotechnology – validated in 294 publications referenced</p> <p>Rabbit anti-Nucleolin – Abcam – validated in 157 publications referenced</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

Rabbit anti-phospho-Nucleolin (Thr76) – Abcam – validated in 2 publications referenced  
 Mouse anti-Rrp6 – Santa Cruz Biotechnology – validated in 8 publications referenced  
 Rabbit anti-Fibrillarin (FBL) – Abcam – validated in 176 publications referenced  
 Mouse anti-Fibrillarin (FBL) – Novus biologicals – validated in 16 publications referenced  
 Mouse anti- $\beta$ -actin – Santa Cruz Biotechnology – validated in 1,983 publications referenced  
 Mouse anti-Tubulin – Applied Biological Materials – validated in 21 publications referenced  
 Mouse anti-PP2AC – Merck Millipore – validated in 157 publications referenced  
 Rabbit anti-Lamin A/C – Cell Signaling Technology – validated in 270 publications referenced  
 Rabbit anti-H2AX – Abcam – validated in 151 publications referenced  
 Rabbit anti-TDP-43 – Bethyl – validated in 8 publications referenced  
 Mouse anti-UBF – Santa Cruz Biotechnology – validated in 154 publications referenced  
 Rabbit anti-RNA Pol II Phosphorylation at serine 2 (anti-pS2) – Abcam – validated in 478 publications referenced  
 Mouse anti-FLAG – Applied Biological Materials – validated in 17 publications referenced  
 Mouse anti-Myc – Cell Signaling Technology – validated in 1,472 publications referenced  
 Mouse anti-GFP – Roche – validated in 1,708 publications referenced  
 Mouse anti-GFP – Santa Cruz Biotechnology – validated in 2,453 publications referenced

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                          |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | RAW 264.7 (TIB-71, ATCC), MEFs (CRL-2907, ATCC), HEK 293T (CRL-11268, ATCC), NIH3T3 (CRL-1658, ATCC), HeLa (CCL-2, ATCC) |
| Authentication                                                       | These are authenticated and immortalized classic cell line, available at ATCC.                                           |
| Mycoplasma contamination                                             | Cell lines tested negative for mycoplasma.                                                                               |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in the study.                                                             |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6N mice (4–8 weeks, OrientBio) were maintained in the specific pathogen-free facility according to Korean Food and Drug Administration guidelines. |
| Wild animals            | No wild animals were used in the study.                                                                                                                  |
| Field-collected samples | No field collected samples were used in the study.                                                                                                       |
| Ethics oversight        | All animal experiments were reviewed and approved by the Institutional Animal Care and Use Committee of the Yonsei University.                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: The nucleolus is the site for inflammatory RNA decay during infection
**Source:** Nat Commun. 2022 Sep 3;13:5203. doi: 10.1038/s41467-022-32856-2

Uncropped images of agarose gels and immunoblots

Fig. 4b

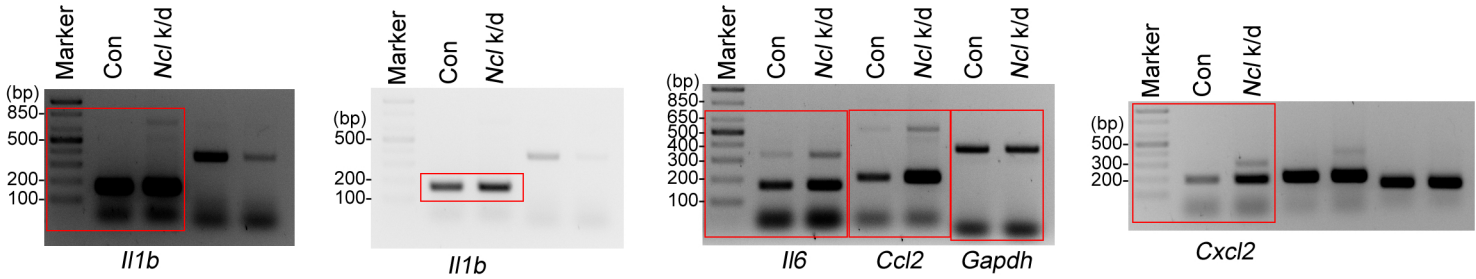

Fig. 5d

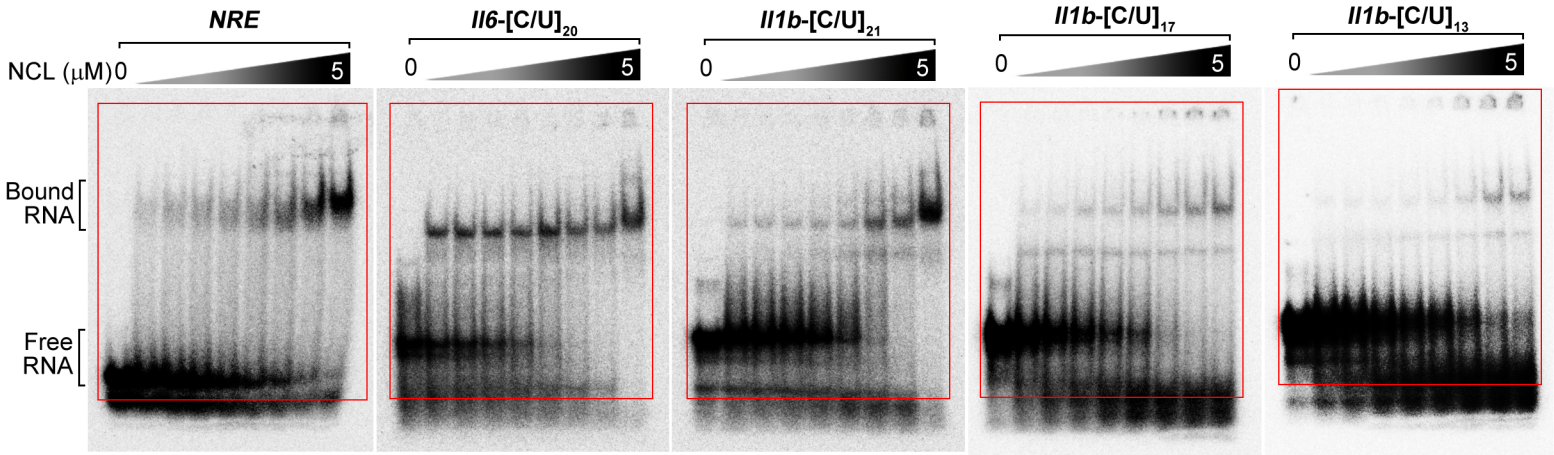

Fig. 6a

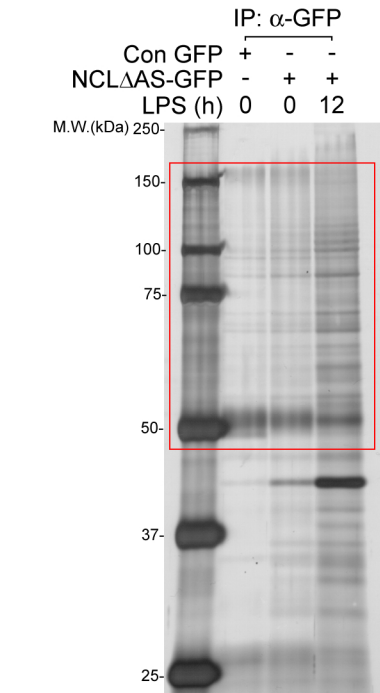

Fig. 6b

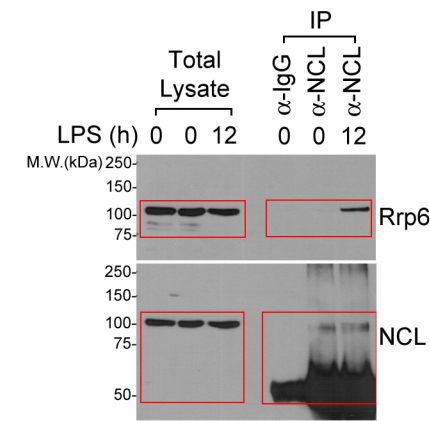

Fig. 6e

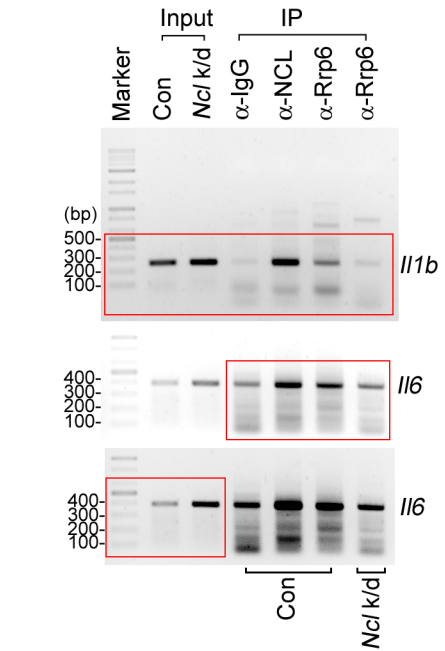

Uncropped images of agarose gels and immunoblots (Continuation)

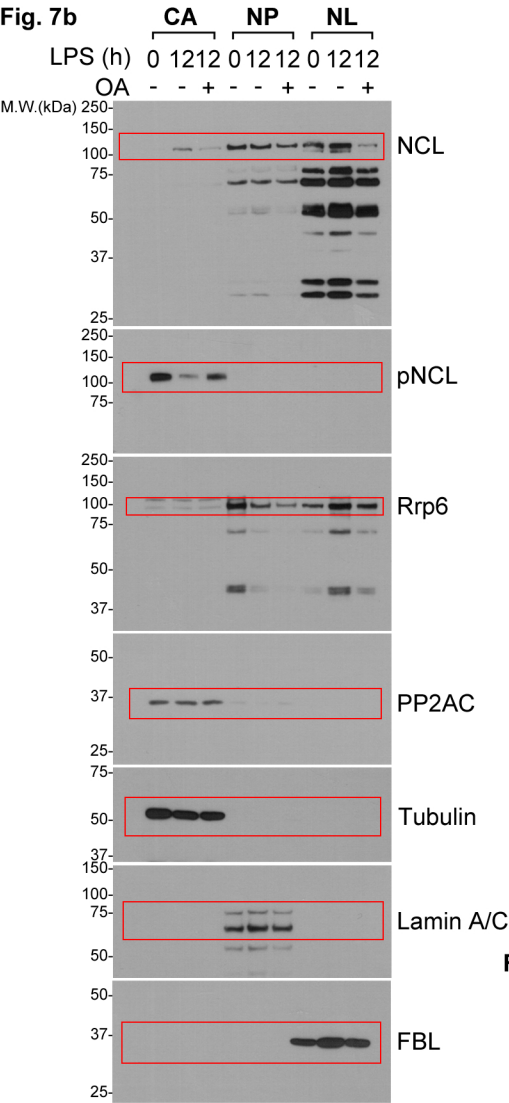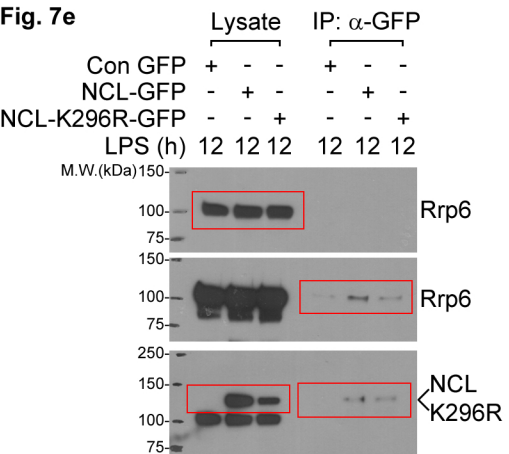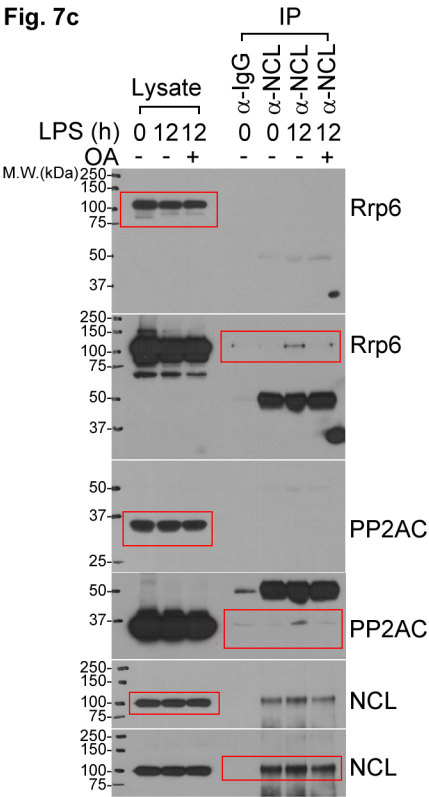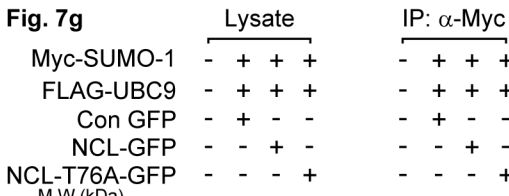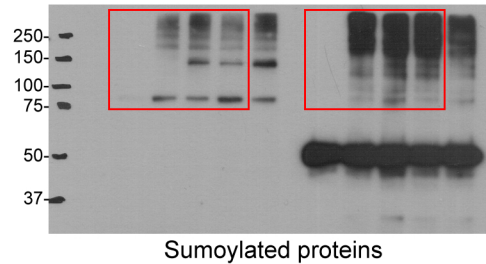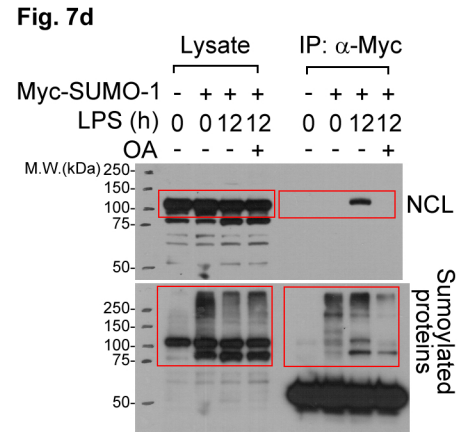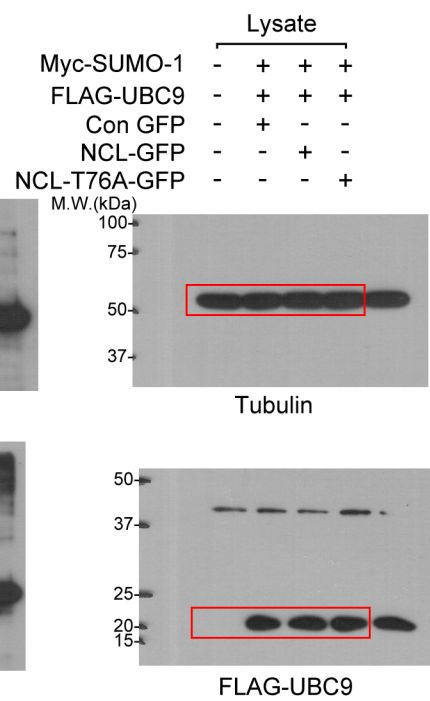

Uncropped images of agarose gels and immunoblots (Continuation)

Supplementary Fig. 2b

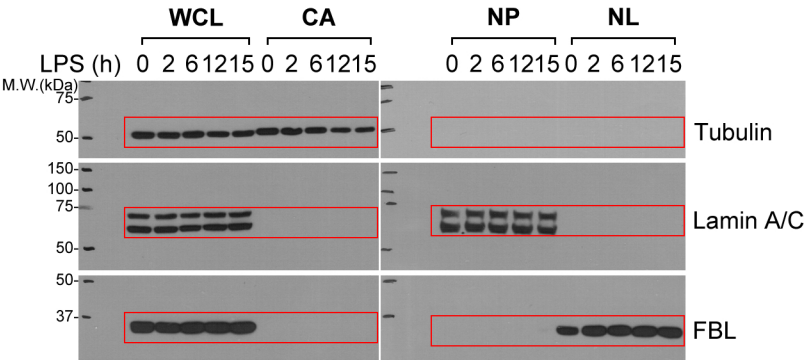

Supplementary Fig. 3b

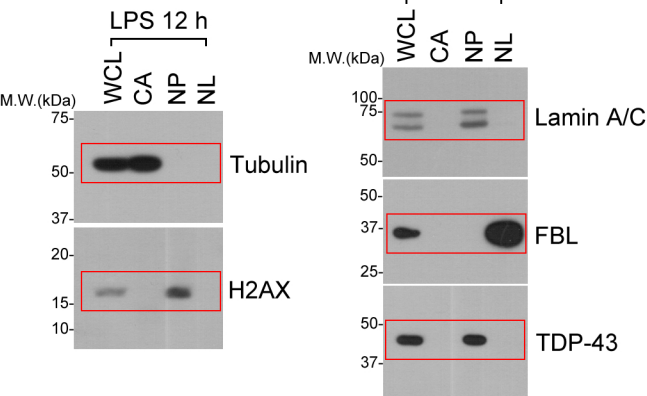

Supplementary Fig. 4c

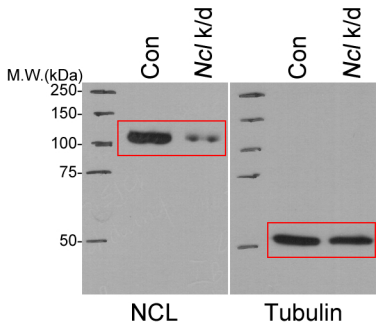

Supplementary Fig. 4d

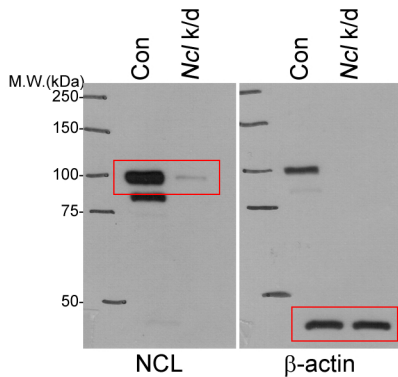

Supplementary Fig. 4e

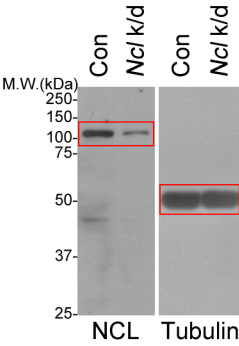

Supplementary Fig. 5a

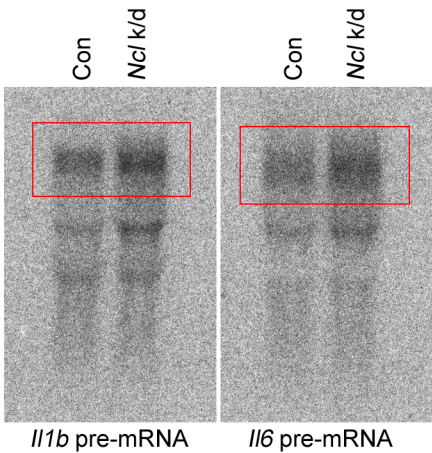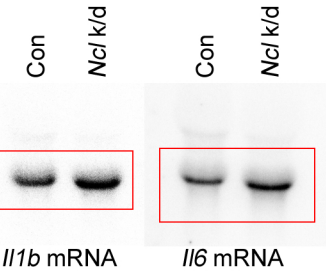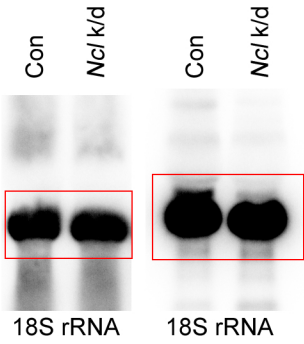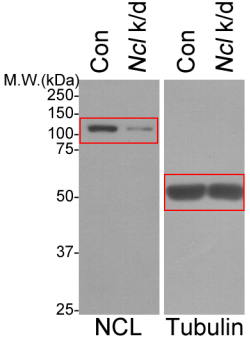

Supplementary Fig. 5c

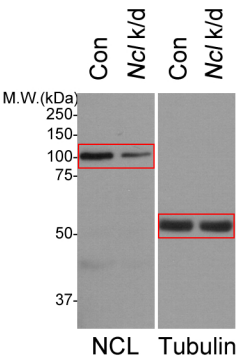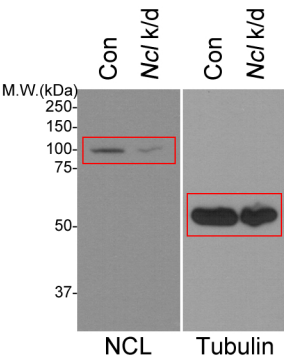

Supplementary Fig. 6a

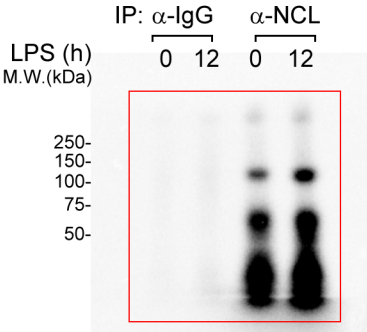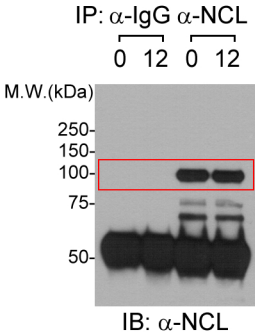

Uncropped images of agarose gels and immunoblots (Continuation)

Supplementary Fig. 7d

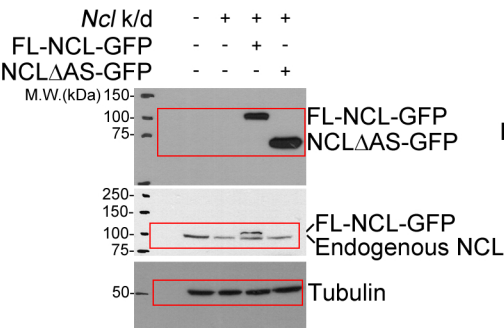

Supplementary Fig. 8a

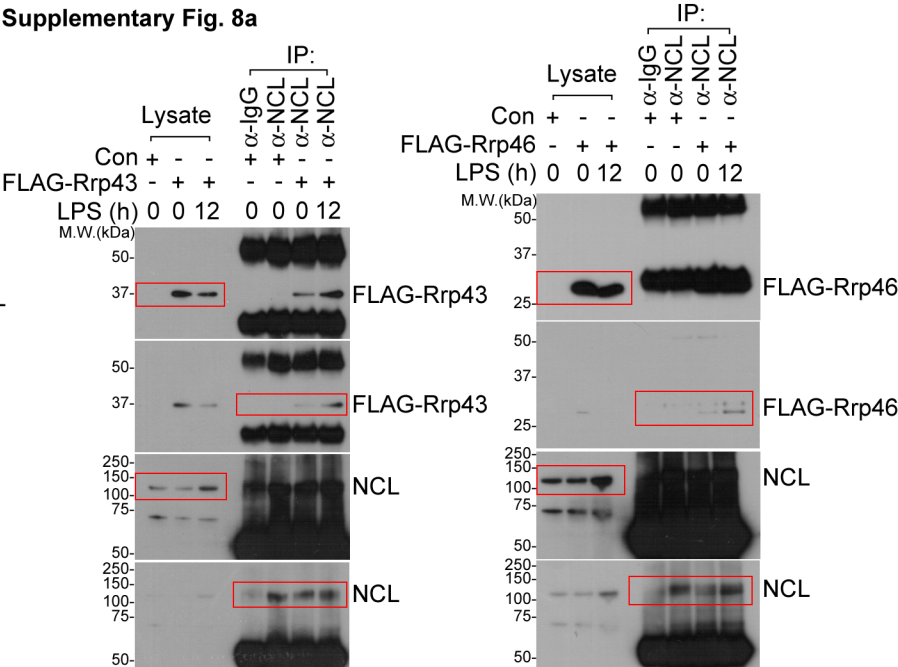

Supplementary Fig. 9a

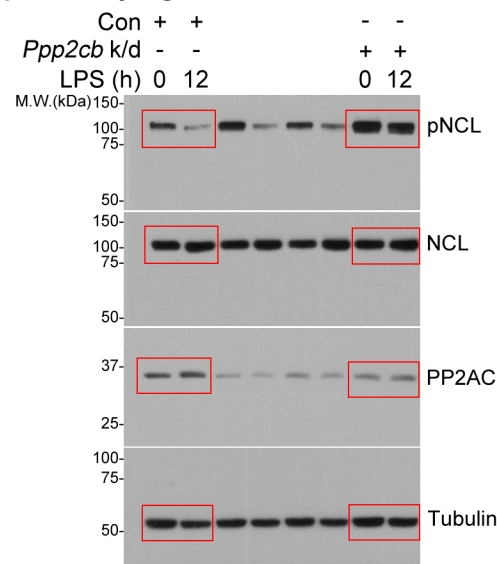

Supplementary Fig. 9d

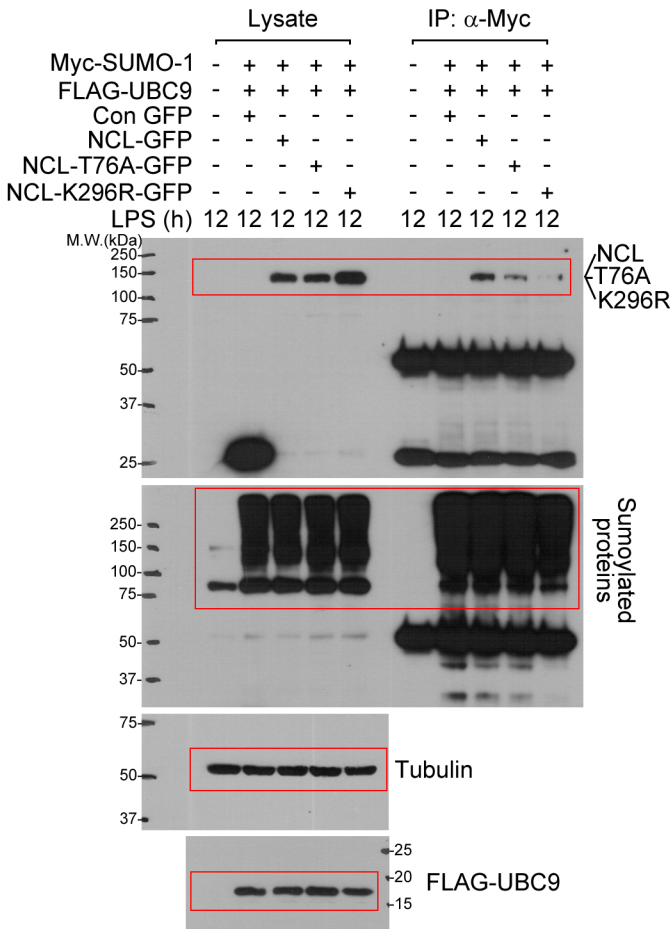

Supplementary Fig. 9e

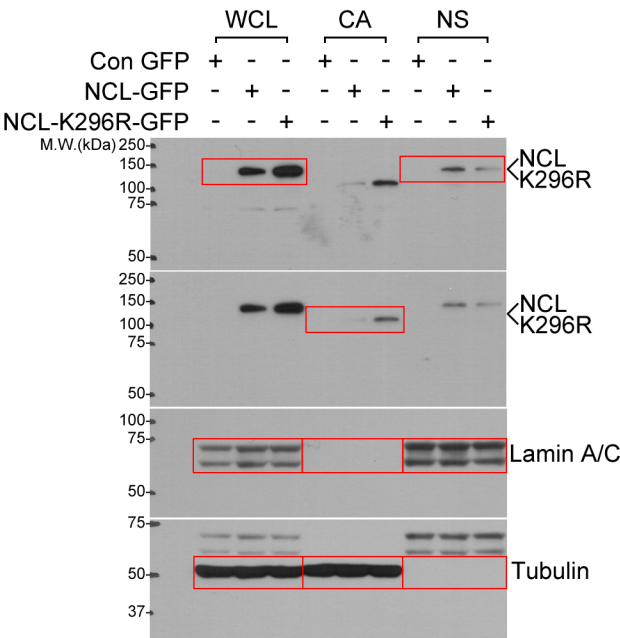

**Supplement:** Supplementary file 9 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

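RNA-seq libraries of the cytoplasmic (CA), nucleoplasmic (NP), and nucleolar (NL) fractions of a mouse macrophage line were analysed at 0, 2, 6, 12, and 15 h of LPS (45 libraries in 15 groups), with RIP-seq libraries made with an antibody against nucleolin (NCL) from the nucleus at 0, 2, and 12 h (9 libraries in 3 groups). Each group has 3 replicates, and the samples were grouped by fraction and time from their labels. The authors mapped the RNA-seq reads to mm10, calculated TPM with StringTie, and split the values into exons and introns, and the deposited values are TPM that were not quantile-normalized. Exon values summed to between 985628 and 999828 in replicate 1, 980255 and 999714 in replicate 2, and 980786 and 999693 in replicate 3, so the depth of the libraries is unknown and no counting error is given. The deposited RIP-seq values are a signal per gene whose unit and normalization are not stated. Their exon totals lay between 134810 and 175488 in replicate 1 and between 46758.1 and 55419.2 in replicates 2 and 3, and there is no input library.

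The deposited RNA-seq table lists 24506 genes. Of these, 22750 were found by symbol in GENCODE M21, 1171 by an older symbol in RefSeq, and 585 in neither, and 20508 were protein-coding. In the RIP-seq table 27 rows carry a date in place of a symbol and were left out. Genes were tested when protein-coding and at a mean of 5 TPM or more in nucleoplasmic exons and introns at 2, 6, 12, and 15 h (7467 genes). For RIP-seq, genes with a mean of at least 1 were tested (1701 in introns). Whether exons or introns of the RIP-seq are reported was not fixed beforehand, and both are given.

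Differences were tested with limma 3.58.1 in R 4.3.3 on log2(value + 1) with a mean-variance trend, 1 coefficient per group, and Benjamini-Hochberg adjustment with a threshold of 0.05. LPS at 2 h was set against 0 h within a fraction, nucleolus against nucleoplasm at 2 and 12 h, the change of that difference from 2 to 12 h, and RIP-seq at 2 and 12 h against 0 h. Lists of genes were compared by a two-sided permutation test of the rank sum (100000 resamples) and against lists drawn from the 10 nearest genes in the matched property (10000 draws), in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, and SciPy 1.17.1. Figures were drawn with matplotlib 3.10.9. The inflammatory list and the non-inflammatory list are the 27 and 27 genes read from Fig. 2d. Lists from background knowledge, written down before the values were seen, held nuclear RNAs, mitochondrial transcripts, primary response genes to LPS, interferon response genes, and genes hosting small nucleolar RNAs. The genes named are those the paper names and, for each test, at most 5 with the largest change in each direction among those past the threshold whose groups do not overlap.

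The test was checked on simulated data with 200 genes changed by a log2 of 3. It recovered 96.5% of them in nucleoplasmic introns, 79.0% between nucleolus and nucleoplasm, and 8.50% in RIP-seq, and 5.39%, 4.24%, and 0 of its calls were false. The simulated noise was independent between genes and libraries, where the differences of replicate 1 are shared between fractions. These rates may thus not hold for the real libraries. Whether the replicate numbers pair the libraries was checked by correlating, across genes, the deviations of same-numbered libraries of the 2 groups compared. The lowest of these correlations was 0.62 in cytoplasmic exons and 0.06 in nucleolar introns, where differently numbered libraries of replicates 2 and 3 reached 0.68 and 0.12, so the numbers 2 and 3 do not pair libraries clearly. The main test was set without a replicate term before the values were seen, and the replicate number as a term is among the alternatives.

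Alternatives were a pseudocount of 0.1, no filter on low values, quantile normalization, the replicate number as a term, each replicate left out, only the groups compared in the fit, other gene lists, and matched lists. The rule on genes with introns in the cytoplasm was taken from 14 candidates compared on Supplementary Data 1 before the deposited table was opened. The rows compared equal means of deposited values, so this choice was not blind to the data. Exons in place of introns for RIP-seq, quantile normalization of the gene classes, matched lists without replicate 1, and replicates 2 and 3 averaged as 1 were added after seeing the data. Tests for counts (edgeR and DESeq2) were planned for the case that RIP-seq values were counts and were not run, since they are not whole numbers. The paper's full list of inflammatory genes, its lists of NCL targets, and the rows of Supplementary Data 1 beyond the 1073 of 6928, are not used here. A result for 1 single gene is not reported here.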

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

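The tests of small nucleolar RNAs among the genes higher in the nucleolus, of small structured RNAs in replicate 1, and of the scale of the RIP-seq libraries were chosen only after the result was seen.

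Replicate 1 of the RNA-seq is not in the values of Supplementary Data 1, and it carries an LPS response of its own. The median log2 change of the 27 inflammatory genes of Fig. 2d in nucleoplasmic introns at 2 h was 2.61 in replicate 1, against 3.07 in replicate 2 and 3.20 in replicate 3. Over the 367 highly inducible genes it was 1.47, 2.08, and 2.14. In exons of protein-coding genes, the differences of replicate 1 from the others were shared between the fractions of a time point, with a median correlation of 0.722 and a lowest of 0.499 over 15 pairs of fractions. A library preparation that keeps more small structured RNAs throughout replicate 1 and a culture of its own would both give shared differences, so they cannot be told apart. A less complete response to LPS in replicate 1 stays open. The slope of its changes on those of replicates 2 and 3 was 0.849 (bootstrap interval over genes 0.720 to 0.956). That of replicate 3 on replicate 2 was 0.892, that of replicate 2 on replicate 3 was 1.04, and that of replicate 2 on replicate 1 was 0.668. The slope thus depends on which replicate is the predictor. The cultures cannot be told apart from the libraries with 1 replicate of this kind. Replicates 2 and 3 may be repeat libraries of one culture: their differences correlated over 0.1 in 0 of the 15 pairs of fractions of one time point, where those of replicate 1 did in 15. If so, the tests count 1 culture as if it were a pair, and p over replicates 2 and 3 covers the spread of library preparation only. The paper's legend of Fig. 2 speaks of independent experiments.

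The paper reports no RIP-seq. With the replicate number as a term, NCL RIP-seq introns at 12 h against 0 h had 248 of 1701 genes past the threshold in limma, 200 higher and 48 lower, and without that term 0, with 63 at an unadjusted p under 0.05. Other splits of the 6 libraries gave as many genes as this 0 in 10 of 10 cases, and also at 2 h in 10 of 10, which decides nothing. The signal of replicate 1 is on another level. A factor common to all genes as the whole difference is argued against by the spread of the log2 ratio of replicate 1 to replicate 2 over exons, whose interquartile range exceeded that of replicate 3 to replicate 2 by a median of 0.607 over the 3 times. The RIP-seq changes may follow the RNA level in the nucleus: of the 200 genes that rose, 96.0% also rose in nucleoplasmic introns, against 41.3% of all 1701 tested. Without an input library, binding to NCL and RNA level are not separated in these values, and no biological explanation was tested.

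Of the 13 genes higher in nucleolar than in nucleoplasmic introns at 12 h, 5 hold an annotated small nucleolar RNA, where 171 of 7467 genes tested (2.29%) do (Fisher's exact test, p = 6.59e-06). At 2 h it was 4 of 27 (p = 0.00309, Fisher's exact test). Rpl13a (log2 4.49 at 12 h, adjusted p = 0.000334), Taf1d (3.34, adjusted p = 0.000286), and Rpl7a (3.14, adjusted p = 0.000173) are among them. Reads of small nucleolar RNAs counted as introns may account for these calls. Which reads lie on the small nucleolar RNAs was not tested, since the values are per gene. Over all replicates 95 genes were lower in the nucleolus at 12 h, and 0 of these hold a small nucleolar RNA. With replicate 2 left out, 0 genes were past the threshold at 12 h, and with replicate 3 left out 2 were, 0 higher and 2 lower. With replicate 1 left out 916 were higher and 668 lower, and with quantile normalization 57 and 88. Genes with a small nucleolar RNA were counted among the calls over all replicates only.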

How the results depend on the processing

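None of the tests in this part was chosen after a result was seen, except for the alternatives named as added. The tests, lists, and alternatives were set before the deposited table was examined, except for exons in RIP-seq, quantile normalization of the gene classes, matched lists without replicate 1, and replicates 2 and 3 averaged as 1, which were chosen after seeing the data. The choice of replicates moved the counts of genes past the threshold in RNA-seq more than any other, and quantile normalization moved those in RIP-seq most. Across the 3 fits that each left out one replicate, nucleoplasmic introns at 2 h had from 996 to 5360 genes (3093 with all), nucleolar introns from 19 to 1910 (613), cytoplasmic exons from 78 to 5310 (806), nucleolus against nucleoplasm from 0 to 1930 at 2 h (43) and from 0 to 1584 at 12 h (108), the change from 2 to 12 h from 0 to 58 (0, with 210 at an unadjusted p under 0.05), and RIP-seq from 0 to 134 at 2 h and from 0 to 221 at 12 h. The highest count came in each from leaving out replicate 1. With replicates 2 and 3 averaged as 1 the counts were 1061, 54, 80, 1, and 3 in the order of the RNA-seq tests, and 0 for the change. The cause was not tested.

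Without a filter on low values the counts were 5208, 1136, and 1733 for LPS and 181 at 12 h between the fractions, where more genes are tested. With the replicate number as a term they were 977 and 2352 in nucleolar introns and cytoplasmic exons, 88 and 270 between the fractions, and 112 and 248 in RIP-seq. Quantile normalization gave 934 in nucleolar introns and 241 and 325 in RIP-seq at 2 and 12 h, and turned the balance of the calls: 56.5% instead of 15.7% were higher in nucleoplasmic introns, 63.2% instead of 46.3% in nucleolar introns, and 59.6% instead of 36.1% in cytoplasmic exons, and 44.1% instead of 62.8% were higher in the nucleolus at 2 h. With only the groups compared in the fit there were 14 and 30 between the fractions and 3 for the change, and with a pseudocount of 0.1 RIP-seq had 4 and 12. RIP-seq exons had 0 at either time, with 47 and 132 at an unadjusted p under 0.05. The number of highly inducible genes was 602 with the largest fold change over time, 609 with quantile normalization, and 679 when replicate 1 was left out as well, and 328 to 445 with each replicate left out. The cause was not tested.

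The nucleolar enrichment of the inflammatory genes over non-inducible genes kept its direction under each alternative run. Against genes matched on intron TPM it was 0.44, 0.47, 0.39, and 0.36 at 2, 6, 12, and 15 h, and 0.68, 0.45, 0.44, and 0.38 when replicate 1 was left out as well. The log2 difference ranged from 0.0055 to 0.27 at 2 h, 0.20 to 0.34 at 6 h, 0.17 to 0.31 at 12 h, and 0.16 to 0.28 at 15 h with each replicate left out, and lost its side of the threshold at 2 h without replicate 2 and at 12 h without replicate 3 (p = 0.115, permutation test). For all highly inducible genes at 2 h it was 0.026 (p = 0.254, permutation test), which passed the threshold with quantile normalization (0.12) and matched lists (0.23) and ranged from -0.010, reversed without replicate 2, to 0.039 with each replicate left out. The intron to exon ratio ranged from 3.59 to 4.03, 1.82 to 2.87, 2.17 to 2.29, and 2.26 to 2.45 at 2, 6, 12, and 15 h with each replicate left out. It was reversed against all non-inducible genes at 6, 12, and 15 h (-0.78, -0.59, and -0.68), for all highly inducible genes against them (-0.21, -0.22, and -0.23), and was no longer past the threshold at 12 and 15 h with matched lists (0.35 and 0.34). The cause was not tested.

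Of 216 alternatives over 24 results for single genes, 186 kept direction and side of the threshold, 24 became weaker, 3 stronger, and 3 reversed. Ccl2 between the fractions at 2 h (-0.27) ranged from -1.74 to 1.72 with each replicate left out, reversed without replicate 3, and was reversed with replicates 2 and 3 averaged as 1 (1.03). Il1a at 12 h (0.26) ranged from -0.19, reversed without replicate 3, to 0.69. The single nucleolar libraries of Ccl2 listed at 0 limit what can be said of that gene. The cause was not tested.

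Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes past the threshold as the real one in each of the 5 tests of LPS and of nucleolus against nucleoplasm, the real split itself. The largest count among the others was 0, 1, 0, 4, and 16. With 10 splits this share cannot be under 0.1. For the change from 2 to 12 h, 100 of 100 splits gave as many as the 0 of the real one, the largest 1204. For RIP-seq 10 of 10 did at either time. The depth of the libraries is unknown, so what it limits cannot be given.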

Differences from the paper's values

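Of the tests in this part, that of Ccl2 with replicates 2 and 3 averaged as 1 was chosen after the result was seen, as were the gene classes with quantile normalization. Only the gene counts below and the intron values of Ccl2 were set against the paper's in this way. None of these differed by more than 1.5 times under the main settings. There were 7467 genes at 5 TPM or more against the paper's 6928, and 5682 against the paper's 5097 after the cytoplasmic rule. Of these, 4339 were non-inducible against the paper's 3636, 976 moderately inducible against 1023, and 367 highly inducible against 438. Over replicates 2 and 3 the counts, in this order, were 7277, 5534, 3970, 1119, and 445. The paper's methods can be read as applying the 5 TPM minimum and the exclusion together, from 6928 to 5097 genes. In that case 7467 and 6928 are not counts of the same kind. The number of moderately inducible genes differed under the largest fold change over time (2306) and with exons (1716), and that of non-inducible genes with no genes left out (5615). With quantile normalization, which the paper's methods name, 2737 genes were moderately inducible and 2330 non-inducible, and with replicate 1 left out as well 2518 were moderately inducible, 2280 non-inducible, and 679 highly inducible. Nucleolar introns of Ccl2 differed from Supplementary Data 1 at 2 h without replicate 2 (15.5 TPM against the paper's 36.3), at 12 h without replicate 2 (27.9 against the paper's 14.5) and at 15 h without replicate 3 (28.2 against the paper's 14.9).

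The paper states that the enrichment of inflammatory pre-mRNAs in the nucleolus peaks at 2 and 6 h and then decreases. Over replicates 2 and 3 the median ratio at 2, 6, 12, and 15 h was 1.35, 1.24, 1.29, and 1.26, but these replicates had a different order over time. Replicate 2 had 1.35, 1.31, 1.18, and 1.27, highest at 2 and 6 h as the paper states, and replicate 3 had 1.36, 1.18, 1.28, and 1.28, lowest at 6 h. With quantile normalization, which the paper's methods name, it was 1.37, 1.23, 1.33, and 1.21 over all replicates, where 6 h lay below 12 h and above 15 h. The levels in nucleolar introns over the same replicates were higher at 2 and 6 h, with a median log2(TPM + 1) of 7.39 and 7.92, than at 12 and 15 h, with 6.20 and 6.46. Over all replicates the ratio decreased from 1.36 to 1.05, and that of the non-inducible genes from 1.18 to 0.901, and the lists did not differ in this decrease at 15 h (p = 0.787, permutation test). The share of Snhg3 in the nucleolar introns of replicate 1 rose from 8.30% at 2 h to 25.1% at 15 h, which lowers the ratios of other genes there.

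The paper states that non-inflammatory pre-mRNAs in the nucleolus stay unchanged through the time course. Their median log2(TPM + 1) was lower at 2 h than at 0 h in each replicate, 4.30 against 4.93 over replicates 2 and 3. These genes are chosen by a fold change at or below 1 in nucleoplasmic introns at 2 h, which favours a fall at that time. Over all genes tested the median log2 change in nucleolar introns at 2 h was -0.24, and 0.07 with quantile normalization.

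The paper states that the share of introns to exons in the nucleoplasm is higher for inflammatory genes throughout. Against all non-inducible genes it was lower at 6, 12, and 15 h, at -0.78, -0.59, and -0.68 in log2, and higher at 2 h, at 0.49. Against non-inducible genes matched on exon TPM it was 0.73 at 6 h (p = 0.004, permutation test), 0.35 at 12 h (p = 0.207), and 0.34 at 15 h (p = 0.307), and against the 27 non-inflammatory genes of Fig. 2d it was higher at each time.

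The paper states that introns of B2m, Actb, Ldha, and Pgk1 are read in the nucleoplasm and the nucleolus with similar patterns over time. The paper read this from the read density in IGV, where the values here are TPM per gene. Introns of B2m were listed at 0 in both fractions in replicates 2 and 3 at 0 h, and Actb introns in the nucleoplasm were at 444 TPM at 0 h and 228 at 6 h over those replicates, where replicate 1 had 561 and 703. A listed 0 does not show that no intron reads were displayed.

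The paper states, from the read density in IGV, that the pre-mRNA of Ccl2 is enriched in the nucleolus with a decline after 12 h. The values here are TPM per gene. Its nucleolar introns were not past the threshold at 2 h against 0 h (log2 3.73, adjusted p = 0.233, limma), with 1 of 3 libraries listed at 0. With replicates 2 and 3 averaged as 1 the adjusted p was 0.00239 (limma), and over all alternatives it lay between that and 0.763. The paper places high levels at 2 or 6 h. At 6 h the nucleolar introns of Ccl2 averaged 57.4 TPM over replicates 2 and 3 and 55.9 over all replicates. At 12 and 15 h they averaged 14.5 and 14.9 over replicates 2 and 3, and 18.6 and 18.8 over all replicates.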

Other observations

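The tests on small nucleolar RNAs across genes, on the fall of nucleoplasmic introns at 2 h, and on the exon level of the non-inflammatory genes of Fig. 2d were chosen only after the result was seen.

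The 27 inflammatory genes of Fig. 2d have a higher ratio of nucleolar to nucleoplasmic introns than non-inducible genes. Their intron level argues against being the cause through the pseudocount: of 10000 lists matched on intron TPM, 0% had as high a median at 2, 6, and 12 h, and 0.04% at 15 h. Intron length argues against it too, with 0.43%, 0.02%, 0.25%, and 0.41% of matched lists as high. None of the inflammatory genes holds an annotated small nucleolar RNA (0 of 27). Among all genes tested, those with a small nucleolar RNA lay above the others at 2 h by a mean of 0.137 in the median log2 ratio, and within replicates 1, 2, and 3 by 0.07, 0.18, and 0.16, so small nucleolar RNAs may raise the ratio of those 171 genes. Replicate 1 shows no difference between the inflammatory and the non-inducible genes at 2 h, 0.26 at 6 h, and 0.05 and 0.02 at 12 and 15 h. With replicate 2 left out the difference was 0.01 at 2 h and 0.25 at 6 h. An effect of LPS on transport stays open. Contamination of the nucleolar fraction by nucleoplasm was not tested.

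Most nucleoplasmic introns fell at 2 h, with a median log2 change of -0.46 over 7467 genes. Without the 367 highly inducible genes and after rescaling it was still -0.42. That set leaves out Tnf, whose introns took 8.37% of the values at 2 h in replicate 2, because of the cytoplasmic rule. A second definition, chosen after this first result, removed all 770 genes of the table whose introns more than doubled. The median over the 6994 tested genes left was then -0.18, where the same genes had -0.51 as deposited, but this test decides nothing, since taking out genes chosen by their rise raises the median whatever the cause. Those 770 genes held 3.05%, 2.92%, and 3.10% of the summed intron TPM at 0 h in replicates 1, 2, and 3. At 2 h they held 19.8%, 25.5%, and 25.4%. The 367 highly inducible genes rose from 1.21%, 1.19%, and 1.23% to 5.13%, 8.27%, and 8.26%. Induced introns outside the first set thus took a larger share at 2 h. Whether this larger share or a fall in transcription accounts for the fall cannot be told apart here, because TPM has a fixed total. A fall in transcription was not tested.

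The 27 non-inflammatory genes of Fig. 2d, of which 24 were non-inducible over all replicates, had a lower intron to exon ratio than the 4315 non-inducible genes outside their list. The log2 difference was -3.25 at 2 h and -2.91 at 12 h. Against genes matched on exon TPM it was smaller, at -1.28 and -0.88. Their high exon level thus may account for part of the difference but argues poorly for the whole of it. No biological explanation was tested.

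All highly inducible genes together had a nucleolar to nucleoplasmic ratio at 2 h of 1.15 against 1.12 for non-inducible genes over replicates 2 and 3 (445 genes, p = 0.107, permutation test), and 1.20 against 1.18 over all replicates (367 genes). At the later times over all replicates the log2 difference was 0.14 at 6 h (p = 1e-05, the smallest that the permutation test can give, 4e-05 adjusted over the times), 0.03 at 12 h (0.064 adjusted), and 0.05 at 15 h (0.00014 adjusted). In replicate order, the 18 primary response genes, 4 of them in the inflammatory list, had a median log2 change in nucleoplasmic introns at 2 h of 2.82, 4.14, and 3.92. The 22 interferon response genes, 2 of them in that list, had 1.87, 3.01, and 3.10 at 2 h and 5.03, 3.82, and 3.86 at 12 h. The log2 ratio of nucleolar to nucleoplasmic introns at 2 h was 0.24, -0.30, and -0.13 in the primary response genes. In the interferon response genes it was 0.34, 0.24, and 0.23. All 5 nuclear RNAs were found and lay at a median log2 of 4.18, 4.68, and 4.65 above the cytoplasm in exons at 0 h. Of 9 mitochondrial transcripts 0 are in the table. The 35 of 36 genes known to host small nucleolar RNAs that were found had a log2 ratio of nucleolar to nucleoplasmic introns of 0.36, 0.36, and 0.47 at 2 h.

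Il1b introns in the NCL RIP-seq had a signal of 10.1, 2.82, and 3.32 at 12 h in replicates 1, 2, and 3, Il6 introns 1.82, 0.262, and 0.340, Cxcl2 introns 10.2, 0.970, and 1.81, Ccl2 introns 1.73, 0.110, and 0.0682, and Ccl5 introns 5.87, 1.85, and 1.73. The paper reports these 5 as bound by NCL in RIP-qPCR. At 0 h they were at 0.000281, 0, and 0 for Il1b, 0.00195, 0, and 0 for Il6, 0 in each replicate for Cxcl2, 0.289, 0, and 0 for Ccl2, and 0.0478, 0.00982, and 0.000113 for Ccl5. Ccl4, Cox6a2, and Gapdh are genes that it reports as not bound. Ccl4 introns had 52.2, 17.7, and 16.1, against 1.52, 0.0186, and 0.00281 at 0 h. Introns of Gapdh had 8.11, 1.23, and 1.73 at 12 h, and 4.62, 0, and 0 at 0 h, and those of Cox6a2 had 0.0407, 0, and 0 at 12 h and 0.185, 0, and 0.00523 at 0 h. Values without an input library do not separate binding from RNA level.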
